# RNA-Seq analysis of resistant and susceptible sub-tropical maize lines reveals a role for kauralexins in resistance to grey leaf spot disease, caused by *Cercospora zeina*

**DOI:** 10.1186/s12870-017-1137-9

**Published:** 2017-11-13

**Authors:** Jacqueline Meyer, Dave K. Berger, Shawn A. Christensen, Shane L. Murray

**Keywords:** Grey leaf spot, *Cercospora zeina*, *Zea mays*, Phytoalexin, Kauralexin, RNA-Seq

## Abstract

**Background:**

*Cercospora zeina* is a foliar pathogen responsible for maize grey leaf spot in southern Africa that negatively impacts maize production. Plants use a variety of chemical and structural mechanisms to defend themselves against invading pathogens such as *C. zeina*, including the production of secondary metabolites with antimicrobial properties. In maize, a variety of biotic and abiotic stressors induce the accumulation of the terpenoid phytoalexins, zealexins and kauralexins.

**Results:**

*C. zeina*-susceptible line displayed pervasive rectangular grey leaf spot lesions, running parallel with the leaf veins in contrast to *C. zeina*-resistant line that had restricted disease symptoms. Analysis of the transcriptome of both lines indicated that genes involved in primary and secondary metabolism were up-regualted, and although different pathways were prioritized in each line, production of terpenoid compounds were common to both. Targeted phytoalexin analysis revealed that *C. zeina-*inoculated leaves accumulated zealexins and kauralexins. The resistant line shows a propensity toward accumulation of the kauralexin B series metabolites in response to infection, which contrasts with the susceptible line that preferentially accumulates the kauralexin A series. Kauralexin accumulation was correlated to expression of the kauralexin biosynthetic gene, *ZmAn2* and a candidate biosynthetic gene, *ZmKSL2*. We report the expression of a putative copalyl diphosphate synthase gene that is induced by *C. zeina* in the resistant line exclusively.

**Discussion:**

This study shows that zealexins and kauralexins, and expression of their biosynthetic genes, are induced by *C. zeina* in both resistant and susceptible germplasm adapted to the southern African climate. The data presented here indicates that different forms of kauralexins accumulate in the resistant and susceptible maize lines in response to *C. zeina*, with the accumulation of kauralexin B compounds in a resistant maize line and kauralexin A compounds accumulating in the susceptible line.

**Electronic supplementary material:**

The online version of this article (10.1186/s12870-017-1137-9) contains supplementary material, which is available to authorized users.

## Background

Cereal crops such as maize (*Zea mays*), wheat *(Triticum aestivum*), and rice (*Oryza sativa*) are essential components of consumer diets throughout the world. In 2013, Africa produced over 55 million tonnes of cereal products (www.fao.org/worldfoodsituation/csdb/en/). Fungal infections are detrimental to maize crops, severely limiting crop yield, quality and productivity [1]. Grey leaf spot (GLS) is a foliar disease prevalent in South Africa, especially in Kwazulu Natal, where hot and humid climate conditions are favourable for the development of the disease [1]. A genetically distinct *Cercospora* sp. endemic to the eastern corn belt in USA, China and sub-Saharan Africa was identified as the causal agent for GLS in southern Africa and classified as *C. zeina,* the focus of this study [2–4]. Fungicide control is expensive and not necessarily effective and *C. zeina* is rampant in southern Africa [1], severely reducing grain yields, with losses of up to 60% reported [5]. It is believed that government incentives to reduce tilling practices contributed to an increase in disease prevalence. In so doing, *C. zeina* spores are allowed to remain on dead leaf material from previous harvests, readily infecting subsequent crops [1].

Plants defend themselves through a variety of mechanisms, including the production of secondary metabolites [6]. Several non-volatile terpenoids are known to act as phytoalexins in rice and maize [7, 8]. Phytoalexins are antimicrobial molecules synthesised de novo after pathogen attack and act to inhibit the growth of the invading pathogen [9]. In rice, the universal diterpenoid precursor, geranyl-geranyl diphosphate (GGPP), is converted to two stereochemically differentiated isomers, *ent-* and *syn-*copalyl diphosphate (CDP). This conversion entails a cyclization that is catalyzed by two discrete copalyl diphosphate synthases (CPS), *ent*- and *syn*-CPS [10]. Gibberellin (GA), a ubiquitous, diterpenoid plant hormone responsible for growth and development, and diterpenoid phytoalexins share a common biosynthetic step catalyzed by *ent-*CPS in rice [10]. *Syn*-CPS exclusively produces diterpenoid phytoalexins [10]. Subsequent synthesis steps in rice GA synthesis involve the enzyme *ent*-kaurene synthase (KS) which yields *ent*-kaurene, followed by repeated oxidation steps by means of cytochrome P450 monooxygenases until GA is produced [11]. Similarily, diterpenoid phytoalexins are produced by diterpene synthases, termed kaurene synthase-like (KSL) enzymes, so named for their apparent homology to *ent*-KS. In rice there are four structurally distinct diterpenoid phytoalexins; phytocassanes A-E, oryzalexins A-F, momilactones A and B, and oryzalexin S [8], produced, respectively from the kaurene-like precursors *ent*-cassadiene, *ent*-sandaracopimaradiene, *syn*-pimaradiene and stemarene [8, 12]. Whilst phytocassanes and oryzalexins stem from the primary building block *ent*-CDP by means of KSL enzymes, momilactones and oryzalexin S stem from *syn*-CDP [13, 14]. The remaining reactions resulting in rice phytoalexins are catalyzed by cytochrome p450 family members [15–17].

Similar to rice, maize kauralexins are diterpenoid phytoalexins that are fungal-induced and occur as a result of the action of the *ent*-CPS, ZmAn2 [7, 18]. The *ZmAn2* gene product shares 60% amino acid sequence identity with the maize ZmAn1 enzyme that functions in GA biosynthesis [18]. ZmAn2 catalyzes the cyclization of GGPP to *ent-*CDP (Fig. 1). Thereafter, *ent-*CDP is transformed to *ent*-kaurene and *ent*-isokaurene - most likely through the action of two distinct kaurene synthase-like enzymes - which yield kauralexin A and B series of compounds, respectively (Fig. 1) [19]. The plausible pathway structure in maize is envisioned based on the order of enzymatic conversions observed in other terpenoid biosynthetic pathways, such as the rice diterpenoid phytoalexin biosynthetic pathway [12, 20]. Unlike rice, maize diterpenoid phytoalexins resulting from *syn*-CDP as an intermediate have not been discovered to date (Fig. 1).

**Fig. 1:**
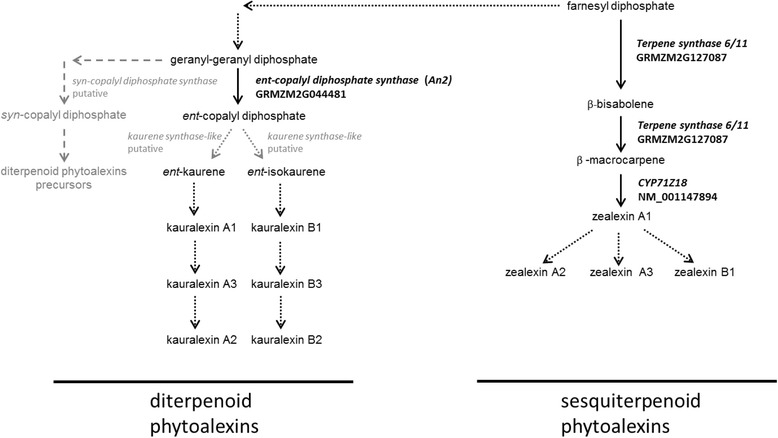
Biosynthetic pathways leading to kauralexin and zealexin compounds in maize. Enzymes indicated in bold and reactions represented by solid arrows have been established empirically, while dashed arrows indicate gaps in our knowledge. Enzymes and reactions in greyscale have been predicted in silico. Pathway adapted from Plant Metabolic Network (PMN), on www.plantcyc.org, August 2015. The general pathway structure is proposed based on the order of enzymatic conversions observed in other terpenoid biosynthetic pathways, such as in rice [12]

The remaining reactions in the kauralexin pathway require oxygen, and are predicted to be catalyzed by cytochrome p450 monooxygenase enzymes as reported in rice, although no empirical evidence exists as of yet [11]. The p450 enzymes are expected to catalyze the conversion of specific carbon atoms to carboxylic acids via the formation of alcohols and their conversion to aldehydes (forming kauralexin A1 and kauralexin B1). Similarly, using a different carbon atom, the aldehydes, kauralexin A3 and kauralexin B3, will be formed and subsequently the dicarboxylates (kauralexin A2, kauralexin B2) (Fig. 1). Diterpenoid kauralexins were shown to be induced in maize roots by drought, *Fusarium verticillioides* and *Phytophthora cinnamomi*, in maize leaves by *C. zeina* and in maize stems by *F. graminearum* and *Rhizopus microsporus* infection [7, 18, 21–23].

Besides diterpenoid kauralexins, maize also accumulates sesquiterpenoid zealexins as a general defense response to a fungal attack [24, 25]. These compounds are structurally related to β-macrocarpene and two homologous terpene synthases, TPS6 and TPS11, are known to catalyze the production of β-macrocarpene from the precursor farnesyl diphosphate via β-bisabolene [26] (Fig. 1). The sesquiterpenoid biosynthetic genes, *Tps6* and *Tps11*, are induced and correlate to zealexin accumulation in response to a variety of biotic stressors such as *F. graminearum* infection, *Ostrinia nubilalis* herbivory, *Cochliobolus heterostrophus* and *U. maydis* [7, 24, 25, 27, 28]. Furthermore virus-induced gene silencing of *Tps6* and *Tps11* resulted in plants with an augmented susceptibility to *U. maydis* [29]. Zealexin and kauralexin accumulation appears to be co-regulated [25]. It has been reported that both compounds, as well as the expression of their biosynthetic genes, increase when spores of *F. graminearum* or *A. flavus* are applied in increasing inoculum [25].

Although fungal induced phytoalexins have been studied widely in maize roots, stems and ears, much less is known concerning fungal induced phytoalexins in leaves. We recently showed that kauralexin biosynthetic genes are co-regulated in a susceptible response to *C. zeina* [21] but also induced in a moderately resistant maize line in response to *C. zeina* (B Crampton, pers. comm.). This led us to question if different kauralexin biosynthetic gene paralogs are involved in a susceptible and resistant response in a recombinant inbred population [21] to this pathogen. In this study, we aimed to use RNA-sequencing to identify paralogues of known secondary metabolite biosynthetic genes as well as other potential molecular mechanisms of susceptibility and resistance to GLS. Furthermore, by using a priori knowledge of the genomic positions of quantitative trait loci (QTL) mapping for GLS disease severity in a CML444 X SC Malawi RIL population [21], we could determine if there was a putative genetic mechanism that underlying these defense responses. Finally, we aimed to characterize the phytoalexin accumulation that occurs in maize leaves in response to *C. zeina* infection by targeted metabolomic screening for zealexin and kauralexin compounds.

## Results

### Identification of RILs with extreme resistance and susceptibility to *C. zeina*

During a previous study, field trials of maize recombinant inbred lines (RIL) derived from a cross between CML444 and SC Malawi (F7:S6) were conducted and eight quantitative trait loci (QTL) for GLS disease severity were identified [21]. During the field trials, two RILs with extreme resistance or susceptibility to GLS were identified. RIL387 and RIL165 had different alleles at four of the eight QTL previously identified for severity of GLS disease (Additional file 1) [21], with only RIL387 carrying the resistance allele for three QTL (QTL6, QTL9b and QTL10) and RIL165 only exhibiting the resistance allele for QTL9a. Both lines carried the resistance allele for the remaining four QTL (QTL3a, QTL3b, QTL4 and QTL5; Additional file 1). At 103 days after planting (dap), mature GLS disease symptoms were present and easily distinguishable. Disease severity could be rated effectively [30]. The *C. zeina*-susceptible line (RIL165) displayed mature grey leaf spot lesions (tan, rectangular and running parallel with the leaf veins) and obtained a disease severity score of 7.5 (numerous lesions on upper leaves with majority of lower leaves dead [30] (Fig. 2a). The *C. zeina*-resistant line (RIL387) exhibited a disease severity score of 1.5 (limited disease symptoms; Fig. 2b). To identify potential molecular mechanisms of resistance, leaf material was harvested from these two lines for transcriptome (RNA) sequencing. *In planta* fungal quantification of harvested leaf material (103 dap) [31] indicated that RIL165 leaves contained significantly higher levels of fungal DNA than leaves from RIL387 (Fig. 2c).

**Fig. 2:**
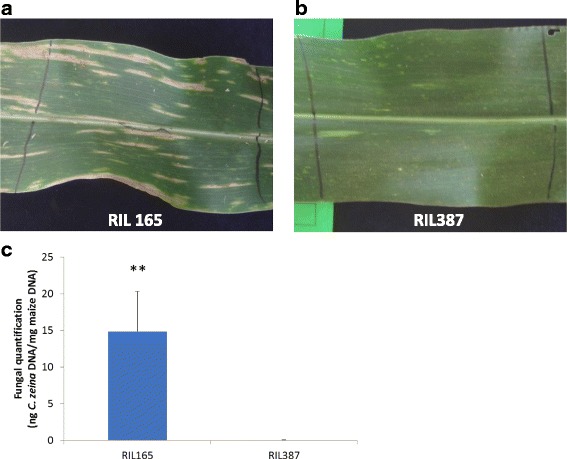
Comparison of disease lesions in *C. zeina*-susceptible and *C. zeina*-resistant lines. Leaf material was harvested at 103 dap. **a** *C. zeina*-susceptible line (RIL165) displayed mature grey leaf spot lesions, tan, rectangular in shape and running parallel with the leaf veins. **b** *C. zeina*-resistant line (RIL387) showed limited disease symptoms. **c** *In planta* fungal quantification indicated that leaf material from RIL165 contained significantly higher amounts of fungal DNA than leaves from RIL387. A qPCR assay could determine ng *Cercospora zeina (Cz)* DNA per mg maize DNA [31]. Input DNA was extracted from leaf material (average quantity, *n* = 3 ± SEM; unpaired T-test, **P < 0.01)

### Transcriptome profiling to identify differentially expressed (DE) genes between *C. zeina* resistant and susceptible maize lines

RNA isolated from resistant (RIL387) and susceptible (RIL165) maize leaves were subjected to RNA-Seq. 

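RNA-Seq counts the cDNA fragments that come from each transcript. The recombinant inbred lines (RILs) come from a cross of the maize inbred lines CML444 and SC Malawi, and each RIL is close to homozygous for a mosaic of the parental genomes. Leaves of field-grown plants under natural C. zeina infection were sampled at 103 dap. There were 3 samples of the susceptible line RIL165 and 3 samples of the resistant line RIL387. Each sample pooled 3 plants of a field block, and replicates 1, 2 and 3 of both lines carry the same block numbers. The paper gives the growth stage as VT/R1, and the sample labels name a later stage (early dent). The authors mapped the reads to B73 version 2 with TopHat and deposited the FPKM that Cufflinks estimated for each gene with bias correction and quartile normalization, with the 95% confidence bounds of each value. Each of the 6 samples lists 39636 genes. Reads per sample are those of Table 1, since FPKM keep no count of reads. At the genes with the lowest FPKM, the value of 1 fragment in a sample relative to RIL387 replicate 2 lay between 0.949 and 1.15, although between 32.1% and 41.7% of these genes only lay near such a step. FPKM summed over all genes ranged from 562278 to 598679 per sample. Expression is given as the mean FPKM ± SD over the 3 samples of a line. The lines were compared with limma on log2(FPKM + 1), with Benjamini-Hochberg adjustment, over the 23267 genes whose lower 95% bound was above 0 in at least 3 of the 6 samples and whose status was OK in all 6. The Log2FC of this comparison is RIL387 minus RIL165, so a negative value means higher expression in RIL165, and the added 1 makes it smaller than the ratio of FPKM for genes of low expression. An exact two-sided permutation test of 3 samples against 3 cannot go below p = 0.10, so single genes rest on limma's variance shared across genes.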

A summary of the analysis pipeline is depicted in Additional file 2. Sequence reads were mapped to v2 of the B73 reference genome (5b.60 annotation) using TopHat and implementing Bowtie2. The number of reads obtained per sample after Illumina quality filtering ranged from 59.3–78.8 million, and 75–83% of reads per library mapped to the reference genome (Table 1). Thereafter Cufflinks was used to calculate transcript abundance, reported as fragments per kilobase pair of exon model per million fragments mapped (FPKM).

**Table 1:** Read mapping, alignment and subsequent expression summary for RIL165 and RIL387

Sample^a^	Number of quality filtered reads	Number of mapped reads^b^	Number of paired alignments	Maximum FPKM^c^	Number of expressed genes
RIL165_1	70,769,770	83%	27,884,716	5761	22,558
RIL165_2	62,302,258	75%	21,984,219	6882	22,895
RIL165_3	78,883,890	76%	28,417,469	4868	22,773
RIL387_1	62,399,266	80%	23,331,358	6755	22,633
RIL387_2	63,798,694	78%	23,458,704	8659	22,575
RIL387_3	59,304,854	80%	22,353,073	6349	22,641

^a^Samples are numbered per biological replicate

^b^Sequence reads for each biological replicate were mapped to v2 of the B73 reference genome using TopHat v2.0.9 [103]

^c^Cufflinks v2.0.2 was used to calculate transcript abundance which is reported as fragments per kilobase pair of exon model per million fragments mapped (FPKM) [33]

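Under the definition that the lower bound of the 95% confidence interval lies above 0, the expressed genes numbered 22553, 22890 and 22768 in RIL165 replicates 1, 2 and 3 and 22628, 22570 and 22636 in RIL387 replicates 1, 2 and 3. All 39636 listed genes were counted, without a test of which encode proteins. The definition set the number more than the sample did. With FPKM of at least 1 in place of the lower bound, 19070 to 19807 genes were expressed, and with any FPKM above 0, 25508 to 25984. Genes with a status other than OK numbered between 1 and 3 per sample. For genes above 1 FPKM, the deposited FPKM lay outside its own 95% bounds at 34.9% to 37.5% of genes, so the bounds and the FPKM were used as separate measures.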

We detected between 22,000 and 23,000 protein coding genes per biological replicate (Table 1). In all three biological replicates of each genotype, the maximum FPKM values obtained were 6882 in RIL165 and 8659 in RIL387 while minimum FPKM values were zero (Table 1). 

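The highest FPKM of a gene was 6883, 4868 and 5761 in RIL165 replicates 1, 2 and 3 and 8659.5, 6349 and 6755 in RIL387 replicates 1, 2 and 3. The gene with this maximum was not the same in every sample. It was GRMZM2G306345 in RIL165 replicate 1 and in RIL387 replicates 1 and 2, GRMZM2G022958 in RIL165 replicate 2, GRMZM2G402631 in RIL165 replicate 3 and GRMZM2G015419 in RIL387 replicate 3. The lowest value was 0 in all 6 samples. The 10 genes with the highest FPKM held between 6.25% and 7.73% of the summed FPKM of a sample.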

A gene was considered expressed if the lower value of the 95% confidence interval was greater than zero [32].

Differential expression analysis was conducted using Cuffdiff [33, 34]. The False Discovery Rate (FDR) adjusted *P*-value threshold was set to 0.05 and revealed 5648 genes differentially expressed between RIL165 and RIL387 (Additional file 3). 

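At an adjusted p-value under 0.05, limma called 4117 of the 23267 tested genes, 1849 with higher expression in RIL387 and 2268 with higher expression in RIL165. With quantile normalization more genes were higher in RIL387 (2446) than in RIL165 (2177). Before adjustment, 7731 genes had p under 0.05. Leaving out a replicate moved the number of differentially expressed genes most, to 1858 genes without RIL387 replicate 3 and to 6970 without RIL165 replicate 1.
The replicate numbers pair the samples by field block, a pairing taken from the labels. Samples with the same number deviated from their line means together, with a mean correlation across genes, which are not independent replicates, of 0.315 over the 3 pairs (range 0.166 to 0.484). Over the 6 pairs with different numbers the range was -0.426 to 0.274, which overlaps that of the 3 pairs. With the replicate number as a block, 5142 genes were differentially expressed, against 4117 without the block.
RIL165 replicate 1 lay between the lines on the first principal component, which held 69.0% of the variance. Its score was -29.2, beside -77.6 and -77.9 for the other 2 samples of RIL165 and 57.9 to 68.1 for RIL387. On the second component, which held 18.1%, it lay apart from both lines, at -64.8, beside -16.6 to 31.4 for the other samples. The median SD of a gene within a line was 0.232 on the log2 scale in RIL165 and 0.167 in RIL387.

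**Figure D1:**
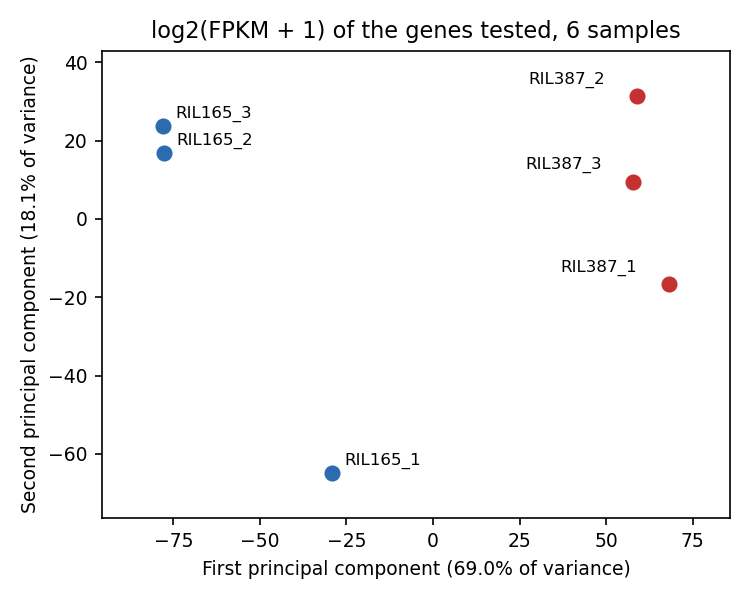
Scores of the 6 samples on the first and second principal components of log2(FPKM + 1), each point 1 sample. The 3 samples of RIL387 lie on the right at 57.9 to 68.1 on the first component, RIL165 replicates 2 and 3 on the left, and RIL165 replicate 1 at -29.2 with -64.8 on the second component.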

Differentially expressed genes were further shortlisted by selecting genes with a Log_2_fold change (Log_2_FC) ≥1 or ≤ − 1 for further analysis (Additional file 3). 

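Of the 4117 differentially expressed genes, 2346 had a limma Log2FC of at least 1 in size. The scale of the fold change set how many genes passed. When the Log2FC was taken as the log2 ratio of the mean FPKM of the lines, without the added 1, 3197 genes passed, and with log2(FPKM + 0.1), 3300. Across the 6 fits that each left out 1 sample, the shortlist held 1456 to 3481 genes.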

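The 2-LOD intervals of the 8 QTL in Additional file 1 were laid over the deposited gene positions, and a gene was counted when it overlapped an interval by at least 1 base. They held 174 of the shortlisted genes, and the 4 intervals at which the lines carry different alleles held 87. Taking the log2 ratio of the mean FPKM in place of limma's Log2FC gave 233 and 113 genes. With the 1-LOD intervals the numbers were 110 and 67, and with every gene past the adjusted p threshold, whatever its Log2FC, 295 and 151. A block for the replicate number, which pairs the samples as the labels do, gave 207 and 95 shortlisted genes.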

Of these genes, 328 mapped to the chromosomal position of the eight disease severity QTL previously identified [21], and 151 DE genes mapped to QTLs with different alleles in RIL387 and RIL165, viz. QTL6 (23 genes); QTL9a (99 genes); QTL9b (13 genes) and QTL10 (16 genes) (Additional file 1 and Additional file 3). 

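In B73 version 2 coordinates, QTL6 (chromosome 6, 157093000 to 161112000) held 109 tested genes, of which 18 were shortlisted, 13 with higher expression in RIL165 and 5 in RIL387. QTL9a (chromosome 9, 57359500 to 132645000) held 609 tested genes, of which 53 were shortlisted, 41 with higher expression in RIL165 and 12 in RIL387. QTL9b (chromosome 9, 145046026 to 146895000) held 36 tested genes, of which 8 were shortlisted, 3 with higher expression in RIL165 and 5 in RIL387. QTL10 (chromosome 10, 141623000 to 146114000) held 112 tested genes, of which 8 were shortlisted, 4 with higher expression in RIL165 and 4 in RIL387. QTL9a held the most shortlisted genes and also the most tested genes. The percentage of tested genes with an adjusted p-value under 0.05 was 22.9% in QTL6, 16.3% in QTL9a, 30.6% in QTL9b and 14.3% in QTL10. Genes side by side are not independent, and no test was made between single intervals. Where both lines carry the resistance allele, shortlisted genes numbered 14 in QTL3a, 31 in QTL3b, 33 in QTL4 and 9 in QTL5.

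**Figure D2:**
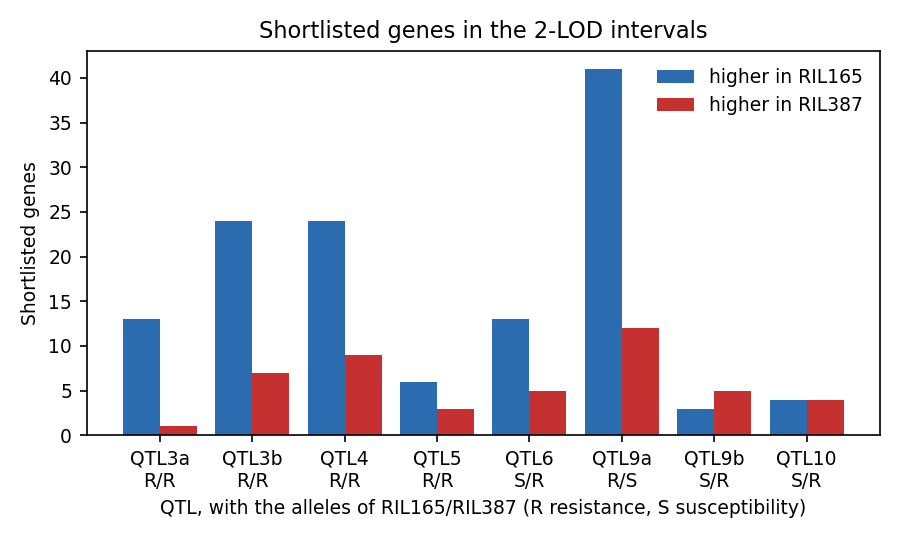
Number of shortlisted genes in the 2-LOD interval of each of the 8 QTL, with a bar for the genes higher in RIL165 and a bar for those higher in RIL387, and the alleles of RIL165 and RIL387 under each name. QTL9a has the tallest bars, 41 genes higher in RIL165 and 12 higher in RIL387.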

To dissect responses specific to RIL165 and RIL387, 1517 genes with a Log_2_FC ≥ 1 were defined as having higher expression in RIL387 compared to RIL165 and 2577 genes with Log_2_FC ≤ −1 as having increased expression in RIL165 compared to RIL387. 

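Among the 2346 shortlisted genes, 833 had higher expression in RIL387 and 1513 higher expression in RIL165. With the log2 ratio of the mean FPKM the numbers were 1333 and 1864. A block for the replicate number, under the pairing of the labels, made them 937 and 1788. The excess in RIL165 held under each of these settings, and without RIL165 replicate 1, where 1145 genes were higher in RIL387 and 2336 in RIL165.
Among genes whose samples did not overlap between the lines, the largest Log2FC in favour of RIL387 was that of GRMZM2G161521 (chromosome 4 from 23072676 to 23073463), with 12.2 ± 7.55 FPKM (SD, n = 3) in RIL165 and 517 ± 115 FPKM (SD, n = 3) in RIL387 (Log2FC 5.45, standard error 0.46, adjusted p = 0.00112). GRMZM2G111028 followed with a Log2FC of 5.42 (adjusted p = 6.81e-05), and was listed at 0 in every sample of RIL165 against 42.0 ± 4.32 FPKM in RIL387. GRMZM2G090245 (chromosome 6 from 161451717 to 161452634) had the largest Log2FC in favour of RIL165, with 406 ± 257 FPKM in RIL165 and 0.0523 ± 0.0906 FPKM in RIL387 (Log2FC -8.31, standard error 0.58, adjusted p = 0.000507). Next came AC233788.2_FG003, listed at 0 in every sample of RIL387, with 140.2 ± 125 FPKM in RIL165 (Log2FC -6.74, adjusted p = 0.00153).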

The RNA-Seq expression profiles of DE genes were validated by RT-qPCR. Eight genes were selected which had high or low FPKM values. 

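The FPKM side of this comparison comes from the 6 field samples. ZmAn2 (GRMZM2G044481) had 152 ± 72.2 FPKM (SD, n = 3) in RIL165 and 17.3 ± 6.31 FPKM (SD, n = 3) in RIL387, and Tps6 (GRMZM2G127087) had 165 ± 78.8 FPKM in RIL165 and 37.7 ± 18.6 FPKM in RIL387. For ZmCPS3 (GRMZM2G068808) the values were 2.63 ± 0.851 FPKM in RIL165 and 7.14 ± 0.11 FPKM in RIL387. Bx3 (GRMZM2G167549) had 0.590 ± 0.742 FPKM in RIL165 and 40.5 ± 15.0 FPKM in RIL387, and Bx9 (GRMZM2G161335) had 229 ± 73.6 FPKM in RIL165 and 90.9 ± 11.3 FPKM in RIL387. The adjusted p-values of these 5 genes were 0.00920, 0.0445, 0.0115, 0.00102 and 0.0261 in limma's test. The other 3 genes did not pass the threshold, whereas Additional file 4 reports a significant RNA-Seq difference for every gene it shows. Beta-glucosidase 1 (GRMZM2G031660) had 6.89 ± 1.51 FPKM in RIL165 and 17.4 ± 10.6 FPKM in RIL387 (adjusted p = 0.135), Bx5 (GRMZM2G063756) had 10.1 ± 8.08 FPKM in RIL165 and 24.8 ± 9.43 FPKM in RIL387 (adjusted p = 0.131), and Bx8 (GRMZM2G085054) had 17.4 ± 4.96 FPKM in RIL165 and 12.1 ± 2.01 FPKM in RIL387 (adjusted p = 0.20). Of the 4 reference genes of the RT-qPCR, 3 were tested, and their Log2FC were 0.33 for GRMZM2G034326 (adjusted p = 0.142), 0.11 for GRMZM2G127729 (adjusted p = 0.711) and -0.092 for GRMZM2G445905 (adjusted p = 0.731). GRMZM2G451729 was listed at 0 in all 3 samples of RIL165 and at 0.00790 ± 0.0137 FPKM in RIL387, and was not tested.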

There was a strong consistency between genotype specific RT-qPCR relative quantities and RNA-Seq FPKM values (Additional file 4). Larger differences were observed in RNA-Seq FPKM values between genotypes compared to RT-qPCR relative quantities, indicating a higher dynamic range for RNA-Seq analysis, as previously observed [35].

### Gene ontology enrichment and pathway analysis reveals a complex defence response to *C. zeina*

To determine if DE genes responsive to *C. zeina* infection had any functional connection in defence, GO term singular enrichment analysis (SEA) [36] was carried out on the DE genes (Additional file 5). This resulted in 60 enriched biological process (BP), 61 molecular function (MF) and 5 cellular component (CC) terms for genes with increased expression in *C. zeina-*susceptible RIL165. For highly expressed genes in *C. zeina*-resistant RIL387, 46 BP, 57 MF and 7 CC terms were enriched (Additional file 5). Because of the large number of significant GO terms, for this analysis, only child terms (FDR ≤0.01) relating to BP and MF will be discussed (Fig. 3; Additional file 5). The gene IDs that were associated with each of the enriched GO terms are presented in Additional file 5.

**Fig. 3:**
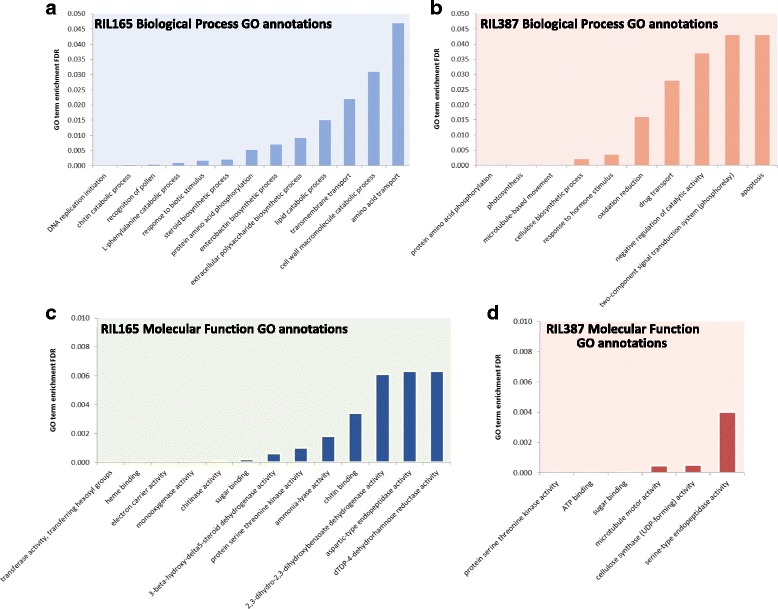
Enriched GO annotations for genes with altered expression in RIL165 and RIL387. Significantly enriched GO terms related to biological processes (**a** and **b**) or molecular functions (**c** and **d**) of the functionally annotated genes with higher expression in RIL165 (*blue bars* in **a** and **c**) or in RIL387 (*red bars* in **b** and **d**). The bars represent the FDR adjusted *p*-value (y-axis), and therefore the terms on the left-hand side of each graph have the most significant enrichment. Only the specialized child terms from the SEA analysis with FDR adjusted *P* value ≤0.05, relating to BP and FDR adjusted P value ≤0.01 relating to MF are shown. A list of all significant GO terms is available in Additional file 5

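Additional file 5 lists the genes behind each GO term, and their expression was looked up in the 6 samples. The enrichment itself was not recomputed. Of the 11 genes under the chitin catabolic process, 7 had an adjusted p-value under 0.05, and the median Log2FC was -2.42 (range -4.37 to -0.55). For the response to biotic stimulus, 7 of 8 genes passed, with a median Log2FC of -2.62 (range -6.01 to -0.71). Lipid catabolic process had 5 of 7 genes past the threshold and a median of -1.14, and the L-phenylalanine term 4 of 7 and a median of -1.45. All of these genes had a negative Log2FC, past the threshold or not. In 9 of the 11 chitin genes, 8 of the 8 biotic stimulus genes, 6 of the 7 lipid genes and all 7 L-phenylalanine genes, every sample of RIL165 lay above every sample of RIL387. These genes were chosen by the authors for their difference between the lines in the same samples, so their common direction is no separate test.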

Enriched BP GO terms for genes with higher expression in *C. zeina*-susceptible RIL165 (Log_2_FC ≤ −1; FDR <0.05), included inter alia “L-phenylalanine metabolism” (GO:0006559), “lipid catabolic process” (GO:0016042), “chitin catabolic process” (GO:0006032) and “response to biotic stimulus” (GO:0009607) (Fig. 3a; Additional file 5). This is in line with unique enriched MF GO terms such as “chitinase activity” (GO:0004568) and “chitin binding” (GO:0008061) (Fig. 3b; Additional file 5). 

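All 5 genes listed under chitin binding had a negative Log2FC, from -4.10 to -0.86. An adjusted p-value under 0.05 was reached by 3 of them, the lowest at 0.00845 and the highest of the 5 at 0.103. The median over these genes of the mean FPKM was 122 in RIL165 and 23.9 in RIL387.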

The list of DE genes annotated with these GO terms include genes encoding endochitinases (GRMZM2G099454, GRMZM2G062974, GRMZM2G145518); Wound-induced protein WIN1 (GRMZM2G117989); S-norcoclaurine synthase-like (GRMZM2G342033); and four PR proteins (PR1: GRMZM2G112524, GRMZM2G112538, and PR 10: GRMZM2G112488, GRMZM2G075283) (Additional file 3). 

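All 9 genes had a negative Log2FC, and 7 had an adjusted p-value under 0.05 in limma's test. The endochitinase GRMZM2G099454 (chromosome 1 from 7403530 to 7408184) had the highest expression, with 768 ± 158 FPKM (SD, n = 3) in RIL165 and 259 ± 51.2 FPKM (SD, n = 3) in RIL387 (Log2FC -1.57, standard error 0.25, adjusted p = 0.00989). GRMZM2G062974 had 118 ± 42.1 FPKM in RIL165 and 23.9 ± 15.1 FPKM in RIL387 (Log2FC -2.42, standard error 0.55, adjusted p = 0.0309), and the third endochitinase, GRMZM2G145518, did not pass the threshold (Log2FC -0.86, adjusted p = 0.0630; 0.0312 with the replicate block, paired as in the labels). WIN1 (GRMZM2G117989, chromosome 4 from 9657543 to 9658965) had the largest difference, 243 ± 120.0 FPKM in RIL165 and 5.10 ± 3.71 FPKM in RIL387 (Log2FC -5.33, standard error 0.56, adjusted p = 0.00238). With each sample left out in turn its Log2FC ran from -5.84 to -5.00, and it passed the threshold every time. S-norcoclaurine synthase-like GRMZM2G342033 was low in both lines, at 1.39 ± 0.538 FPKM in RIL165 and 0.447 ± 0.186 FPKM in RIL387, and stayed just short of the threshold (adjusted p = 0.0521). The PR1 genes GRMZM2G112524 and GRMZM2G112538 and the PR10 gene GRMZM2G112488 lie within chromosome 1 from 47149320 to 47178782, and had Log2FC of -2.25, -2.64 and -2.60 (adjusted p = 0.0145, 0.0106 and 0.0201). Reads that neighbouring copies share are divided between them by the estimation. The PR10 gene GRMZM2G075283 on chromosome 10 had a Log2FC of -2.86 (adjusted p = 0.00798).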

Apart from DE genes annotated with enriched GO terms, we also identified DE genes encoding five Bowman–Birk serine proteinase inhibitors (GRMZM2G075315, GRMZM2G050768, GRMZM2G116520, GRMZM2G055802, GRMZM2G007928), and four putative thaumatin-like PR genes (GRMZM2G006853, GRMZM2G039639 GRMZM2G138896, GRMZM2G036826). 

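Among the 5 Bowman-Birk inhibitor genes, 3 had higher expression in RIL165 at an adjusted p-value under 0.05. GRMZM2G075315 (chromosome 10 from 97998392 to 97999690) had 222 ± 128 FPKM (SD, n = 3) in RIL165 and 7.34 ± 2.42 FPKM (SD, n = 3) in RIL387 (Log2FC -4.58, standard error 0.49, adjusted p = 0.00251), GRMZM2G116520 had 154 ± 84.1 FPKM in RIL165 and 11.4 ± 3.67 FPKM in RIL387 (Log2FC -3.49, standard error 0.52, adjusted p = 0.00789), and GRMZM2G050768 had 10.9 ± 7.41 FPKM in RIL165 and 0.691 ± 0.344 FPKM in RIL387 (Log2FC -2.64, standard error 0.47, adjusted p = 0.0145). GRMZM2G055802 overlapped between the lines (Log2FC -1.00, adjusted p = 0.270). GRMZM2G007928 (chromosome 3 from 179632946 to 179634101) had higher expression in RIL387, with 8.85 ± 0.582 FPKM in RIL165 and 45.6 ± 24.4 FPKM in RIL387 (Log2FC 2.08, standard error 0.42, adjusted p = 0.0202), and every sample of RIL387 lay above every sample of RIL165. The thaumatin-like gene GRMZM2G039639 had the highest expression of these 9 genes, 2154 ± 1059 FPKM in RIL165 and 300.3 ± 132 FPKM in RIL387 (Log2FC -2.79, standard error 0.56, adjusted p = 0.0210). Its adjusted p-value stayed under 0.05 in 1 of the 6 fits that left out a sample, and was 0.00398 with the replicate block. GRMZM2G006853 had a Log2FC of -3.94 (adjusted p = 0.00970) and GRMZM2G138896 one of -1.10 (adjusted p = 0.0395). GRMZM2G036826, which lies in the QTL9a interval, did not pass the threshold (Log2FC -0.89, adjusted p = 0.247).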

Jasmonic acid biosynthetic genes as well as ethylene (Et)-biosynthetic and -responsive genes were likewise present. 

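All 9 genes that the paper names as putative jasmonic acid biosynthetic genes and all 17 ethylene genes that it names had a negative Log2FC. Whether each of the lipoxygenases acts in jasmonic acid synthesis was not examined. Of the jasmonic acid genes, 3 had an adjusted p-value under 0.05, and of the ethylene genes 6. The median Log2FC was -1.18 (range -1.93 to -0.64) and -1.21 (range -1.94 to -0.39). In 6 of the 9 and 11 of the 17 genes, all samples of RIL165 lay above all samples of RIL387. In the remaining genes the samples of the lines overlapped. In the fit with the replicate block, whose pairing is taken from the labels (mean correlation of 0.315 between same-numbered samples), 7 of the 9 and 10 of the 17 genes passed.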

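The lipoxygenase GRMZM2G104843 (chromosome 2 from 45192091 to 45196460) had 23.2 ± 4.19 FPKM (SD, n = 3) in RIL165 and 5.75 ± 1.70 FPKM (SD, n = 3) in RIL387 (Log2FC -1.86, standard error 0.24, adjusted p = 0.00479) and passed the threshold in all 6 fits that left out a sample. GRMZM2G109130 had the highest expression of the 5 lipoxygenases, with 36.5, 139 and 128 FPKM in RIL165 replicates 1, 2 and 3 and 10.9, 25.1 and 38.0 FPKM in RIL387, and did not pass (adjusted p = 0.0868). GRMZM5G822593 (adjusted p = 0.0723) and GRMZM2G102760 (adjusted p = 0.195) did not pass either, while GRMZM2G017616 did (Log2FC -1.15, adjusted p = 0.0334). None of the 3 allene oxide synthases passed, with adjusted p of 0.0507 for GRMZM2G376661, 0.0626 for GRMZM2G033098 and 0.390 for GRMZM2G067225. With the replicate block, under the pairing of the labels, GRMZM2G109130, GRMZM5G822593, GRMZM2G376661 and GRMZM2G033098 passed, with adjusted p of 0.00608, 0.00715, 0.00834 and 0.00711, and GRMZM2G102760 and GRMZM2G067225 did not (0.117 and 0.131). Without the block, the unadjusted p-values of the 3 allene oxide synthases were 0.00904, 0.0127 and 0.216 in limma's test. The allene oxide cyclase GRMZM2G077316 had 3.14 ± 0.878 FPKM in RIL165 and 1.33 ± 0.390 FPKM in RIL387 (adjusted p = 0.0418). This gene and the lipoxygenase GRMZM2G017616 each passed in 1 of the 6 fits that left out a sample. Of the 3 ACO genes, whose Log2FC were -1.35, -1.21 and -1.12, none passed (adjusted p = 0.0696, 0.0746 and 0.0546), although every sample of RIL165 lay above every sample of RIL387 in each. Their adjusted p-values in the fit with the replicate block, under the pairing of the labels, were 0.0306, 0.0126 and 0.0268. Of the 14 ethylene responsive factors, 6 passed, among which GRMZM2G300924 had 2.18 ± 0.309 FPKM in RIL165 and 0.113 ± 0.116 FPKM in RIL387 (Log2FC -1.52, standard error 0.13, adjusted p = 0.00115). The Log2FC of the 14 ran from -1.94 to -0.39.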

Putative JA biosynthetic genes included lipoxygenase genes (GRMZM2G109130, GRMZM2G104843, GRMZM5G822593, GRMZM2G102760, GRMZM2G017616,) allene oxide synthases (GRMZM2G376661 GRMZM2G033098, GRMZM2G067225), an allene-oxide cyclase (GRMZM2G077316), whilst putative Et biosynthetic genes included 1-aminocyclopropane-1-carboxylate oxidase (ACO) – (GRMZM2G126732, GRMZM2G332423, GRMZM2G166616), and Et responsive transcription factor genes (GRMZM2G300924, GRMZM2G016434, GRMZM2G087059, GRMZM2G123119, GRMZM2G425798, GRMZM2G129674, GRMZM2G114820, GRMZM2G068967, GRMZM2G055180, GRMZM2G148333, GRMZM2G174917, GRMZM2G168393, GRMZM2G119865, GRMZM2G080516) (Additional file 3). Furthermore, six genes predicted to encode phenylalanine ammonia lyase (PAL) transcripts contributed to the enriched GO term, “L-phenylalanine metabolism” (GO:0006032) in RIL165 (GRMZM2G063917, GRMZM2G170692, GRMZM2G074604, GRMZM2G081582, GRMZM2G334660, GRMZM2G118345) (Additional file 3 and Additional file 5). In addition, transcripts encoding enzymes that are predicted to partake in further flavonoid biosynthesis - 4-coumarate coenzyme-A ligase (GRMZM2G048522, GRMZM2G174732), chalcone synthase (GRMZM2G422750, GRMZM2G151227), chalcone-flavonone isomerase (GRMZM2G175076, GRMZM2G155329), flavanone 3-hydroxylase (GRMZM2G050234), dihydroflavonol-4-reductase (GRMZM5G881887) - were correspondingly increased in RIL165 compared to RIL387 (Additional file 3). 

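Each of the 6 PAL genes had every sample of RIL165 above every sample of RIL387, and 4 had an adjusted p-value under 0.05. GRMZM2G170692 (chromosome 5 from 186795549 to 186798126) had 17.3 ± 6.59 FPKM (SD, n = 3) in RIL165 and 1.58 ± 0.465 FPKM (SD, n = 3) in RIL387 (Log2FC -2.76, standard error 0.32, adjusted p = 0.00342), and its Log2FC ran from -3.11 to -2.55 with each sample left out in turn. GRMZM2G063917 had 6.56 ± 3.70 FPKM in RIL165 and 0.364 ± 0.0597 FPKM in RIL387 (Log2FC -2.33, standard error 0.40, adjusted p = 0.0127). The Log2FC of GRMZM2G334660 was -1.76 (adjusted p = 0.0274) and that of GRMZM2G081582 -1.45 (adjusted p = 0.0474). GRMZM2G074604, with the highest expression at 44.8 ± 20.2 FPKM in RIL165 and 16.3 ± 4.00 FPKM in RIL387, and GRMZM2G118345 did not pass (adjusted p = 0.0683 and 0.0748). With the replicate block both passed, at 0.0139 and 0.0312, under the pairing taken from the labels. GRMZM2G074604, GRMZM2G334660 and GRMZM2G170692 lie within chromosome 5 from 186677003 to 186798126, and reads shared between such copies are divided by the estimation.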

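All 8 genes had a negative Log2FC, and 5 passed the threshold. The flavanone 3-hydroxylase GRMZM2G050234 (chromosome 2 from 15127943 to 15130094) had the largest difference, 34.9 ± 21.0 FPKM (SD, n = 3) in RIL165 and 0.739 ± 0.398 FPKM (SD, n = 3) in RIL387 (Log2FC -4.15, standard error 0.54, adjusted p = 0.00493). The chalcone synthase GRMZM2G422750, in the QTL4 interval where both lines carry the resistance allele, had 122 ± 50.1 FPKM in RIL165 and 14.6 ± 2.92 FPKM in RIL387 (Log2FC -2.90, standard error 0.36, adjusted p = 0.00404). GRMZM2G151227, the other chalcone synthase, was low and variable, at 2.71 ± 2.41 FPKM in RIL165 and 0.393 ± 0.269 FPKM in RIL387 (adjusted p = 0.0929). The chalcone-flavonone isomerases GRMZM2G175076 and GRMZM2G155329 had Log2FC of -2.65 and -1.00 (adjusted p = 0.0114 and 0.00587). For dihydroflavonol-4-reductase GRMZM5G881887 the Log2FC was -1.2 (adjusted p = 0.0288), and the call was lost in 5 of the 6 fits that left out a sample. The 4-coumarate coenzyme-A ligases GRMZM2G048522 and GRMZM2G174732 did not pass (Log2FC -1.41 and -0.95, adjusted p = 0.0965 and 0.161). The first passed with the replicate block, paired as in the labels (0.0192), and the second did not (0.0722).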

Transcripts from four enzymes that are predicted to catalyze reactions in the shikimate pathway were also more abundant in RIL165, particularly genes encoding a putative 3-dehydroquinate dehydratase (GRMZM2G314652), shikimate kinase (GRMZM2G004590), prephenate dehydratase (GRMZM2G125923, GRMZM2G466543, GRMZM2G437912), and aspartate aminotransferase (GRMZM2G094712) (Additional file 3). 

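Of the 6 shikimate pathway genes, all had a negative Log2FC and 2 had an adjusted p-value under 0.05. The prephenate dehydratase GRMZM2G466543 (chromosome 2 from 165872055 to 165874345) had 14.5 ± 4.08 FPKM (SD, n = 3) in RIL165 and 4.50 ± 0.319 FPKM (SD, n = 3) in RIL387 (Log2FC -1.45, standard error 0.23, adjusted p = 0.00907), and aspartate aminotransferase GRMZM2G094712 had 111 ± 47.0 FPKM in RIL165 and 37.5 ± 5.47 FPKM in RIL387 (Log2FC -1.44, standard error 0.36, adjusted p = 0.0402). The other two prephenate dehydratases, GRMZM2G125923 and GRMZM2G437912, had Log2FC of -1.53 and -1.04 (adjusted p = 0.0681 and 0.105). For 3-dehydroquinate dehydratase GRMZM2G314652 the Log2FC was -1.23 (adjusted p = 0.0779) and for shikimate kinase GRMZM2G004590 -0.99 (adjusted p = 0.126). All 6 passed with the replicate block, under the pairing of the labels, these 4 with adjusted p of 0.00902, 0.00847, 0.0274 and 0.0212.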

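The paper's text names 78 genes with higher expression in RIL165, of which 77 were tested and 76 had a negative Log2FC. An adjusted p-value under 0.05 in this direction was reached by 41, and 1 gene, GRMZM2G007928, passed with higher expression in RIL387. In 58 genes every sample of RIL165 lay above every sample of RIL387. The median Log2FC was -1.39, and the median of the mean FPKM was 20.3 in RIL165 and 6.80 in RIL387. The number past the threshold was 20 without RIL387 replicate 3 and 71 without RIL165 replicate 1. With the replicate number as a block, under the pairing of the labels, it was 60. In 66 of these genes the mean of RIL165 replicates 2 and 3 differed from the mean of RIL387 by at least 1 on the log2 scale, and RIL165 replicate 1 lay on the RIL387 side of the mean of replicates 2 and 3 in 64. From the higher expression of PR genes, jasmonic acid and ethylene genes and flavonoid genes in RIL165, the paper states that this line shows hallmarks of a defence response of several layers.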

In summary, *C. zeina*-susceptible RIL165 shows hallmarks of a multi-layered defence response involving PR proteins, JA/Et production and accumulation of flavonoids.

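The genes that Additional file 5 lists under these terms all had a positive Log2FC in the 6 samples. For photosynthesis, 9 of 16 genes had an adjusted p-value under 0.05 (median Log2FC 1.05, range 0.56 to 2.34). Their median FPKM was high in both lines, 117 in RIL165 and 235 in RIL387. Microtubule-based movement had 18 of 21 genes past the threshold, cellulose biosynthetic process 6 of 8, response to hormone stimulus 4 of 8 and apoptosis 9 of 10. The microtubule genes were low, with a median FPKM of 0.427 in RIL165 and 1.30 in RIL387. Because of the added 1, their median Log2FC of 0.67 stands beside a median log2 ratio of mean FPKM of 1.79. The authors chose these genes by their difference in the same samples, and the enrichment was not recomputed.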

Genotype specific BP GO terms for genes with higher expression in *C. zeina*-resistant RIL387 (Log_2_FC ≥ 1) included inter alia “photosynthesis” (GO:0015979), “response to hormone stimulus” (GO:0009725), “cellulose biosynthetic process” (GO:0030244), “microtubule-based movement” (GO:0007018) and “apoptosis” (GO:0006915) (Fig. 3b; Additional file 5). This is in line with unique enriched MF GO terms such as “microtubule motor activity” (GO:0003777), “cellulose synthase (UDP-forming) activity” (GO:0016760) (Fig. 3d; Additional file 5) and unique enriched cellular compartmentalisation (CC) GO terms “photosystem I” (GO:0009522), “photosystem II” (GO:0009523) and thylakoid (GO:0009579) (Additional file 5). 

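Under microtubule motor activity, 11 of 14 genes passed the threshold, and in all 14 every sample of RIL387 lay above every sample of RIL165. The photosystem terms were less even across replicates. Of the 7 genes of photosystem I, 3 passed (median Log2FC 0.99, largest adjusted p = 0.147), of the 6 of photosystem II, 3 (median 0.98), and of the 14 thylakoid genes, 6 (median 0.99, range 0.74 to 2.12). In 7 of the 14 thylakoid genes the samples of the lines did not overlap.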

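All 8 cellulose synthase genes had a positive Log2FC and 6 had an adjusted p-value under 0.05. The clearest difference was that of GRMZM2G349834 (chromosome 6 from 102678169 to 102681460), with 0.0625 ± 0.0620 FPKM (SD, n = 3) in RIL165 and 7.73 ± 1.30 FPKM (SD, n = 3) in RIL387 (Log2FC 3.03, standard error 0.15, adjusted p = 0.000165). GRMZM2G025231 had 1.96 ± 0.416 FPKM in RIL165 and 7.97 ± 2.40 FPKM in RIL387 (Log2FC 1.58, standard error 0.23, adjusted p = 0.00722) and GRMZM2G111642 3.22 ± 0.339 FPKM in RIL165 and 9.33 ± 0.710 FPKM in RIL387 (Log2FC 1.29, standard error 0.14, adjusted p = 0.00244). GRMZM2G028353, GRMZM2G112336 and GRMZM2G018241 had Log2FC of 1.27, 1.07 and 0.52 (adjusted p = 0.00357, 0.0101 and 0.0170). GRMZM2G027723 and GRMZM2G339645 did not pass (adjusted p = 0.0707 and 0.437), and the expression of the latter varied between samples, at 0.0673, 0.0709 and 1.2 FPKM in RIL387. In each of the 7 ARF genes every sample of RIL387 lay above every sample of RIL165, and 3 passed. GRMZM2G102845 had 1.22 ± 0.320 FPKM in RIL165 and 7.62 ± 1.63 FPKM in RIL387 (Log2FC 1.95, standard error 0.19, adjusted p = 0.00199), GRMZM2G017187 14.2 ± 4.25 FPKM in RIL165 and 31.4 ± 3.62 FPKM in RIL387 (Log2FC 1.12, standard error 0.22, adjusted p = 0.0181) and GRMZM2G475882 0.148 ± 0.0455 FPKM in RIL165 and 0.591 ± 0.0139 FPKM in RIL387 (Log2FC 0.47, standard error 0.079, adjusted p = 0.0114). The adjusted p-values of the other 4 were 0.0515 for GRMZM2G030710, 0.0765 for GRMZM2G441325, 0.128 for GRMZM2G078274 and 0.148 for GRMZM2G475263. Of these, GRMZM2G030710 and GRMZM2G441325 passed with the replicate block, paired as in the labels, at 0.0168 and 0.0276.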

The list of differentially expressed genes annotated with these GO terms contain eight genes encoding putative cellulose synthases (GO:0030244; GRMZM2G027723, GRMZM2G339645, GRMZM2G111642, GRMZM2G112336, GRMZM2G349834, GRMZM2G018241, GRMZM2G025231, and GRMZM2G028353) and seven putative auxin responsive transcription factors (ARF; ARF1, 3, 4, 6, 7, 15, and 20) (GO:0009725; GRMZM2G441325, GRMZM2G017187, GRMZM2G102845, GRMZM2G475882, GRMZM2G475263, GRMZM2G030710 and GRMZM2G078274). Typically, resistant plants block attack by biotrophic or hemibiotrophic pathogens by initiating localized cell death through the hypersensitive response (HR) [37]. Enriched GO terms relating to the hypersensitive response were absent except for “apoptosis” (GO:0006915). Ten genes contributed to this enriched GO term. A MaizeGDB (www.maizegdb.org) search of the gene ID’s revealed that the best *Oryza sativa* or *Arabidopsis thaliana* hit for these genes were BAG domain containing proteins (GRMZM2G029863 and GRMZM2G063162; GRMZM2G079956) or nucleotide-binding leucine-rich-repeat (NB-LRR) and NB-ARC domains-containing proteins (GRMZM2G079082, GRMZM2G051502, GRMZM2G013170, GRMZM2G002656, GRMZM2G403407 and GRMZM2G169584) as well as a putative stripe rust resistance protein Yr10 (GRMZM2G074496). 

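In all 10 genes every sample of RIL387 lay above every sample of RIL165, and 9 had an adjusted p-value under 0.05. Their expression differed by orders of magnitude. GRMZM2G063162 (chromosome 5 from 139354217 to 139362057), a BAG domain gene, had 85.9 ± 6.64 FPKM (SD, n = 3) in RIL165 and 731 ± 165 FPKM (SD, n = 3) in RIL387 (Log2FC 3.05, standard error 0.21, adjusted p = 0.000468). The other two BAG domain genes were low, GRMZM2G029863 at 0.132 ± 0.0872 FPKM in RIL165 and 2.41 ± 1.41 FPKM in RIL387 (adjusted p = 0.0197) and GRMZM2G079956 at 0.618 ± 0.570 FPKM in RIL165 and 3.59 ± 1.77 FPKM in RIL387 (adjusted p = 0.0307; 0.0517 with the replicate block, paired as in the labels). Among the NB-LRR and NB-ARC genes, GRMZM2G002656 (chromosome 6 from 128823408 to 128833681) had 1.09 ± 0.364 FPKM in RIL165 and 20.8 ± 0.294 FPKM in RIL387 (Log2FC 3.40, standard error 0.16, adjusted p = 0.000146) and GRMZM2G079082 0.0270 ± 0.0296 FPKM in RIL165 and 3.74 ± 0.739 FPKM in RIL387 (Log2FC 2.19, standard error 0.14, adjusted p = 0.000425). GRMZM2G013170 had a Log2FC of 1.64, GRMZM2G403407 of 0.92 and GRMZM2G051502 of 0.73 (adjusted p = 0.00261, 0.00647 and 0.00956). GRMZM2G169584 did not pass (adjusted p = 0.127). The putative Yr10 gene GRMZM2G074496 had 0.563 ± 0.173 FPKM in RIL165 and 4.11 ± 0.557 FPKM in RIL387 (Log2FC 1.71, standard error 0.15, adjusted p = 0.00121).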

BAG (Bcl-2-associated athanogene) proteins inhibit plant programmed cell death [38] and NB-LRR and NB-ARC domains are signalling motifs present in plant resistance proteins that also regulate cell death [39]. The NB-LRR and NB-ARC domains could play a role in the maize immune signalling response that results in an oxidative burst and a hypersensitive response, thus indicating that pathogen-recognition mechanisms are possibly up-regualted in RIL387, although in our field experiments, RIL387 developed no macroscopic HR lesions (Fig. 2b). In summary, the resistant line appears to be maintaining structural integrity by upregulating various metabolic pathways, including hormone biosynthesis.

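Of the 41 genes that the paper's text names with higher expression in RIL387, all 41 had a positive Log2FC, and 29 had an adjusted p-value under 0.05. In 39 of them the samples of the lines did not overlap. The median of the mean FPKM was 0.690 in RIL165 and 3.61 in RIL387, so most of these genes were expressed at a low level, where the added 1 shrinks the Log2FC most. The number past the threshold was 20 without RIL387 replicate 3, 33 without RIL165 replicate 1 and 31 with the replicate block, whose pairing is taken from the labels. From the higher expression of several metabolic pathways in RIL387, hormone biosynthesis among them, the paper proposes that the resistant line maintains its structural integrity.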

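For oxidation reduction, a term enriched in both lines, expression was looked up for the first 43 genes listed for RIL165 and the first 43 listed for RIL387 in Additional file 5. All 43 of the first had a negative Log2FC and 28 passed the threshold, with a median of -1.43 (range -4.03 to -0.59). The 43 of the second all had a positive Log2FC and 30 passed, with a median of 1.24 (range 0.38 to 4.74). The lists were made by the sign of the Log2FC.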

Several enriched BP child terms were common among the two genotypes, however, despite having similar enriched GO terms, there was substantial heterogeneity in the gene pool contributing to the enriched GO terms, with no overlap between the genotypes, indicating distinct responses to *C. zeina* infection. For instance, genes annotated with “oxidation reduction” (GO:0055114) included 22 genes highly expressed in RIL387 and functionally annotated as having monooxygenase activity. These included three benzoxazinoid (*BX*) biosynthetic genes, *Bx3* (GRMZM2G167549)*, Bx4* (GRMZM2G172491), and *Bx5* (GRMZM2G063756)*,* known to encode enzymes which catalyze three successive reactions in the BX biosynthetic pathway [40] (Additional file 3 and Additional file 5). 

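Of the 22 genes with monooxygenase activity, 12 had an adjusted p-value under 0.05 and 19 a Log2FC of at least 1. In 21 every sample of RIL387 lay above every sample of RIL165. The Log2FC ran from 0.67 to 4.74, with a median of 1.45, and the largest was that of Bx3. The median of the mean FPKM was 1.90 in RIL165 and 10.5 in RIL387.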

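The 3 genes lie within chromosome 4 from 2998633 to 3110973. Bx3 (chromosome 4 from 2998633 to 3001404) had 0.590 ± 0.742 FPKM (SD, n = 3) in RIL165 and 40.5 ± 15.0 FPKM (SD, n = 3) in RIL387 (Log2FC 4.74, standard error 0.39, adjusted p = 0.00102), and passed the threshold in all 6 fits that left out a sample. Bx4 had 16.3 ± 13.7 FPKM in RIL165 and 53.3 ± 13.2 FPKM in RIL387 (Log2FC 1.90, standard error 0.53, adjusted p = 0.0563). Its samples did not overlap between the lines, and with the replicate block, paired as in the labels, its adjusted p was 0.0446. Bx5 had 19.4, 6.58 and 4.44 FPKM in RIL165 replicates 1, 2 and 3 and 26.8, 14.5 and 33.0 FPKM in RIL387 (Log2FC 1.37, standard error 0.54, adjusted p = 0.131). The samples of the lines overlapped, and the adjusted p with the replicate block was 0.0901.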

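Of the 53 monooxygenase genes that Additional file 5 lists for RIL165, the expression of the first 43 was looked up. All had a negative Log2FC, 23 had an adjusted p-value under 0.05, and 36 had a Log2FC of at most -1. The median was -1.43 (range -4.88 to -0.45).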

On the other hand, agriGO annotated 127 different transcripts with increased expression in RIL165 with the “oxidation reduction” GO term. 

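The 4 cytochrome P450 genes had Log2FC from -2.56 to -1.35, and 3 had an adjusted p-value under 0.05. GRMZM2G140448 (chromosome 10 from 91679344 to 91681251) had 8.41 ± 0.427 FPKM (SD, n = 3) in RIL165 and 2.74 ± 0.861 FPKM (SD, n = 3) in RIL387 (Log2FC -1.36, standard error 0.20, adjusted p = 0.00811) and passed in all 6 fits that left out a sample. GRMZM2G122654 (chromosome 5 from 31947868 to 31949808) had 91.4 ± 52.6 FPKM in RIL165 and 13.3 ± 5.57 FPKM in RIL387 (Log2FC -2.56, standard error 0.53, adjusted p = 0.0233). GRMZM2G067591 (chromosome 5 from 32614926 to 32616907) had 74.6 ± 29.4 FPKM in RIL165 and 21.6 ± 8.10 FPKM in RIL387 (Log2FC -1.72, standard error 0.41, adjusted p = 0.0356). GRMZM2G122654 and GRMZM2G067591 each passed in 1 of the 6 fits. GRMZM2G161472, in the QTL9a interval, had 87.9 ± 40.2 FPKM in RIL165 and 33.7 ± 15.1 FPKM in RIL387 and did not pass (Log2FC -1.35, standard error 0.51, adjusted p = 0.121), but did with the replicate block (adjusted p = 0.00364), whose pairing is taken from the labels.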

Of these, four are predicted orthologues of the rice cytochrome p450 genes; *CYP701A8* (GRMZM2G161472), *CYP71Z6* (GRMZM2G067591 and GRMZM2G122654) and *CYP993A* (GRMZM2G140448) which have been shown to play a role in oryzalexin, phytocassane and momilactone production, respectively [15, 17, 41] (Additional file 3 and Additional file 5).

As an additional level of analysis, and to gain a clear understanding of the participation of metabolic pathways in defence responses to *C. zeina*, MapMan [42] was used to classify, or bin, all significant differentially expressed transcripts/enzymes with a Log_2_FC ≥ 1 or ≤ − 1 into metabolic pathways and processes (Fig. 4). An added advantage of MapMan ontology is that it is tailored specifically toward maize and Arabidopsis, whereas GO annotations are species-unspecific [43, 44]. Most differentially expressed genes were allocated into bins across primary and secondary metabolism, whereas only transcripts with higher expression in the resistant line, RIL387 (Log_2_FC ≥ 1) were placed in the bin “light reactions” corresponding to an enrichment of GO terms in the “photosynthesis” category (Fig. 3b; Fig. 4; Additional file 3). 

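The MapMan bins were read for the part of Additional file 3 on chromosomes 1 to 3, which places 8 genes in the light reactions bin. In the 6 samples 6 of them had a positive Log2FC, 4 with an adjusted p-value under 0.05. The other 2 had a negative Log2FC and also passed. The Log2FC of the 8 genes ran from -2.16 to 4.04, with a median of 1.10. Among the 16 genes under the GO term photosynthesis, all had a positive Log2FC.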

Other RIL387 transcripts were allocated to “wax” and “cell wall” bins, corresponding to an enrichment of GO terms in the “cellulose biosynthetic process” category (Fig. 3b; Fig. 4; Additional file 3). Transcripts allocated to the “cell wall” bin encode inter alia fasciclin-like arabinogalactan protein (GRMZM2G001514, GRMZM2G084812, GRMZM2G174799) and 1,3-β-D-glucan biosynthetic proteins (GRMZM2G465764, GRMZM2G471139, GRMZM2G084802) (Additional file 3).

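In each of these 6 genes every sample of RIL387 lay above every sample of RIL165, and all 6 had an adjusted p-value under 0.05. The fasciclin-like arabinogalactan gene GRMZM2G084812 (chromosome 6 from 124803944 to 124805261) had 3.76 ± 0.720 FPKM (SD, n = 3) in RIL165 and 36.3 ± 7.58 FPKM (SD, n = 3) in RIL387 (Log2FC 2.96, standard error 0.20, adjusted p = 0.000456). GRMZM2G001514 had 0.12 ± 0.0696 FPKM in RIL165 and 2.80 ± 1.28 FPKM in RIL387 (Log2FC 1.71, standard error 0.23, adjusted p = 0.00575) and GRMZM2G174799 0.679 ± 0.185 FPKM in RIL165 and 3.33 ± 1.63 FPKM in RIL387 (Log2FC 1.30, standard error 0.30, adjusted p = 0.0325). The 1,3-beta-D-glucan genes lie within chromosome 3 from 227949992 to 228669323 and were low in both lines. GRMZM2G465764 had 0.521 ± 0.144 FPKM in RIL165 and 1.45 ± 0.291 FPKM in RIL387, GRMZM2G471139 0.134 ± 0.0551 FPKM in RIL165 and 0.469 ± 0.123 FPKM in RIL387 and GRMZM2G084802 0.0717 ± 0.0628 FPKM in RIL165 and 0.404 ± 0.0410 FPKM in RIL387. Their Log2FC were 0.68, 0.37 and 0.39 (adjusted p = 0.0195, 0.0457 and 0.0233; for GRMZM2G471139 0.0607 with the replicate block, paired as in the labels), against log2 ratios of mean FPKM of 1.48, 1.80 and 2.49.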

**Fig. 4:**
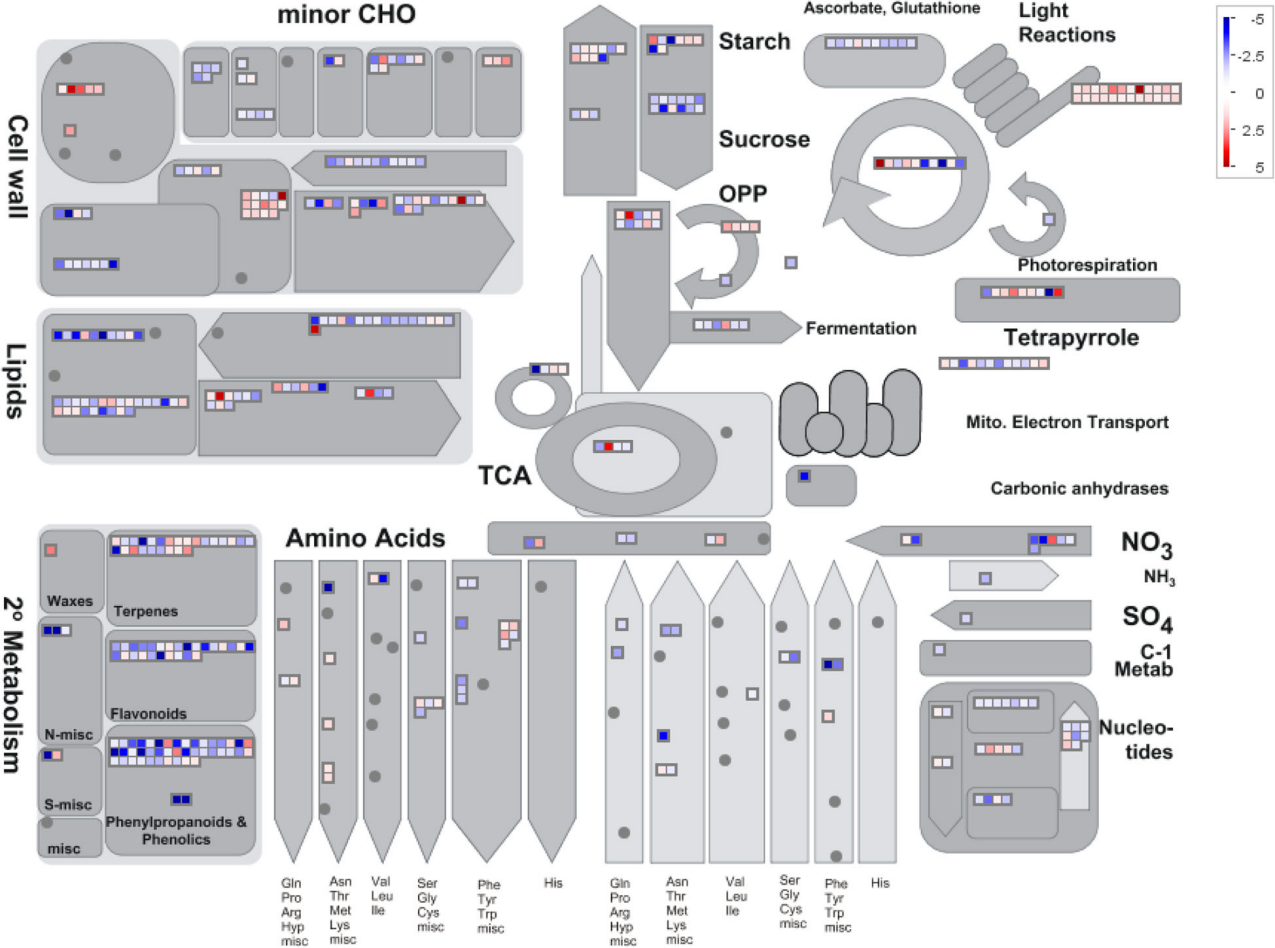
Overview of metabolic changes in RIL165 and RIL387, visualised by MapMan. Each entity within a pathway is depicted by a colour signal where red signifies genes with higher expression in RIL387 compared to RIL165 and blue signifies genes with higher expression in RIL165 compared to RIL387. The intensity of the colour indicates the level of expression [44]. Scale bar displays Log_2_fold changes. Genes binned to each pathway is available in Additional file 3

Highly expressed transcripts from both RIL165 and RIL387 were allocated into the MapMan “secondary metabolism” bin, which also emerged in a parallel KEGG pathway analysis using the MADIBA tool [45] (Additional file 3; Additional file 6). This bin included sub-categories such as flavonoids, phenylpropanoids and phenolics, and terpenes. Classification of genes up-regualted in RIL165 onto these defense-associated secondary metabolism pathways corresponded to the enriched “response to biotic stimulus” GO term identified for RIL167 (Fig. 3). The sub-category “terpene secondary metabolism” was of interest as it included genes up-regulated in both RIL387 and RIL165. Maize accumulates diterpenoid kauralexins and sesquiterpenoid zealexins in response to a variety of abiotic and biotic stressors and these compounds have been shown to have antimicriobial activity [7, 22, 24, 25]. Several transcripts allocated to the terpene secondary metabolism bin have been shown to catalyze reactions leading to zealexins and kauralexins. We thus opted to investigate the role of maize phytoalexins in the responses of two maize lines to *C. zeina*, and followed the global transcriptome analysis with targeted phytoalexin profiling and gene expression analysis of phytoalexin biosynthetic genes.

### Identity of phytoalexins in maize in response to *C. zeina*

RNA-Seq data revealed the differential expression of several genes encoding enzymes with predicted function in terpenoid biosynthesis. 

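Of 5 terpenoid genes that the paper discusses, Tps6, ZmAn2, ZmKSL2 and CYP71Z18 had higher expression in RIL165 and ZmCPS3 had higher expression in RIL387, and all 5 had an adjusted p-value under 0.05. In each of the 5 the samples of the lines did not overlap.

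**Figure D3:**
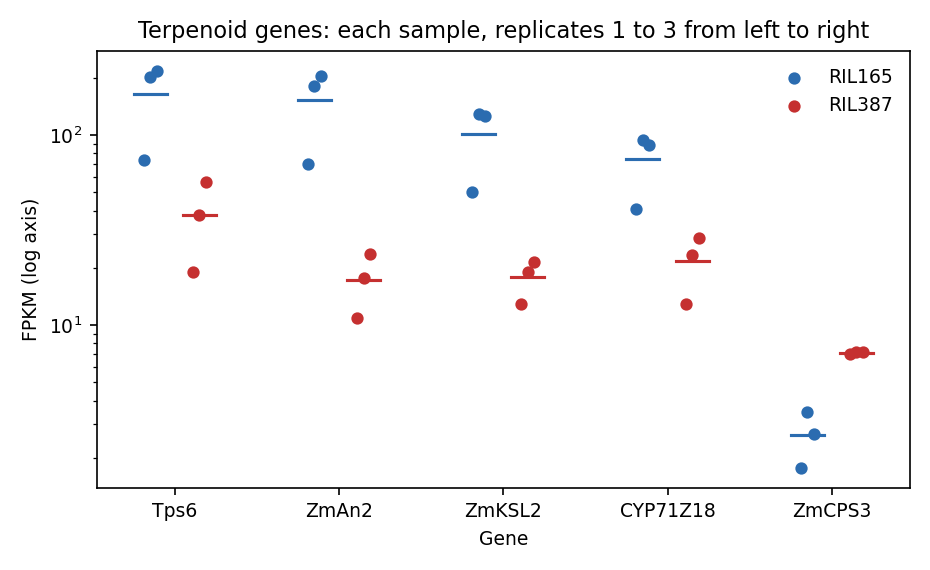
FPKM of 5 terpenoid genes on a log axis, with a point for each sample, replicates 1 to 3 from left to right, and a line at the mean of each line. RIL165 lies above RIL387 in Tps6, ZmAn2, ZmKSL2 and CYP71Z18, with replicate 1 lowest in both lines, and RIL387 lies above RIL165 in ZmCPS3.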

The sesquiterpenoid zealexin biosynthetic gene *Tps6* (GRMZM2G127087) and the diterpenoid kauralexin biosynthetic gene, *ZmAn2* (GRMZM2G044481) had higher expression in RIL165 compared to RIL387 (Log_2_FC = −2.2 and −3.1 respectively; Additional file 3). Furthermore, two additional differentially expressed genes were identified from the RNA-Seq data as “*diterpene phytoalexins precursor biosynthesis”* genes based on their GO annotation, putative function and relatedness to rice orthologues as determined by the Plant Metabolic Network (PMN, www.plantcyc.org) [20]. 

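Tps6 (chromosome 10 from 55603291 to 55756434) had 74.1, 202 and 218 FPKM in RIL165 replicates 1, 2 and 3 and 19.0, 37.8 and 56.3 FPKM in RIL387, or 165 ± 78.8 FPKM (SD, n = 3) in RIL165 and 37.7 ± 18.6 FPKM (SD, n = 3) in RIL387 (Log2FC -2.08, standard error 0.54, adjusted p = 0.0445). This call was kept in 1 of the 6 fits that left out a sample, with Log2FC from -2.57 to -1.66. With the replicate block, paired as in the labels, the adjusted p was 0.00334. ZmAn2 (chromosome 1 from 79703252 to 79707015) had 69.9, 181 and 205 FPKM in RIL165 and 10.9, 17.6 and 23.5 FPKM in RIL387, with means of 152 ± 72.2 FPKM in RIL165 and 17.3 ± 6.31 FPKM in RIL387 (Log2FC -2.98, standard error 0.46, adjusted p = 0.00920), and kept its call in all 6 fits. The log2 ratios of the mean FPKM were -2.13 for Tps6 and -3.13 for ZmAn2.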

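AC214360.3_FG001 (chromosome 3 from 110185329 to 110189107) had 50.1, 129 and 126 FPKM in RIL165 replicates 1, 2 and 3 and 12.9, 19.1 and 21.5 FPKM in RIL387, with means of 102 ± 44.7 FPKM (SD, n = 3) in RIL165 and 17.8 ± 4.45 FPKM (SD, n = 3) in RIL387 (Log2FC -2.36, standard error 0.40, adjusted p = 0.0120). It passed the threshold in all 6 fits that left out a sample, with Log2FC from -2.80 to -2.12. The log2 ratio of the mean FPKM was -2.51.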

The first “*diterpene phytoalexins precursor biosynthesis”* gene AC214360.3_FG001 (annotated as *ZmKSL2* [46]*;* Log_2_FC = −2.5) had a higher abundance of transcripts in RIL165 and possibly encodes a diterpene cyclase, *ent-pimara-8(14),15-diene synthase.* Based on phylogenetic analysis, this gene is predicted to be an orthologue of *OsKSL5* that encodes an enzyme which produces the metabolite *ent*-pimara-8(14),15-diene from *ent*-CDP (Fig. 1) [47, 48]. Thus AC214360.3_FG001 is a candidate kaurene synthase-like encoding gene. Interestingly, the second “*diterpene phytoalexins precursor biosynthetic*” gene, GRMZM2G068808 was significantly up-regulated in RIL387 (annotated as *ZmCPS3* by Schmelz and co-workers [44]*;* Log_2_FC = 1.5). 

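GRMZM2G068808 (chromosome 10 from 75809367 to 75814889) had 1.77, 3.47 and 2.66 FPKM in RIL165 replicates 1, 2 and 3 and 7.01, 7.21 and 7.20 FPKM in RIL387, with means of 2.63 ± 0.851 FPKM (SD, n = 3) in RIL165 and 7.14 ± 0.11 FPKM (SD, n = 3) in RIL387 (Log2FC 1.19, standard error 0.20, adjusted p = 0.0115). It passed the threshold in 5 of the 6 fits that left out a sample. The log2 ratio of the mean FPKM was 1.44. Its expression was lower than that of Tps6, ZmAn2 and ZmKSL2 in both lines.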

Once again, based on phylogenetic analysis, this gene is a predicted orthologue of *OsCyc1,* a gene isolated from rice that encodes a *syn*-copalyl diphosphate synthase (*syn*-CPS) that converts GGPP into *syn*-CDP (Fig. 1). OsCyc1 is known to be involved in rice phytoalexin biosynthesis [49]. Thus, GRMZM2G068808 is a putative *syn*-CPS encoding gene.

We next investigated the induction of phytoalexin biosynthetic gene expression and phytoalexin accumulation in both RILs using a glass house time course analysis of maize leaves inoculated with *C. zeina*. Leaf material was harvested at three time points based on development of GLS disease symptoms: immediately after inoculation (0dpi, control), development of chlorotic spots (14 dpi) and development of grey leaf spot lesions (24 dpi for RIL165 and 28 dpi for RIL387). Disease symptoms did not progress in RIL387 to the same extent as RIL165, with leaves displaying only a few slightly elongated chlorotic lesions at the site of fungal inoculation after 4 weeks (28dpi; Additional file 7).

Targeted terpenoid phytoalexin quantification was performed using gas chromatography/chemical ionization–mass spectrometry to determine if the differential expression of phytoalexin biosynthetic gene transcripts in the two lines could be correlated to phytoalexin accumulation. The analysis revealed that *C. zeina* inoculated leaves accumulated both families of phytoalexins (Fig. 5, Additional file 8); however, total zealexins were more abundant than total kauralexins in both genotypes. This is the second time that a predominance of zealexins have been reported in response to fungal infection [22]. No significant difference in total zealexin content was observed between the *C. zeina*-susceptible and *C. zeina* resistant RIL (Additional file 8). In contrast, there was a significant difference in the total kauralexins accumulating at 14dpi between RIL165 and RIL387 (*P* < 0.0001) (Fig. 5). Based on these observations, we were motivated to further investigate kauralexin accumulation.

**Fig. 5:**
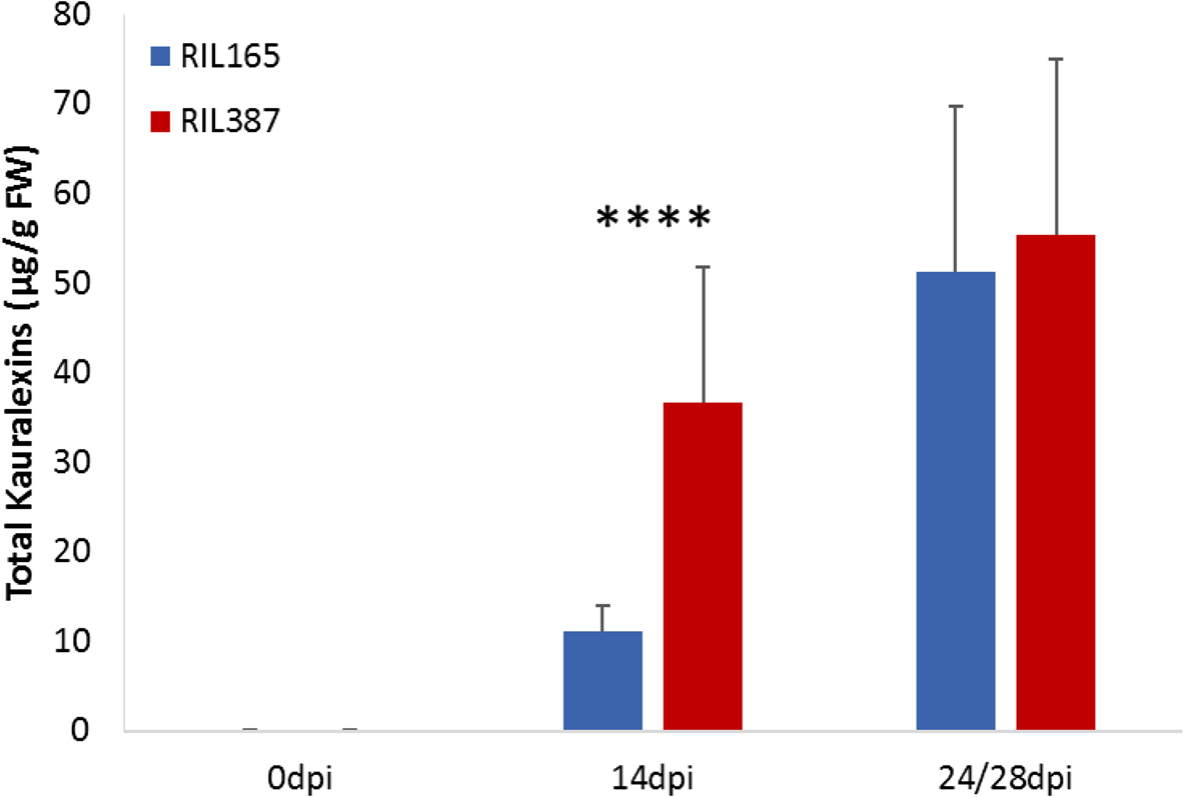
Total kauralexin accumulation in RIL165 and RIL387. Average levels (n = 3–5; ±SEM) of total kauralexin metabolites depicted on the primary y-axis in RIL165 and RIL387. Leaves were treated with a spore solution (3 × 10^5^ conidia/ml) and harvested at 0 days post inoculation (dpi), 14dpi and 24 or 28dpi (RIL165 and RIL387 respectively). Asterisks represent significant differences in expression levels between RIL165 and RIL387 (all ANOVAs, *P* < 0.0001; Tukey test corrections for multiple comparisons, *P* < 0.05)

### Differential accumulation of kauralexins in maize RILs with different levels of resistance to C. Zeina

All six kauralexins species were detected in both RIL165 and RIL387. Interestingly, *C. zeina*-susceptible RIL165 accumulated primarily an excess of kauralexin A diterpenoids after *C. zeina* inoculation (Fig. 6a) and kauralexin A3 comprised 92% and 85% of the total kauralexin diterpenoids at 14dpi and 24dpi respectively (Fig. 6b). In contrast, *C. zeina*-resistant RIL387 showed a substantial accumulation of kauralexin B compounds (Fig. 6a), and 70% consisted of kauralexin B3 at both 14dpi and 28dpi (Fig. 6b).

**Fig. 6:**
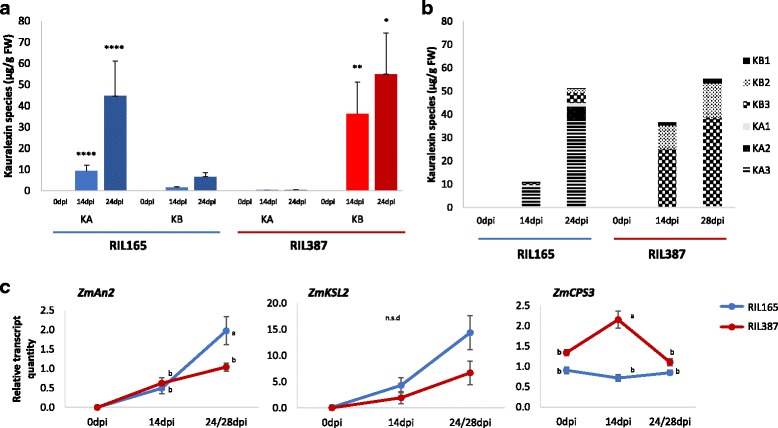
Kauralexin species accumulation in RIL165 and RIL387. **a** An abundance of kauralexin A compounds were measured in RIL165 leaf material as opposed to RIL387, where leaves contained majority kauralexin B compounds. Average levels (n = 3–5; ±SEM) of total kauralexin A and B metabolites in RIL165 and RIL387 depicted on the y-axis. Leaves were treated with a spore solution (3 × 10^5^ conidia/ml) and harvested at 0 days post inoculation (dpi), 14dpi and 24 or 28dpi (RIL165 and RIL387 respectively). **b** Distinct accumulation of kauralexin A3 and B3 compounds in RIL165 and RIL387, respectively. In RIL165, kauralexin A3 comprised 92% and 85% of the total kauralexin diterpenoids at 14dpi and 24dpi respectively, whereas in RIL387 70% of the total kauralexin diterpenoids consisted of kauralexin B3 at both 14dpi and 28dpi. **c** Average (n = 3–5; ±SEM) RT-qPCR relative transcript levels of genes encoding *ZmAn2, ZmKSL2* and *ZmCPS3*. Relative expression analysis was performed in qBase + v2.6 (BioGazelle, Zwijnaarde, Belgium), normalised against four reference genes. Lower case letter (**a**–**b**) and asterisks represent significant differences in expression levels between RIL165 and RIL387. All ANOVAs; **** P < 0.0001; ** *P* < 0.005; *P < 0.01. Tukey test corrections for multiple comparisons, P < 0.05

We examined the expression of *ZmAn2, ZmCPS3* and *ZmKSL2* in response to *C. zeina* inoculation by quantitative RT-PCR (RT-qPCR) in order to determine if gene expression corresponded to kauralexin accumulation. *ZmAn2* expression was not detected in either *C. zeina*-resistant RIL387 or *C. zeina*-susceptible RIL165 at 0dpi, but transcripts accumulated at 14dpi and significantly increased in RIL165 from 14 to 24dpi after *C. zeina* inoculation (*p* ≤ 0.001) (Fig. 6c). Similarly, *C. zeina*-resistant RIL387 showed a comparable accumulation of *ZmAn2* transcripts at 14dpi but only a negligible increase at 28dpi (Fig. 6c). *ZmAn2* expression was significantly different between the lines at 24/28dpi and therefore verifies the RNA-Seq data (Log_2_FC = −3.1). *ZmKSL2* expression patterns mirrored that of *ZmAn2*, showing increased expression over time in both lines, although there was no significant difference at any point between the lines (Fig. 6c). *ZmAn2* and *ZmKSL2* expression was correlated to kauralexin A-type accumulation in *C. zeina*-susceptible RIL165 at 0dpi, 14dpi and 24dpi (Pearson correlation coefficients for both = 0.99) (Fig. 6c). *ZmAn2* and *ZmKSL2* transcript accumulation was also correlated with kauralexin B-type production in *C. zeina*-resistant RIL387 (Pearson correlation coefficients 0.99 and 0.91 respectively). However, despite similar *ZmAn2* and *ZmKSL2* expression at 14dpi in RIL165 and RIL387, the type of kauralexin species accumulated between the RILs were strinkingly dissimilar.

Interestingly, RIL387 had considerably higher levels of *ZmCPS3* at 14dpi than RIL165 (Fig. 6c; Anova, p ≤ 0.001)*.* Thereafter, *ZmCPS3* transcript levels were decreased at 28dpi in RIL387, comparable to the basal expression observed at 0dpi. There was no direct correlation between *ZmCPS3* expression and kauralexin accumulation in RIL387 over time (Pearson correlation coefficient − 0.03). RIL165 *ZmCPS3* transcript levels remained unvaried throughout the time course experiment (Fig. 6c).

## Discussion

The main purpose of this study was to investigate the molecular basis of quantitative resistance to *C. zeina* in maize by transcriptome sequencing and targeted metabolic profiling of two maize RILs at different ends of the resistance spectrum. The two lines subjected to RNA-Seq were part of a larger RIL population used to conduct quantitative trait loci mapping for GLS disease severity [50]. RIL387 carries seven resistance alleles for the eight QTL previously identified (Additional file 1), whereas RIL165 has only five resistance alleles.

The main observations from the study were firstly that the *C. zeina*-susceptible RIL165 had higher expression of many defence-related genes than RIL387. It is possible that the amplitude, timing and speed of transcriptional activation was insufficient to mount a successful defence response. Secondly, terpene biosynthetic genes including putative phytoalexin biosynthetic genes were up-regulated in both lines. Expression of kauralexin biosynthetic genes corresponded to accumulation of kauralexins, a group of diterpenoid phytalexins. Furthermore, the resistant RIL387 accumulated the B-series of kauralexins and in contrast the susceptible RIL165 produced predominantly the A-series of kauralexins.

### Transcriptome responses in the susceptible RIL165 after *C. zeina* infection

RIL165 carries susceptibility alleles for QTL6, QTL9b and QTL10 (Additional file 1). DE genes that lie within the 2-LOD interval of these QTL and were expressed higher in the susceptible RIL165 did not necessarily reveal susceptibility mechanisms or genes (Additional file 3). Instead the response in RIL165 was characterized by defence-related genes, which may represent downstream responses in this germplasm that are triggered too late. 

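In the 2-LOD intervals of QTL6, QTL9b and QTL10, the genes shortlisted with higher expression in RIL165 numbered 13, 3 and 4, among 109, 36 and 112 tested genes. Those with higher expression in RIL387 numbered 5, 5 and 4. Of the genes that the paper's text names as higher in RIL165, the only one in these intervals was the allene oxide synthase GRMZM2G067225 in QTL9b, with 86.5 ± 44.9 FPKM (SD, n = 3) in RIL165 and 49.5 ± 11.3 FPKM (SD, n = 3) in RIL387, which did not pass the threshold (Log2FC -0.64, standard error 0.47, adjusted p = 0.390).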

While RIL165 and RIL387 share four resistance alleles for QTL3a, QTL3b, QTL4 and QTL5, and RIL165 contains a further resistance allele for QTL9a, these appear to be insufficient to prevent disease development in RIL165. RIL165 may be defective in surveillance and pathogen detection mechanisms, which in the resistant RIL387 are conferred by the QTL alleles.

RNA-Seq expression data revealed that genes encoding chitinases, pathogenesis- related (PR) enzymes which digest the fungal cell wall, were strongly represented in *C. zeina* infected RIL165, contributing to the enriched GO term “chitin catabolism” (GO:0006559), and exhibiting various levels of expression in response to *C. zeina* (Additional file 3 and Additional file 5). As components of fungal cell walls, chitin oligosaccharides act as microbe- or pathogen- associated molecular patterns (MAMPs/PAMPs). Plants have developed extensive mechanisms to perceive chitin elicitors and respond by triggering innate defence responses [51]. For instance, studies have shown that chitin fragments induce up-regulation of enzymes participating in biosynthesis of terpenoid phytoalexins in rice [52–54] although chitosan did not induce phytoalexin accumulation in maize [55]. Genes representing other classes of pathogenesis-related (*PR*) genes were likewise induced upon infection with *C. zeina* in RIL165. These include genes encoding five Bowman–Birk serine proteinase inhibitors, four thaumatin-like proteins and four PR proteins (Additional file 3 and Additional file 5).

Jasmonate (JA), ethylene (Et) and salicylic acid (SA) signalling precedes the induction of genes encoding PR proteins such as chitinases [23, 56]. This led us to further interrogate the list of highly expressed genes in RIL165 for genes possibly involved in JA and SA biosynthesis and signalling. Genes encoding a putative lipoxygenase, allene oxide synthase, allene-oxide cyclase were identified (Additional file 3 and Additional file 5). These enzymes are predicted to participate in the conversion of linolenic acid to methyl-JA [57]. Besides JA, an Et biosynthetic gene, 1-aminocyclopropane-1-carboxylate oxidase (ACO), as well as several Et-responsive transcription factors were highly expressed in RIL165, suggesting that both JA and Et signalling takes place in a *C. zeina*-maize pathosystem, specifically in a susceptible genotype. No genes associated with salicylic acid (SA) biosynthesis or signalling were identified. This is in keeping with observations that defence responses to necrotrophic organisms are SA-independent and supports the hemibiotrophic character of *C. zeina* [58].

Several highly-expressed transcripts in RIL165 were categorised in the MapMan Flavonoid and MapMan phenylpropanoid and phenolics secondary metabolism bin (Fig. 4). Of these, six putative phenylalanine ammonia lyase (PAL) transcripts also contributed to the enriched GO term, “L-phenylalanine metabolism” (GO:0006032) in RIL165. The PAL enzyme is central to the phenylpropanoid pathway and converts L-phenylalanine into building blocks for phenolic metabolites such as lignans and flavonoids [59, 60], a class of phytoalexins in rice and oats [61–63]. Flavonoids such as 3-deoxyanthocyanidins have been shown to accumulate in a *Fusarium*-maize interaction [64]. A similar up-regulation of L-phenylalanine biosynthetic genes has been shown in wheat and barley in response to *F. graminearum*, aphids and *Puccinia hordei,* respectively [65–67]. In maize, infection by the biotroph *U. maydis* alters the expression of genes both upstream and downstream of L-phenylalanine, leading to an attenuated defence response [24]. Six genes encoding putative enzymes that catalyze reactions in the shikimate pathway were more abundant in RIL165, particularly the genes encoding predicted 3-dehydroquinate dehydratases, shikimate kinase, prephenate dehydratase, and aspartate aminotransferase. In plants, the shikimate pathway yields the building blocks, tyrosine and L-phenylalanine, for the biosynthesis of flavonoid compounds [60]. In addition, eight genes encoding enzymes that are predicted to partake in the flavonoid pathway - 4-coumarate coenzyme-A ligase, chalcone synthase, chalcone-flavonone isomerase, flavanone 3-hydroxylase, dihydroflavonol-4-reductase, and leucoanthocyanidin dioxygenase - were correspondingly increased in RIL165 compared to RIL387 (Additional file 3 and Additional file 5). Our results are similar to a previous study where extensive induction of flavonoid biosynthesis took place in maize kernels in response to *F. verticillioides* [35]*.* Maize flavonoids such as naringenin chalcone, apigenin and genkwanin have been shown to exhibit dose-dependent reduction of *C. graminicola* growth in vitro [68]*.*

Terpenoid phytoalexins are another family of critical antimicrobial compounds which accumulate in rice and maize in response to both biotic and abiotic stressors [7, 22, 25] and act to inhibit fungal growth. Four terpenoid biosynthetic genes were found to be highly expressed in the *C. zeina*-susceptible RIL165; *ent*-*copalyl diphosphate synthase* (*ZmAn2*), *ent-pimara-8(14),15-diene synthase* (*ZmKSL2*), and *Tps6*, the gene encoding homologous (S)-β-macrocarpene synthase. It is known that several microsomal cytochrome p450 monooxygenases have functional roles in phytoalexin production in rice [41, 69, 70] as well as phytoanticipin production in the grasses [40]. AgriGO also annotated 53 transcripts with increased expression in RIL165 as having monooxygenase activity (Additional file 3 and and Additional file 5). Of these, four are orthologues of the rice cytochrome p450 genes; *CYP701A8, CYP71Z6,* and *CYP99A3* which have been shown to play a role in oryzalexin, phytocassane and momilactone production, respectively [15, 17, 41]. Furthermore, a fifth cytochrome p450 gene, *CYP71Z18* (GRMZM2G067591) has recently been implicated in the oxidisation of β-macrocarpene to form zealexin A1 [71] and was also highly expressed in RIL165 (Log_2_FC = −1.7; Additional file 3 and Additional file 5). 

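CYP71Z18 had 40.8, 94.3 and 88.7 FPKM in RIL165 replicates 1, 2 and 3 and 12.8, 23.2 and 28.8 FPKM in RIL387 (Log2FC -1.72, standard error 0.41, adjusted p = 0.0356). The same replicate was lowest in each line. With the replicate number as a block, which takes the pairing from the labels, the adjusted p was 0.00372, and with a sample left out the Log2FC ran from -2.10 to -1.40.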

In summary, *C. zeina*-susceptible RIL165 appears to be mounting a multi-layered defence response against *C. zeina* involving PR proteins, JA synthesis, flavonoids and terpenoid phytoalexins, presumably in a final attempt at controlling fungal growth.

### Transcriptome responses in the resistant maize RIL387

Contrary to RIL165, RIL387 carries resistance alleles for QTL6, QTL9b and QTL10 and a susceptibility allele for QTL9a (Additional file 1). Many differentially expressed genes (*n* = 151, Log_2_FC ≥ 1 or ≤ − 1) were identified in this dataset that lie within the 2-LOD interval of these QTL and therefore represent candidate genes for the QTL if a transcriptional basis for the QTL can be identified. However, the transcriptomic response in RIL387 was complex and revealed the involvement of several processes including the production of secondary metabolites (Figs 3 and 4).

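QTL9a spans the longest interval of the 4, and holds 609 of their 866 tested genes and 53 of their 87 shortlisted genes. At an adjusted p-value under 0.05 and any Log2FC, 151 genes of the 4 intervals passed, 17.4% of those tested. Over all chromosomes the percentage was 17.7%, and in the 4 intervals where both lines carry the resistance allele it was 13.5%.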

A reduction in photosynthetic potential from growth after biotic stress has been regarded as the underlying cost of launching an active defence response, as energy requirements are channelled from primary metabolism toward producing defence related molecules [72, 73]. Genes partaking in photosynthesis and chlorophyll biosynthesis are then usually globally down regulated [72, 73]. However, this was not what we observed in the resistant RIL387 transcriptome, which was enriched for GO terms such as “photosynthesis” (GO:0015979), and “pigment metabolic process” (GO:0042440). This may be the result of higher expression of photosynthesis genes in RIL387 or reduction in the amount of photosynthetically active tissue in RIL165 due to the extensive leaf blighting from *C.zeina* infection (Fig. 2).

Interestingly, GO terms such as “microtubule-based processes” (GO:0007018), “cellulose biosynthetic process” (GO:0030244) and “response to hormone stimulus” (GO:0009725) in RIL387 inoculated with *C. zeina* were overrepresented (Additional file 3 and Additional file 5). Plants use both structural and metabolic defence mechanisms to protect themselves against infection [74]. There is evidence that plant cells undergo large morphological alterations in reaction to pathogen attack in order to reinforce the cell wall, such as the response of Arabidopsis to *Verticillium dahliae* toxins [75]. Changes include cytoskeletal rearrangements facilitated by microtubule-based processes [76, 77] and it has been demonstrated that biosynthetic pathway genes of several compounds associated with cell-wall formation are up-regulated in response to corn borer feeding [78]. Furthermore, it has been hypothesised that quantitative disease resistance is conditioned by genes that regulate morphological changes [79]. Here we report that eight genes assigned the GO term “cellulose synthase” and therefore predicted to be involved in cell wall biosynthesis were highly expressed in RIL387 (Additional file 3 and Additional file 5). 

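GRMZM2G057590 (chromosome 9 from 145612813 to 145614378) was listed at 0 in every sample of RIL165 and had 0.327, 0.470 and 0.486 FPKM in RIL387 replicates 1, 2 and 3 (Log2FC 0.51, standard error 0.080, adjusted p = 0.00923). At this low expression the Log2FC is held down by the added 1. The call was kept in all 6 fits that left out a sample.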

Although not assigned a GO term, GRMZM2GO57590 is also a putative cellulose synthase and maps to QTL9b (Additional file 3). Although physical changes in the cell wall structure were not confirmed in this study, cellulose synthases were up-regualted in barley against *Fusarium* head blight and in sorghum in response to methyl-jasmonate [80, 81]. In rice, genes involved in cell wall synthesis and modification are regulated by auxin [82]. Auxins play an integral role in plant growth and development, including transcription, signal transduction, metabolism, and transport [82]. In our study, seven auxin response transcription factors (ARF; ARF1, 3, 4, 6, 7, 15 and 20) were highly expressed in RIL387 - contributing to the enriched GO term “response to hormone stimulus” (GO:0009725) - presumably regulating gene expression in response to auxin (Additional file 3 and Additional file 5). In addition, two putative auxin response proteins that have not been assigned an ARF GO term (GRMZM2G074427 and GRMZM2G441325) were identified that map to QTL6 (Additional file 3). 

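GRMZM2G074427 (chromosome 6 from 160166707 to 160170208) had 0.815 ± 0.573 FPKM (SD, n = 3) in RIL165 and 2.19 ± 0.666 FPKM (SD, n = 3) in RIL387 (Log2FC 0.85, standard error 0.28, adjusted p = 0.0874), and GRMZM2G441325 (chromosome 6 from 158647497 to 158653792) had 0.429 ± 0.193 FPKM in RIL165 and 1.42 ± 0.735 FPKM in RIL387 (Log2FC 0.73, standard error 0.23, adjusted p = 0.0765). Neither passed the threshold, although in both every sample of RIL387 lay above every sample of RIL165. In the fit with the replicate block, paired as in the labels, the adjusted p-values were 0.0723 and 0.0276.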

Auxins have also been implicated in the plant stress response but display complex behaviour in plant-pathogen interactions. For instance, some studies report that inhibition of auxin responses have led to disease resistance against bacteria, fungi and viruses [83, 84].

The RIL387 transcriptome did not show strong evidence for the role of the JA pathway in resistance to *C. zeina*. This is in contrast to our previous work on co-expression analysis of the RIL population, which showed expression of the orthologue of the JA receptor, COI-1, to be highly correlated with resistance [21]*.* In the current study, COI-1 (GRMZM2G151536) and a paralogue (GRMZM2G079112) were not differentially expressed between RIL387 and RIL165, indicating that their correlation with resistance in the larger RIL population may be due to QTL that are invariant between these two RILs.

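COI-1 (GRMZM2G151536, chromosome 8 from 96929712 to 96933246) had 43.4 ± 3.95 FPKM (SD, n = 3) in RIL165 and 44.0 ± 2.83 FPKM (SD, n = 3) in RIL387 (Log2FC 0.019, standard error 0.12, adjusted p = 0.934), and its paralogue GRMZM2G079112 (chromosome 1 from 38443626 to 38446781) had 14.8 ± 1.07 FPKM in RIL165 and 14.6 ± 1.04 FPKM in RIL387 (Log2FC -0.017, standard error 0.12, adjusted p = 0.941). Both differences were smaller than the SD of either line, and their signs changed when some samples were left out, and for the paralogue also with quantile normalization. The Log2FC ran from -0.050 to 0.078 for COI-1 and from -0.053 to 0.039 for the paralogue.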

Several secondary metabolite biosynthetic genes were differentially expressed between RIL165 and RIL387, and although these genes did not map to one of the *C. zeina* disease severity QTL with the resistance allele present in RIL367 only (QTL6, QTL9b and QTL10; Additional file 3), their differential expression indicated diversity between the two lines. Three terpenoid genes where expressed at a higher level in *C. zeina*-susceptible RIL165, and transcripts from a fourth gene, *ZmCPS3*, were more abundant in the *C. zeina*-resistant RIL387 than in RIL165 (Additional file 3). Many genes (*n* = 22), functionally annotated as having monooxygenase activity by agriGO, were highly expressed in RIL387 (Additional file 3 and Additional file 5), and therefore are potential phytoalexin or phytoanticipin biosynthetic genes. In the list of 22 highly expressed monooxygenases in RIL387, three benzoxazinoid (BX) biosynthetic genes, *Bx3, Bx4 and Bx5*, were identified. These genes encode enzymes which catalyze three successive reactions in the BX pathway and are clustered on chromosome 4 [40]. BXs are secondary metabolic compounds, with 2,4-dihydroxy-7-methoxy-1,4-benzoxazin-3-one (DIMBOA) being the major class in maize. Normally BXs are stockpiled and stored in the vacuole in an inactivate state [9, 85]. They are only activated and released when the plant is challenged by a pathogen, in order to combat the penetrating organism [9, 85]. A previous study has also reported de novo production of an anabolic product of DIMBOA-glc, 2-hydroxy-4,7-dimethoxy-1,4-benzoxazin-3-one-Glc (HDMBOA-Glc) [25].

DIMBOA is known to confer resistance to several maize pests including *Ostrinia nubilalis* and maize plant louse (*Rhophalosiphum maydis*) [86, 87]. DIMBOA-glc also co-accumulated with kauralexins in maize stems in response to herbivory [88] and DIMBOA-glc as well as the anabolite HDMBOA-glc increased in response to *Stagonospora nodorum* in combination with serotonin, a wheat phytoalexin [89]. There are also documented reports of DIMBOA-facilitated resistance to northern and southern corn leaf blight (fungal infections caused by *Helminthosporium turcicum* and *Bipolaris maydis* respectively) as well as *U. maydis* [28, 86, 90]. Ahmad et al. (2011) proposed that BXs (DIMBOA, DIMBOA-glc and HMDBOA-glc) have an additional role in penetration resistance, independent of tissue damage. During early infestation by *Setosphaeria turtica*, the authors observed a substantial impediment of *S. turtica* colonisation, coinciding with enhanced apoplastic BX deposition but prior to any host tissue damage [91].

To further investigate the participation of BXs in the response to *C. zeina*, we performed expression analysis of *Bx3, Bx4, Bx5* as well as two additional BX biosynthetic genes, *Bx1* and *Bx9,* and a gene excoding a β-glucosidase in RIL165 and RIL387 glass house material infected with *C. zeina* (Additional file 9). A clear pattern of up- or down-regulation was not observed across all genes, and although we did not test for benzoxizanoid accumulation, the role of DIMBOA-glu and HDMBOA-Glu in the resistance response to *C. zeina* remains inconclusive at this stage.

### Differential accumulation of zealexin and kauralexin compounds in RILs with contrasting phenotypes

Taken together, RNA-Seq data suggests that the susceptible RIL165 attempts to ward off *C. zeina* infection using an extensive arsenal of defence mechanisms. However, all efforts are ultimately overcome and the plant develops severe disease lesions. In comparison, the resistant RIL387 displays few immature lesions despite being exposed to the same degree of fungus, implying that RIL387 deployed an enhanced defensive barrier to *C. zeina,* be it structural or chemical. Allardyce et al. (2013) reported that secondary metabolite biosynthetic genes were up-regulated within 6 h after maize roots were inoculated with *P. cinnamomi*, but that expression subsequently decreased to basal levels after 24 h [23]. Similarly, other studies in maize stems have shown an initial sudden escalation in gene expression followed by a decline or plateau over time [7, 25]. Furthermore, it has been shown that induction of defence-related genes by *Colletotrichum graminicola* is organ specific and also occur later in leaves than in roots [92]. Therefore, it might be that RIL387 responds to *C. zeina* infection by expressing a different suite of genes compared to RIL165 that provide both a physical (through modification of the cell walls) and a chemical barrier.

We noted that both RIL387 and RIL165 had differential expression of terpenoid biosynthetic genes that provide the building blocks for phytoalexin production. Phytoalexins have been proposed to provide resistance to *C. zeina* infection [93], and therefore we investigated the induction of phytoalexin biosynthetic gene expression and phytoalexin accumulation in both genotypes using a glass house time course analysis of maize leaves inoculated with *C. zeina*. Both families of maize phytoalexins accumulated in response to *C. zeina*, albeit, zealexins were more abundantly elicited than kauralexins in both genotypes. This observation is in contrast to earlier reports where kauralexins are generally elicited to higher levels than zealexins [22, 94]. Furthermore, the abundance of zealexins in response to *C. zeina* infection is curious considering that a similar hemibiotrophic specialized maize pathogen, *C. graminicola,* was a poor elicitor of zealexin production in maize stems [25].

*C. zeina*-susceptible RIL165 accumulated significantly higher levels of the kauralexin A series diterpenoids than the levels observed for RIL387 (Fig. 5a; ANOVA *p* ≤ 0.05). However, development of C. zeina symptoms in RIL165 continued despite the accumulation of kauralexin A metabolites. In contrast, *C. zeina*-resistant RIL387 elicited substantially higher levels of kauralexin B series compounds than the levels observed in RIL165 (Fig. 5a; ANOVA p ≤ 0.05), and symptoms in RIL387 were limited to small chlorotic lesions, even after 46dpi (Additional file 7). Kauralexin A3 and B3 have previously been shown to be the most abundant kauralexins produced in response to insect and fungal attack [7] and displayed different levels of potency against different pathogens. For example, application of low doses of metabolite, such as 10 μg/mL kauralexin A3 did not reduce *Rhizopus microsporus* growth whereas the same dose of kauralexin B3 diminished *R. microsporus* growth by 30% [7]. On the other hand, both kauralexin A3 and B3 could delay the disease progression of the maize specialist, *C. graminicola* by 50–60% at 10 μg/mL [7] and kauralexin B3 was also able to reduce *F. verticillioides* growth by 30% [95]. Accordingly, kauralexin B3 appears to have direct anti-fungal activity at low doses, suggesting that kauralexin B3 might be an active component of *C. zeina* growth inhibition in RIL387.

Several studies have shown induction of *ZmAn2* expression in response to *F. graminearum* and *O. nubilalis*, followed by a significant accumulation of several kauralexin compounds [7, 25, 88]. However, in this context, *ZmAn2* expression does not explain the divergent accumulation of kauralexin A and B in RIL165 and RIL387 respectively (Fig. 5a). Furthermore, despite similar *ZmAn2* expression at 14dpi in RIL165 and RIL387, kauralexin accumulation was almost four-fold higher in RIL387 than RIL165 (Fig. 5), the majority of which consisted of kauralexin B metabolites (Fig. 5b). It has been proposed that the kauralexin A and B series are generated through the action of two distinct kaurene synthases [19].

To explain the differential accumulation of A and B series of kauralexin compounds, we investigated the putative diterpenoid biosynthetic gene that was highly expressed in the RNA-Seq dataset; *ent-pimara-8(14),15-diene synthase* (*ZmKSL2*; AC214360.3_FG001). *ZmKSL2* expression emulated the expression pattern observed for *ZmAn2* and was similar between the two lines, albeit lower in RIL387 (Fig. 5b). We have previously noted that *ZmAn2* and *ZmKSL2* are co-expressed and are correlated to lesion development in 100 RILs inoculated with *C. zeina* [21]. In rice, *OsKSL5* produces *ent*-pimara-8(14),15-diene from *ent*-CDP, a secondary metabolite that has not yet been implicated as a phytoalexin. We speculate that though ZmKSL2 has been predicted to act in the “*diterpene phytoalexins precursor biosynthetic*” pathway (Plant Metabolic Network (PMN, www.plantcyc.org) to yield *ent*-pimara-8(14),15-diene, it is possible that ZmKSL2 is acting downstream of *ent*-CPS in the kauralexin biosynthetic pathway. However, functional analysis is required to substantiate the role of *ZmKSL2*.

Interestingly, four highly expressed genes in the RIL387 transcriptome data encode enzymes that function in the cytosolic mevalonate (MVA) pathway pathway that yield the terpenoid building block, farnesyl diphosphate (FPP). These were *3-hydroxy-3-methylglutaryl-synthase, 3-hydroxy-3-methylglutaryl-coenzyme A reductase* (two paralogues) and *mevalonate diphosphate decarboxylase* (Additional file 3; GRMZM2G393337; GRMZM2G058095, GRMZM2G087207, and GRMZM2G070351). 

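Every sample of RIL387 lay above every sample of RIL165 in each of the 4 genes. GRMZM2G070351 (chromosome 5 from 213634476 to 213638808) had 0.690 ± 0.246 FPKM (SD, n = 3) in RIL165 and 3.61 ± 0.483 FPKM (SD, n = 3) in RIL387 (Log2FC 1.45, standard error 0.16, adjusted p = 0.00285), and GRMZM2G087207 had 0.314 ± 0.0823 FPKM in RIL165 and 1.58 ± 0.387 FPKM in RIL387 (Log2FC 0.96, standard error 0.14, adjusted p = 0.00685). Both passed the threshold in all 6 fits that left out a sample. GRMZM2G058095 had 3.29 ± 0.870 FPKM in RIL165 and 6.95 ± 2.32 FPKM in RIL387 (adjusted p = 0.0645) and GRMZM2G393337 1.64 ± 0.761 FPKM in RIL165 and 3.30 ± 0.794 FPKM in RIL387 (adjusted p = 0.0937), and these did not pass. Of these 2, the first did with the replicate block, paired as in the labels (0.0175) and the second did not (0.0998).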

Terpenoid building blocks - geranyl diphosphate (GPP), FPP and geranylgeranyl diphosphate (GGPP) - are derived from either the methylerythritol phosphate (MEP) or the MVA pathway [96]. Production of diterpenoids via GGPP in rice are expected to arise in plastids through the MEP pathway, whereas sesquiterpene production via FPP generally occur in the cytoplasm via the MVA pathway [96, 97]. Terpenoid biosynthesis is catalyzed by terpene synthases (TPS), a diverse class of enzymes that convert GPP, FPP and GGPP to an assortment of monoterpenoid, sesquiterpenoid, and diterpenoid skeletons respectively [98].

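Of the 7 genes, 6 were tested, and all 6 had a negative Log2FC, with 2 past the threshold. GRMZM2G102550 (chromosome 7 from 160531536 to 160533586) had 18.1 ± 10.2 FPKM (SD, n = 3) in RIL165 and 0.325 ± 0.249 FPKM (SD, n = 3) in RIL387 (Log2FC -3.68, standard error 0.48, adjusted p = 0.00493). GRMZM2G147721, GRMZM2G163809 and GRMZM2G098569 had Log2FC of -0.92, -1.13 and -1.10 (adjusted p = 0.135, 0.310 and 0.0715). Of these, GRMZM2G098569 passed with the replicate block, paired as in the labels (0.0221). GRMZM2G163809 was the most variable, with 322, 113 and 72.5 FPKM in RIL165 replicates 1, 2 and 3 and 113, 27.7 and 77.2 FPKM in RIL387. GRMZM5G830250, in the QTL9a interval, had 0.651 ± 0.458 FPKM in RIL165 and 0.0754 ± 0.0379 FPKM in RIL387 and did not reach the expression needed for the test.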

Contrary to RIL387, RIL165 transcriptome data showed an excess of specific transcripts that yield enzymes of both the MVA and the MEP pathway (Additional file 3; GRMZM2G102550, GRMZM5G830250, GRMZM2G058404, GRMZM2G147721, GRMZM2G493395, GRMZM2G163809, GRMZM2G098569). Specifically, a major regulatory enzyme, 1-deoxy-D-xylulose 5-phosphate synthase (first enzyme in the MEP pathway, GRMZM2G058404) and geranyl-geranyl diphosphate synthase (GRMZM2G493395), the ultimate enzyme that produces GGPP (Additional file 3) were identified. 

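The 1-deoxy-D-xylulose 5-phosphate synthase gene GRMZM2G058404 (chromosome 8 from 6358797 to 6360117) had 5.91 ± 2.52 FPKM (SD, n = 3) in RIL165 and 1.19 ± 0.927 FPKM (SD, n = 3) in RIL387 (Log2FC -1.66, standard error 0.40, adjusted p = 0.0359), and every sample of RIL165 lay above every sample of RIL387. Geranyl-geranyl diphosphate synthase GRMZM2G493395 (chromosome 7 from 14077851 to 14081075) had 78.9 ± 38.9 FPKM in RIL165 and 28.0 ± 10.9 FPKM in RIL387 and did not pass (Log2FC -1.39, standard error 0.50, adjusted p = 0.109). With the replicate block its adjusted p was 0.00732, under the pairing taken from the labels.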

Lanubile et al., (2014) previously reported enhanced constitutive expression of primarily MEP pathway genes in a *F. verticillioides -*resistant maize line as well as enhanced induction after infection [35]. Although up-regulation of MVA pathway intermediates may link to accumulation of zealexins in both lines, there is no clear link between MEP pathway intermediates and kauralexin accumulation in our data. Regulation of the MVA and MEP pathway in plants is complex, and it has been shown in *Arabidopsis* that individual pathway transcripts accumulate differentially depending on different organs or developmental stages [97].

Notably, RIL387 had considerably higher levels of *ZmCPS3* (GRMZM2G068808) at 14dpi than RIL165. In rice, GGPP is converted to two stereochemically differentiated isomers, *ent*- and *syn*-CDP through cyclization catalyzed by two separate copalyl diphosphate synthases (CPS), *ent*-CPS and *syn*-CPS [10]. *ZmCPS3* is an ortholog of *OsCPS4*, encoding *syn*-CPS in rice. Rice kaurene synthase-like enzymes then produce phytocassanes A-E and oryzalexins A-F from *ent*-CDP but momilactones A and B, and oryzalexin S from *syn*-CDP [8, 13, 14]. Currently, kauralexins A and B are known to be derived through the action of *ent*-CPS only and *syn*-CPS derived phytoalexins have not yet been described in maize. It is unclear whether the observed intensification in expression of *ZmCPS3* in the resistant line leads to the production of novel phytoalexins, sufficiently potent to inhibit the progression of *C. zeina* infection, and highlights the need for a global metabolite screening.

## Conclusions

We investigated the defence response of a *C. zeina*-susceptible and a *C. zeina* resistant maize inbred line through transcriptome sequencing. These lines harbor different alleles at four GLS disease severity QTLs [21, 50]. We found that the *C. zeina*-susceptible RIL165 accumulates transcripts encoding proteins partaking in both primary and secondary metabolism as the plant defended itself against the fungal infection. Notably, changes in flavonoid and terpenoid biosynthetic genes, plant hormone signalling genes and genes encoding PR proteins were observed. The *C. zeina*-resistant RIL387 responded by accruing transcripts involved in cell wall modification, including auxin signalling genes. We confirm the accumulation of zealexins and kauralexins in both the resistant and susceptible maize line in response to *C. zeina*. In conjunction, *ZmAn2* as well as *ZmCPS3* was shown to be induced by *C. zeina* and differentially expressed between RIL165 and RIL387. Diversity in kauralexin accrual is described in this study. The kauralexin A and B series of compounds were substantially more abundant in the susceptible and resistant line respectively. A recent report showed that the B series of kauralexins are induced by drought and salt stress [22], while both kauralexins A and B accumulate equally after fungal elicitation [7], advocating for specific and discriminate roles for phytoalexins in response to different stressors. We propose that future endeavours should include global metabolite screening compelled by the discovery that *ZmCPS3* is induced by *C. zeina* in the resistant line and could produce novel terpenoid phytoalexins.

## Methods

### Plant material and RNA isolation

Two subtropical white dent inbred lines CML444 and SC Malawi were previously crossed to yield a recombinant inbred line population (RIL, F7:S6) [50, 99]. A field trial of this population under high GLS disease pressure was previously conducted at Baynesfield Estate, an experimental site in Kwazulu-Natal Province, South Africa in 2008/2009 [50]. Leaf material for RNA-Seq were collected from three biological replicates each of two lines at VT/R1 stage of development. These two lines were on opposite sides of the disease severity spectrum; a *C. zeina*-susceptible line (RIL165; disease severity score 7.5) and a *C. zeina*-resistant line (RIL387; disease severity score 1.5). The amount of *C. zeina* DNA in an aliquot of the same leaf samples used for RNA-Seq was quantified using qPCR as previously described [31].

*C. zeina*-susceptible RIL165 and *C. zeina*-resistant RIL387 seeds were planted in a greenhouse in 30 cm wide pots filled with a sand/coir mix. The temperature in the greenhouse was maintained at an average of 21 +/− 5 °C. The day length was 16 h. A HOBO® data logger was used to measure temperature and humidity in greenhouse. The pots were positioned on a turning table and coupled to a drip irrigation system which allowed plants to receive a total of 1000 ml water during two 5 min sessions. Eleven days after planting the following fertilizers were applied to the 5000-l tank: 3.2 kg OMNICAL™ calcium nitrate; 500 ml K-Max liquid potassium fertilizer and 5 kg HYDROGRO water soluble hydroponic fertilizer mix. At 36 days after planting (dap), misters were switched on 4 times a day for an hour to maintain a 100% humidified environment.

Once the plants reached V8-V10 stage (approximately 57 dap), each fully emerged leaf was marked with permanent black marker pen to designate an area approximately 10cm^2^ in the middle of the leaf blade. *C. zeina* culture CMW 25463 [31] was sporulated whilst grown on V8 medium and incubated in the dark. A hockey stick spreader was used to dislodge the conidia in a solution of 0.01% Tween 20. The spore solution (3 × 10^5^ conidia/ml) was painted onto both surfaces of all leaves with a small paint brush. The humidity was increased to 60% to maintain an optimal growth environment for *C. zeina*. Leaf pieces were sampled at three time points corresponding to three different disease stages for both RIL165 and RIL387 for DNA, RNA and metabolite extraction. These were: immediately after inoculation (0 dpi), at appearance of *chlorotic spots* (14 dpi) and finally once lesions were *fully developed* (24 dpi for RIL165) and *starting to elongate* (28 dpi for RIL387).

Total RNA from three biological replicates were extracted using QIAzol (Qiagen, Hilden, Germany) according to the manufacturer’s instructions, followed by RNase-free DNase (Qiagen, Hilden, Germany) treatment. Thereafter the samples were purified using the RNeasy Mini Kit (Qiagen, Hilden, Germany) as per the manufacturer’s instructions.

### RNA-Seq and data analysis

RNA library construction and sequencing were performed at Beijing Genomics Institute (Shenzhen, China) in accordance with manufacturer’s instructions. Maize leaf mRNA from the field trial was used to prepare 50 bp short-insert libraries using the TruSeq RNA Sample Prep Kit and sequencing was performed on a HiSeq™ 2000 system (Illumina Inc., San Diego, USA). Raw data was analyzed using a local instance of Galaxy, a web-based tool kit for bioinformatics analysis (http://galaxyproject.org/). Additional file 2 details the analysis pipeline which was used. Firstly, read quality was evaluated by the fastQC application v0.11.2. Illumina 1.5 encoded quality scores (Q) were converted to Sanger scale (phred) using FASTQ Groomer Galaxy v1.0.4 [100]. Thereafter, sequence reads for each biological replicate were mapped to v2 of the B73 reference genome (5b.60 annotation; sequence obtained from Phytozome v9.1) [101], using TopHat v2.0.9 (http://ccb.jhu.edu/software/tophat/index.shtml) [102], by implementing Bowtie2 v1.0.0 [103]. Intron length was specified as between 5 to 60,000 bp, mean inner distance between mate pairs defined as 100 bp and up to two mismatches allowed per 25 bp kmer. TopHat was instructed to apply a coverage search as a source of evidence for intron/exon boundaries. All other parameters were used with default values. Cufflinks v2.0.2 (http://cole-trapnell-lab.github.io/cufflinks/) [33] was used to calculate transcript abundance which is reported as fragments per kilobase pair of exon model per million fragments mapped (FPKM). The B73 reference v2 5b.60 filtered gene set (www.phytozome.org/maize) was supplied as a reference annotation and provided to enable the implementation of bias detection and correction. To improve calculation of differential expression for less abundant genes and transcripts, quartile normalization was applied. Default settings were maintained for all other parameters. Six assemblies consisting of three resistant and three susceptible biological replicate samples were generated by Cufflinks and merged with the reference annotation into a single .gtf file using Cuffmerge [33]. Differential expression analysis was conducted on the merged file using Cuffdiff [33, 34] with a False Discovery Rate (FDR) threshold set to 0.05. The subsequent list of differentially expressed (DE) genes was further filtered to reflect genes with a log_2_fold change (Log_2_FC) ≥1 or ≤ − 1 for downstream analysis.

### Data deposition

Transcriptome sequence data generated in this study was deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) collection, accession number GSE99005.

### Gene ontology enrichment and pathway analysis

DE genes were annotated using Blast2GO [104] and gene ontology enrichment analysis was carried out using agriGO v1.2 (http://bioinfo.cau.edu.cn/agriGO) [36]. Singular enrichment analysis (SEA) was performed using a hypergeometric test, Hochberg FDR adjustment method parameters, a significance level of 0.05, and a minimum number of five mapped entries using the complete set of gene ontology terms. MapMan [42, 44] and MADIBA (MicroArray Data Interface for Biological Annotation) [45] were utilised for biochemical pathway analysis.

### Quantitative real-time PCR (RT-qPCR)

A starting concentration of 500–2000 ng RNA was used to synthesize cDNA in duplicate using the High Capacity cDNA Synthesis Kit (Life Technologies) as per manufacturer’s protocol. Cycling was performed on the DNA Engine Tetrad 2 Peltier thermal cycler (Biorad, Hercules, California, United States) as per manufacturers protocol.

When not obtained from literature cited, primers targeting the GOI were designed using a combination of PerlPrimer v1.1.21 [105], Primer3Plus (http://www.bioinformatics.nl/cgi-bin/primer3plus/primer3plus.cgi/ [106] and Primer Express® v2.0 (Life Technologies, Carlsbad, California, United States). Standard, optimal RT-qPCR primer restrictions were adhered to for internal quality control. The primers spanned an intron/exon boundary and were specific to the 3’UTR where possible. Basic Local Alignment Search Tool (BLAST) compared the primer sequences against the maize genome (http://plants.ensembl.org/Tools/Blast?db=core) courtesy of Ensembl Plants (http://plants.ensembl.org/index.html) to assist in avoiding mis-priming to non-specific targets. Primer information is maintained in Additional file 10. Names of genes are abbreviated as per the Enzyme Commission Synonyms from Plant Metabolic Network (PMN) on www.plantcyc.org, July 2015.

Expression analysis was performed on the ABI 7900HT Fast Real Time PCR (Life Technologies, Carlsbad, California, United States) instrument using Power SYBR® Green PCR Master Mix (Life Technologies, Carlsbad, California, United States). Reactions contained 100 ng cDNA and 100–200 nM of primer.

Relative expression analysis was performed using qBase + v2.6 (BioGazelle, Zwijnaarde, Belgium) [107, 108]. Four efficiency corrected reference genes were used for target normalization as per the generalized qBase quantification model [107, 108]; viz. DNA directed RNA polymerase (GRMZM2G034326) [109], sr-like RNA binding protein gene (GRMZM2G127729), dag protein gene (GRMZM2G451729), and eukaryotic translation initiation factor 4e-2 gene (GRMZM2G445905).

One-way analysis of variance (ANOVA, with Tukey-Kramer post-test) followed by an unpaired t-test (with false discovery rate *p*-value adjustment) was performed in qBase + v2.6 (BioGazelle, Zwijnaarde, Belgium) [107, 108]. Data were log_10_ transformed prior to statistical analysis. Transcripts were considered differentially expressed if the adjusted p-value <0.05.

### Maize metabolite extraction and quantification

Leaf tissue (100–300 mg) from V8-V10 maize lines, RIL165 and RIL387 grown in a glass house and artificially inoculated with *C. zeina* was ground to a fine powder in liquid nitrogen and phytoalexins extracted according to a previously described protocol [7, 25]. The metabolite content of each sample was then analyzed using gas chromatography/chemical ionization – mass spectrometry using an established method [110, 111].

## Additional files

Additional file 1: Grey leaf spot (GLS) severity quantitative trait loci (QTLs) identified for the CML444 X SC Malawi maize recombinant inbred line population identified in the Baynesfield trial. List of disease severity QTL identified in RIL population [21, 50] and corresponding alleles in RIL165 and RIL387

Additional file 2: RNA-Seq data analysis pipeline. Read quality was evaluated by the fastQC application v0.11.2. Illumina 1.5 encoded quality scores (Q) were converted to Sanger scale (phred) using FASTQ Groomer Galaxy v1.0.4. Thereafter, sequence reads were mapped to v2 of the B73 reference genome (5b.60 annotation; sequence obtained from Phytozome v9.1), using TopHat v2.0.9 (http://ccb.jhu.edu/software/tophat/index.shtml/), by implementing Bowtie2 v1.0.0. Cufflinks v2.0.2 (http://cole-trapnell-lab.github.io/cufflinks//) was used to calculate transcript abundance, reported as fragments per kilobase pair of exon model per million fragments mapped (FPKM). Transcript assemblies were merged with the reference annotation into a single .gtf file using Cuffmerge. Differential expression analysis was conducted on the merged file using Cuffdiff with a False Discovery Rate (FDR) threshold set to 0.05

Additional file 3: Expression levels, protein annotation and GO annotation of differentially expressed genes. 

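The 1998 genes read from this table lie on chromosomes 1 to 3. Its Log2FC was compared with the log2 ratio of the mean FPKM of the 6 samples, without an added constant, over the 1904 genes where that ratio is finite. The median difference in size was 0.054, and Pearson's r across genes, which are not independent replicates, was 0.998. The limma Log2FC given beside the claims is on log2(FPKM + 1) and is smaller in size for genes of low FPKM. Of the 1477 genes with a paper's Log2FC of at least 1 in size, 1326 had a log2 ratio of mean FPKM of at least 1 in size and 969 a limma Log2FC of at least 1 in size.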

Statistically significant differentially expressed genes between the two genotypes are reported. The Log_2_FC derived from the comparisons of the fragments per kilobase of transcript per million fragments mapped (FPKM) expression values of RIL165 vs RIL387 is depicted. For each gene, the putative annotation of the protein according to the RefSeq database (provided by the National Center for Biotechnology Information (NCBI), www.ncbi.nlm.nih.gov/refseq/), Uniprot (Universal Protein Resource; www.uniprot.org) and GenBank sequence database (provided by the NCBI, www.ncbi.nlm.nih.gov/genbank/) is described. Gene ontology terms mapped to each gene by AgriGo are included, in addition to the chromosomal positions of the genes in v2 of the B73 reference genome. Where the DE gene overlapped with the genomic position of a disease severity QTL [21, 50] this was indicated

Additional file 4: Comparison of RNA-Seq and RT-qPCR expression analyses of genes between RIL165 and RIL387. Expression profiles of **(a)** *ent-copalyl diphosphate synthase 2* (GRMZM2G044481), **(b)** *syn-copalyl diphosphate synthase* (GRMZM2G068808), **(c)** *Terpene synthase 6* (GRMZM2G127087_T03), **(d)** *β-glucosidase1* (GRMZM2G031660), **(e)** *Bx3* (GRMZM2G167549), **(f)** *Bx5* (GRMZM2G063756), **(g)** *Bx8* (GRMZM2G085054), and **(h)** *Bx9* (GRMZM2G161335) is depicted

Additional file 5: Significant enriched GO terms and associated genes responsive to C. zeina infection in a susceptible (RIL165) maize line. Gene ontology enrichment analysis was carried out using agriGO v1.2 of statistically significant differentially expressed genes with a Log_2_FC > 1 or <−1. Singular enrichment analysis (SEA) was performed using a hypergeometric test, Hochberg FDR adjustment method parameters, a significance level of 0.05, and a minimum number of five mapped entries using the complete set of gene ontology terms

Additional file 6: Overview of pathways where differentially expressed genes participate as reported by MADIBA. Up-regulated gene products were mapped onto metabolic pathways using the KEGG representation. The number of enzymes in each pathway is portrayed for both RIL165 and RIL387

Additional file 7: Photographs depicting GLS disease progression in RIL165 and RIL387 greenhouse material inoculated with C. zeina. Material was harvested at three time points based on development of GLS disease symptoms: immediately after inoculation (0dpi, control), development of chlorotic spots (14 dpi) and development of grey leaf spot lesions (24 dpi for RIL165 and 28 dpi for RIL387)

Additional file 8: Zealexin defences are induced in response to *C. zeina.* Leaves were treated with a spore solution (3 × 10^5^ conidia/ml) and harvested at 0 days post inoculation (dpi), 14dpi and 24 or 28dpi (RIL165 and RIL387 respectively). The metabolite content of each sample was analysed using gas chromatography/chemical ionization – mass spectrometry. Zealexins were quantified based on the internal standard ^13^C_18_-linolenic acid and presented in ng/μg FW. Average levels of total zealexin metabolites depicted for RIL165 and RIL387 (*n* = 3–5; ±SEM)

Additional file 9: Biosynthesis of benzoxazinoids in maize. The biosynthetic pathway of DIMBOA is depicted as per [112]. The expression profiles of DIMBOA biosynthetic genes in glass house leaf material is presented

Additional file 10: Primer sequences and descriptive information of genes studied

## Abbreviations

ABA: abscisic acid
ACT: *Actin*
BLAST: basic local alignment search tool
bp: base pair
BTUB: B-tubelin
BX: benzoxazinoids
CPS: copalyl diphosphate synthase
Ct: cycle threshold
DAG: dag protein gene
DAP: days after planting
DE: differentially expressed
DIMBOA: 2,4-dihydroxy-7-methoxy-1,4-benzoxazin-3-one
DNA: deoxyribonucleic acid
dNTP: deoxynucleotide triphosphates
dpi: days post inoculation
*ent*-CPS: *ent*-copalyl diphosphate synthase
Et: ethylene
ETIF: eukaryotic translation initiation factor 4e-2 gene
FDR: false discovery rate
FHB: Fusarium head blight
FPKM: fragments per kilobase of exon per million fragments mapped
FPP: farnesyl diphosphate
GGPP: geranylgeranyl diphosphate
GLS: grey leaf spot
GO: gene ontology
GOI: genes of interest
GPP: geranyl diphosphate
JA: jasmonic acid
Log_2_FC: Logarithm (base 2) fold change
LUG: *Leunig*
MADIBA: microarray data interface for biological annotation
MEP: methyl-D-erythritol 4-phosphate
MEV: mevalonate
ng: nanogram
nM: nano molar
PAL: l-phenylalanine ammonia lyase
PCR: polymerase chain reaction
pg: picogram
PR: pathogenesis related
qPCR: quantitative polymerase chain reaction
R genes: resistance genes
RIL: recombinant inbred line
RNA: ribonucleic acid
RNase: ribonuclease
RPOL: DNA directed RNA polymerase
RT-qPCR: real-time quantitative polymerase chain reaction
SA: salicylic acid
SEA: singular enrichment analysis
SRL: sr-like RNA binding protein gene
Tm: melting temperature
TPS: terpene synthase

# Supplementary material for: RNA-Seq analysis of resistant and susceptible sub-tropical maize lines reveals a role for kauralexins in resistance to grey leaf spot disease, caused by Cercospora zeina
**Source:** BMC Plant Biol. 2017 Nov 13;17:197. doi: 10.1186/s12870-017-1137-9
**Supplement:** Supplementary file 2 — RNA-Seq data analysis pipeline. Read quality was evaluated by the fastQC application v0.11.2. Illumina 1.5 encoded quality scores (Q) were converted to Sanger scale (phred) using FASTQ Groomer Galaxy v1.0.4. Thereafter, sequence reads were mapped to v2 of the B73 reference genome (5b.60 annotation; sequence obtained from Phytozome v9.1), using TopHat v2.0.9 (http://ccb.jhu.edu/software/tophat/index.shtml/), by implementing Bowtie2 v1.0.0. Cufflinks v2.0.2 (http://cole-trapnell-lab.github.io/cufflinks//) was used to calculate transcript abundance, reported as fragments per kilobase pair of exon model per million fragments mapped (FPKM). Transcript assemblies were merged with the reference annotation into a single .gtf file using Cuffmerge. Differential expression analysis was conducted on the merged file using Cuffdiff with a False Discovery Rate (FDR) threshold set to 0.05

## Slide 1
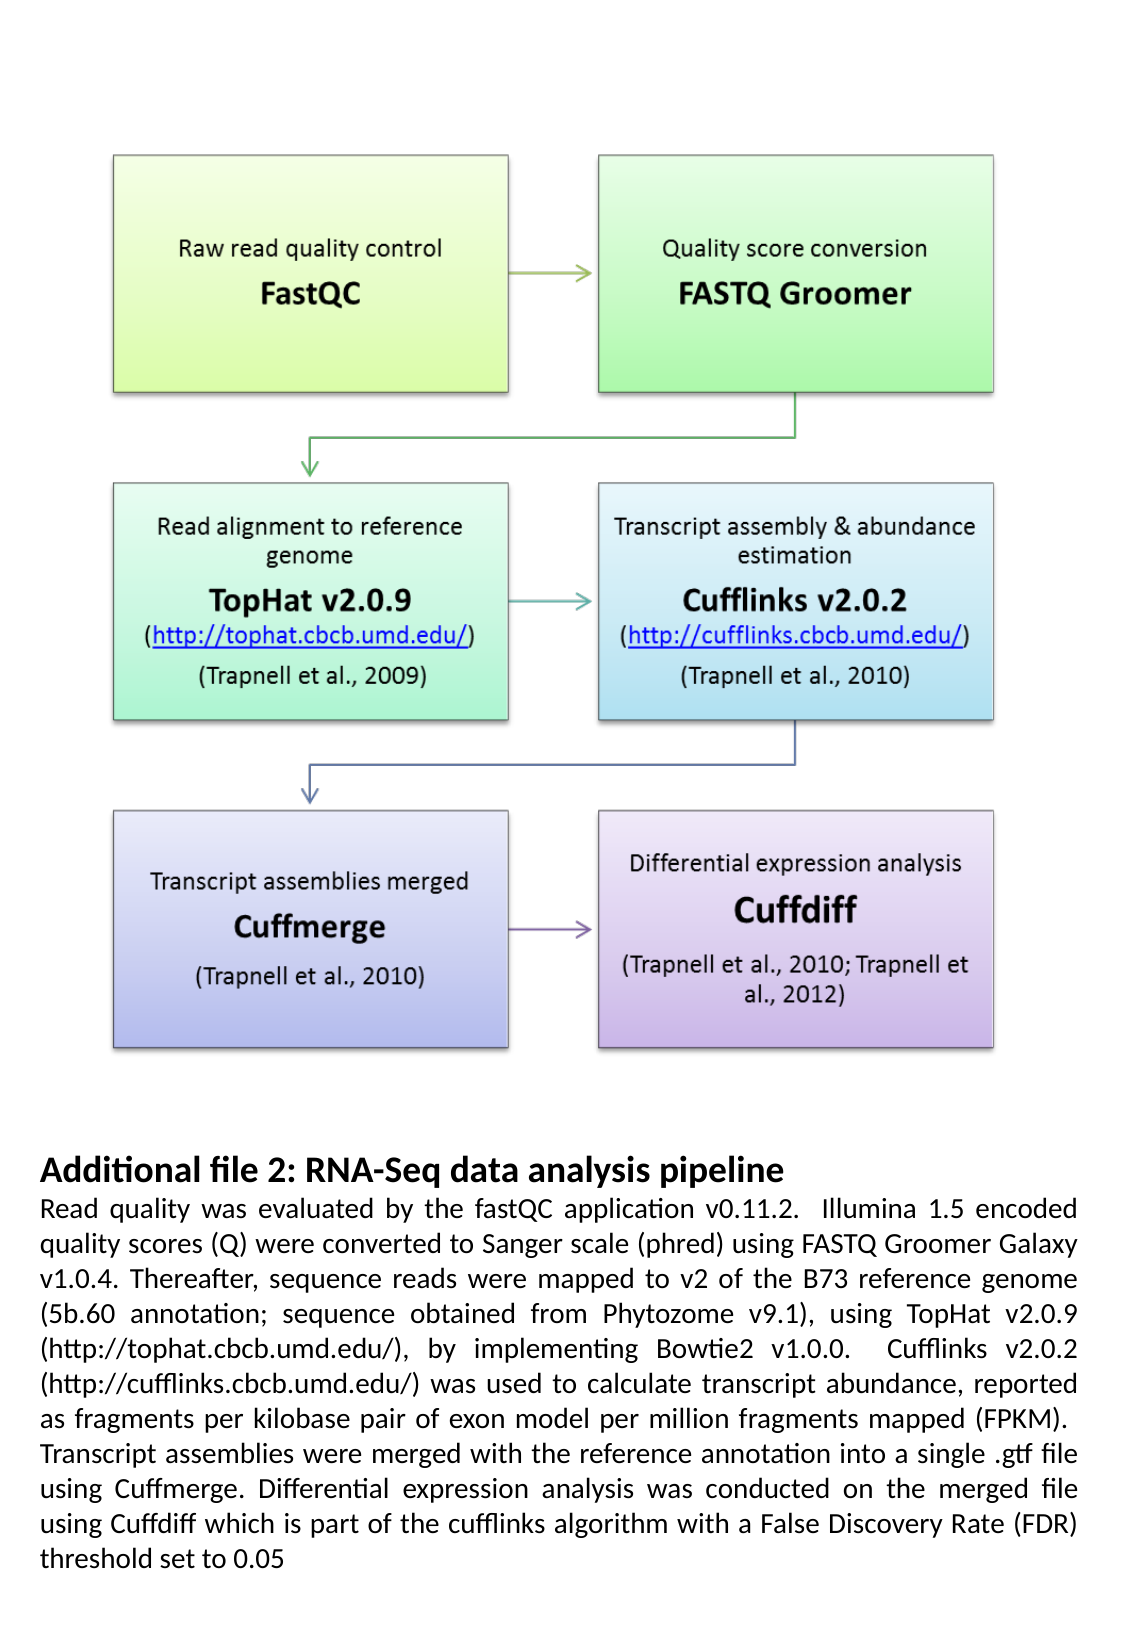

Additional file 2: RNA-Seq data analysis pipeline
Read quality was evaluated by the fastQC application v0.11.2. Illumina 1.5 encoded quality scores (Q) were converted to Sanger scale (phred) using FASTQ Groomer Galaxy v1.0.4. Thereafter, sequence reads were mapped to v2 of the B73 reference genome (5b.60 annotation; sequence obtained from Phytozome v9.1), using TopHat v2.0.9 (http://tophat.cbcb.umd.edu/), by implementing Bowtie2 v1.0.0. Cufflinks v2.0.2 (http://cufflinks.cbcb.umd.edu/) was used to calculate transcript abundance, reported as fragments per kilobase pair of exon model per million fragments mapped (FPKM). Transcript assemblies were merged with the reference annotation into a single .gtf file using Cuffmerge. Differential expression analysis was conducted on the merged file using Cuffdiff which is part of the cufflinks algorithm with a False Discovery Rate (FDR) threshold set to 0.05

# Supplementary material for: RNA-Seq analysis of resistant and susceptible sub-tropical maize lines reveals a role for kauralexins in resistance to grey leaf spot disease, caused by Cercospora zeina
**Source:** BMC Plant Biol. 2017 Nov 13;17:197. doi: 10.1186/s12870-017-1137-9
**Supplement:** Supplementary file 4 — Comparison of RNA-Seq and RT-qPCR expression analyses of genes between RIL165 and RIL387. Expression profiles of (a) ent-copalyl diphosphate synthase 2 (GRMZM2G044481), (b) syn-copalyl diphosphate synthase (GRMZM2G068808), (c) Terpene synthase 6 (GRMZM2G127087_T03), (d) β-glucosidase1 (GRMZM2G031660), (e) Bx3 (GRMZM2G167549), (f) Bx5 (GRMZM2G063756), (g) Bx8 (GRMZM2G085054), and (h) Bx9 (GRMZM2G161335) is depicted

## Slide 1
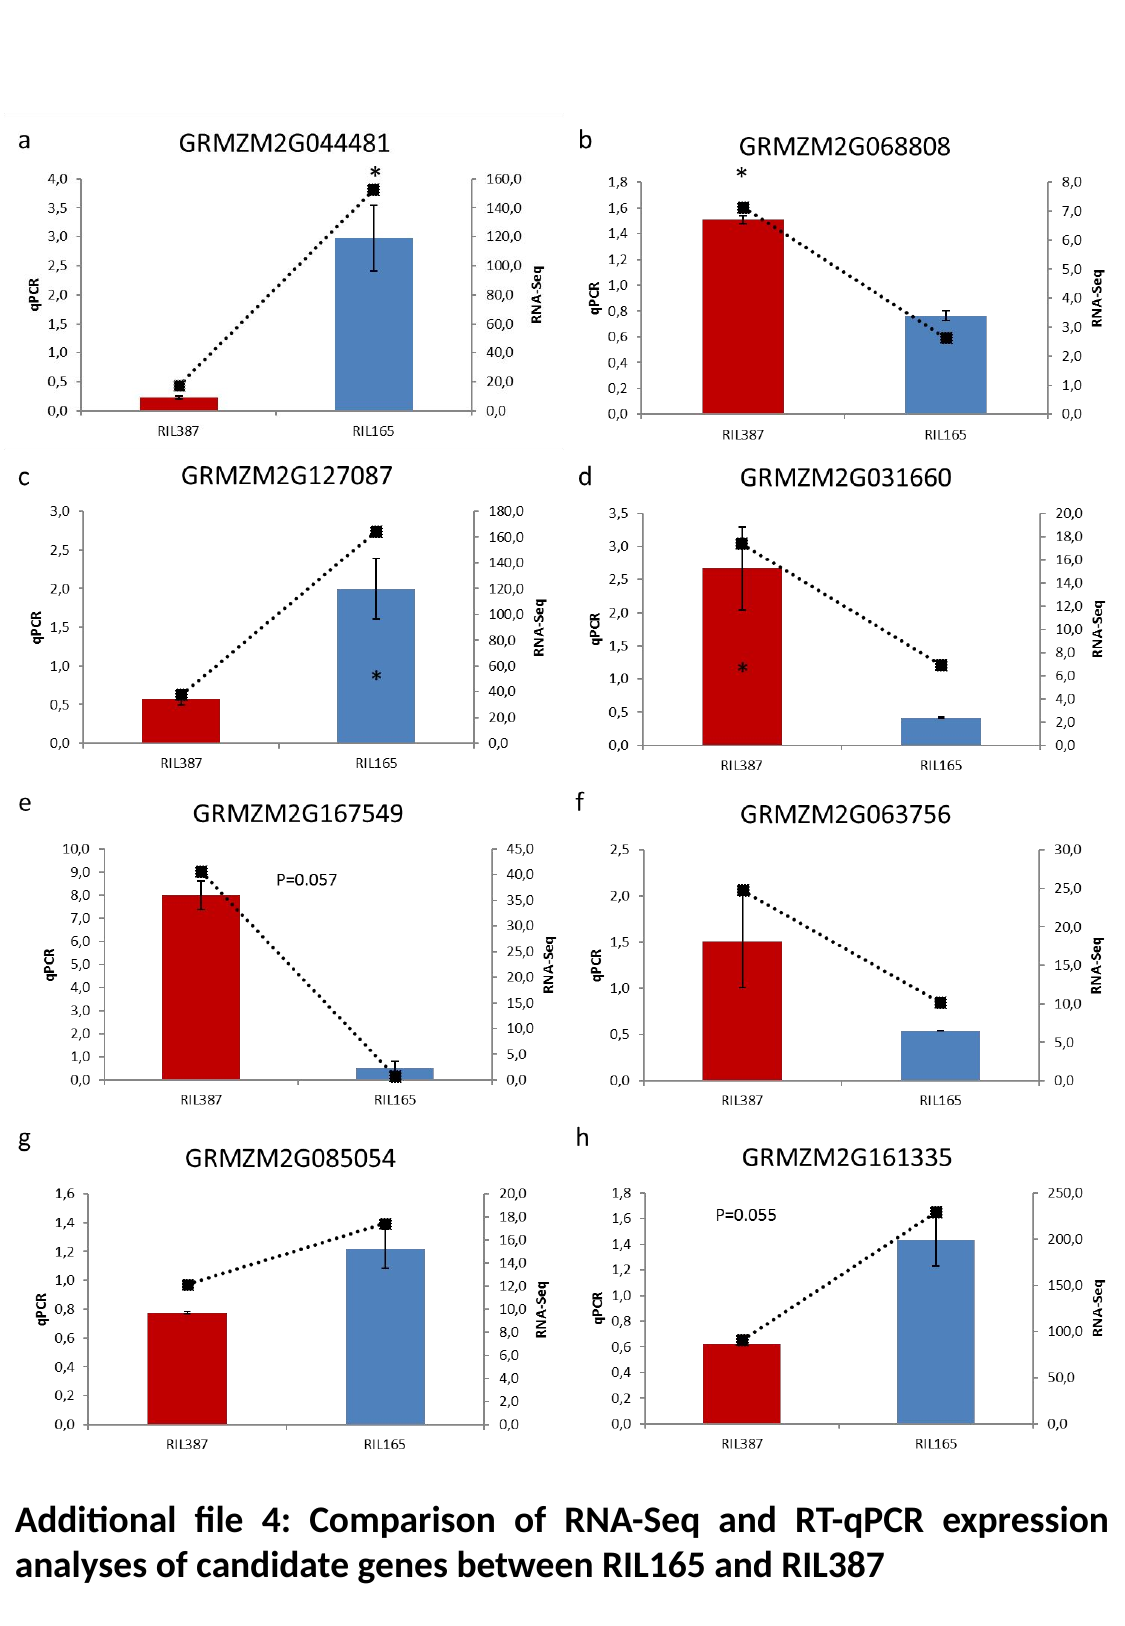

Additional file 4: Comparison of RNA-Seq and RT-qPCR expression analyses of candidate genes between RIL165 and RIL387

## Slide 2
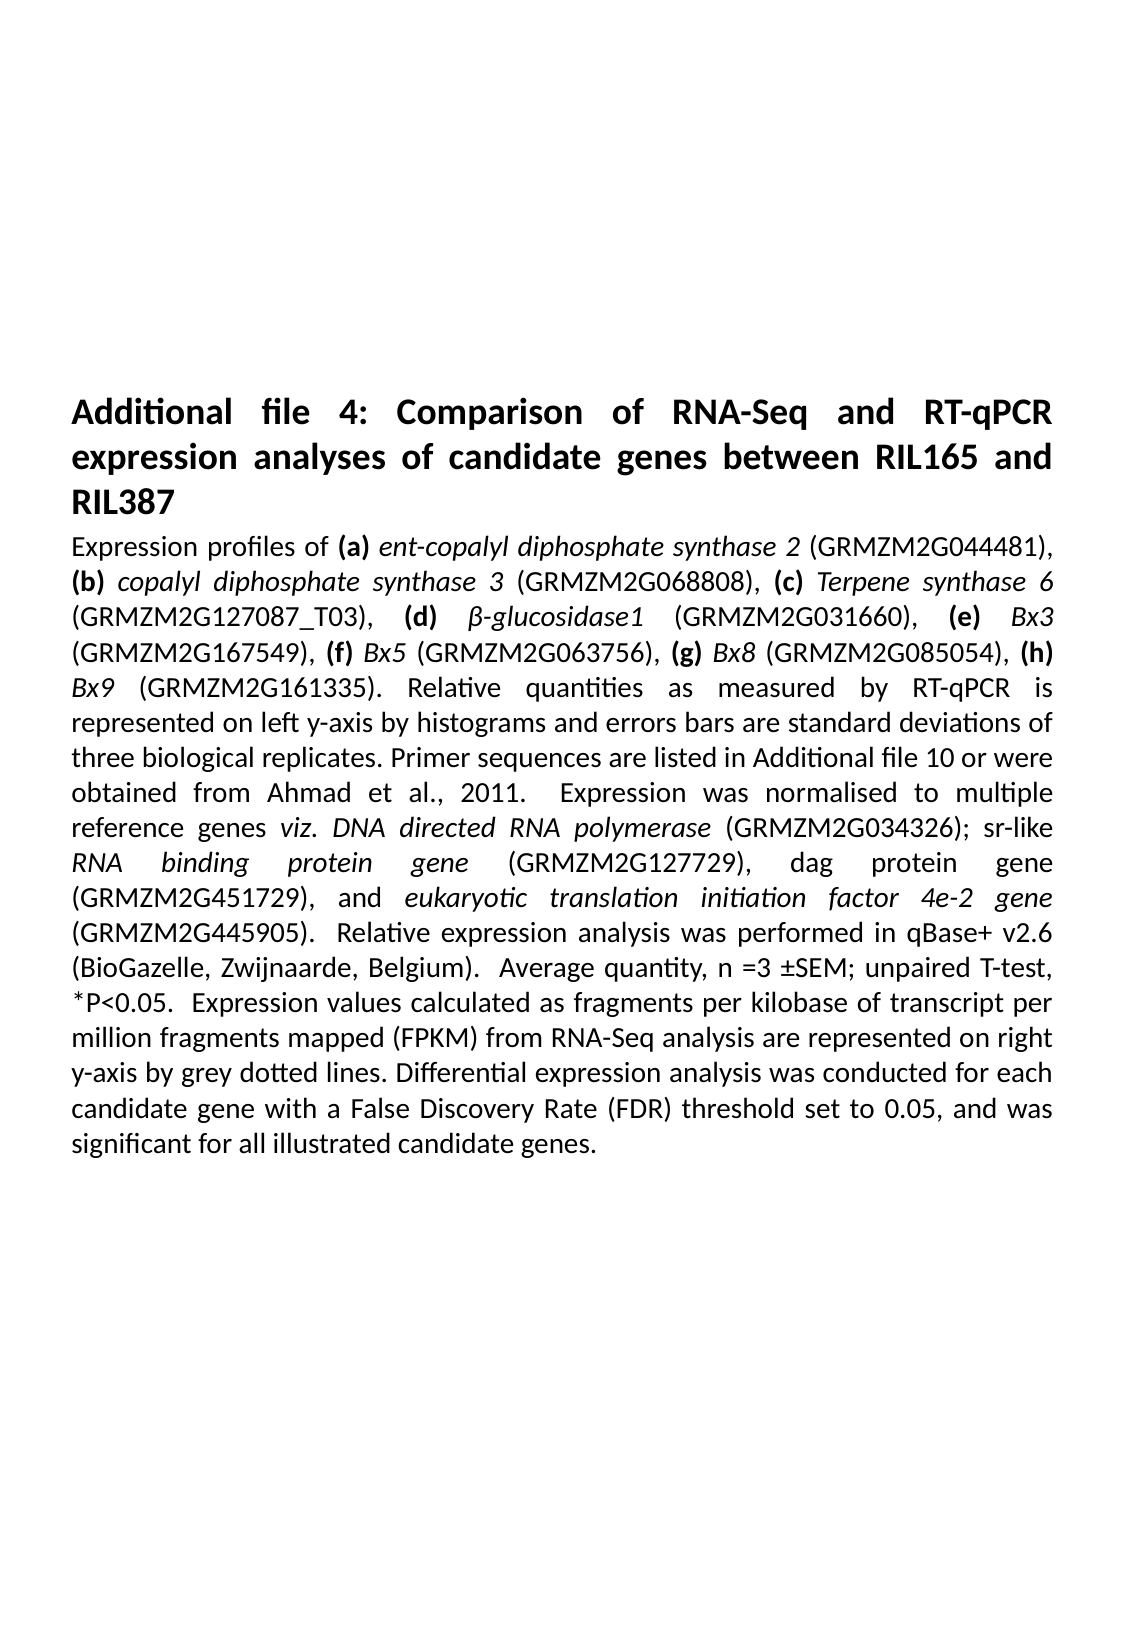

Additional file 4: Comparison of RNA-Seq and RT-qPCR expression analyses of candidate genes between RIL165 and RIL387
Expression profiles of (a) ent-copalyl diphosphate synthase 2 (GRMZM2G044481), (b) copalyl diphosphate synthase 3 (GRMZM2G068808), (c) Terpene synthase 6 (GRMZM2G127087_T03), (d) β-glucosidase1 (GRMZM2G031660), (e) Bx3 (GRMZM2G167549), (f) Bx5 (GRMZM2G063756), (g) Bx8 (GRMZM2G085054), (h) Bx9 (GRMZM2G161335). Relative quantities as measured by RT-qPCR is represented on left y-axis by histograms and errors bars are standard deviations of three biological replicates. Primer sequences are listed in Additional file 10 or were obtained from Ahmad et al., 2011. Expression was normalised to multiple reference genes viz. DNA directed RNA polymerase (GRMZM2G034326); sr-like RNA binding protein gene (GRMZM2G127729), dag protein gene (GRMZM2G451729), and eukaryotic translation initiation factor 4e-2 gene (GRMZM2G445905). Relative expression analysis was performed in qBase+ v2.6 (BioGazelle, Zwijnaarde, Belgium). Average quantity, n =3 ±SEM; unpaired T-test, *P<0.05. Expression values calculated as fragments per kilobase of transcript per million fragments mapped (FPKM) from RNA-Seq analysis are represented on right y-axis by grey dotted lines. Differential expression analysis was conducted for each candidate gene with a False Discovery Rate (FDR) threshold set to 0.05, and was significant for all illustrated candidate genes.

# Supplementary material for: RNA-Seq analysis of resistant and susceptible sub-tropical maize lines reveals a role for kauralexins in resistance to grey leaf spot disease, caused by Cercospora zeina
**Source:** BMC Plant Biol. 2017 Nov 13;17:197. doi: 10.1186/s12870-017-1137-9
**Supplement:** Supplementary file 6 — Overview of pathways where differentially expressed genes participate as reported by MADIBA. Up-regulated gene products were mapped onto metabolic pathways using the KEGG representation. The number of enzymes in each pathway is portrayed for both RIL165 and RIL387

## Slide 1
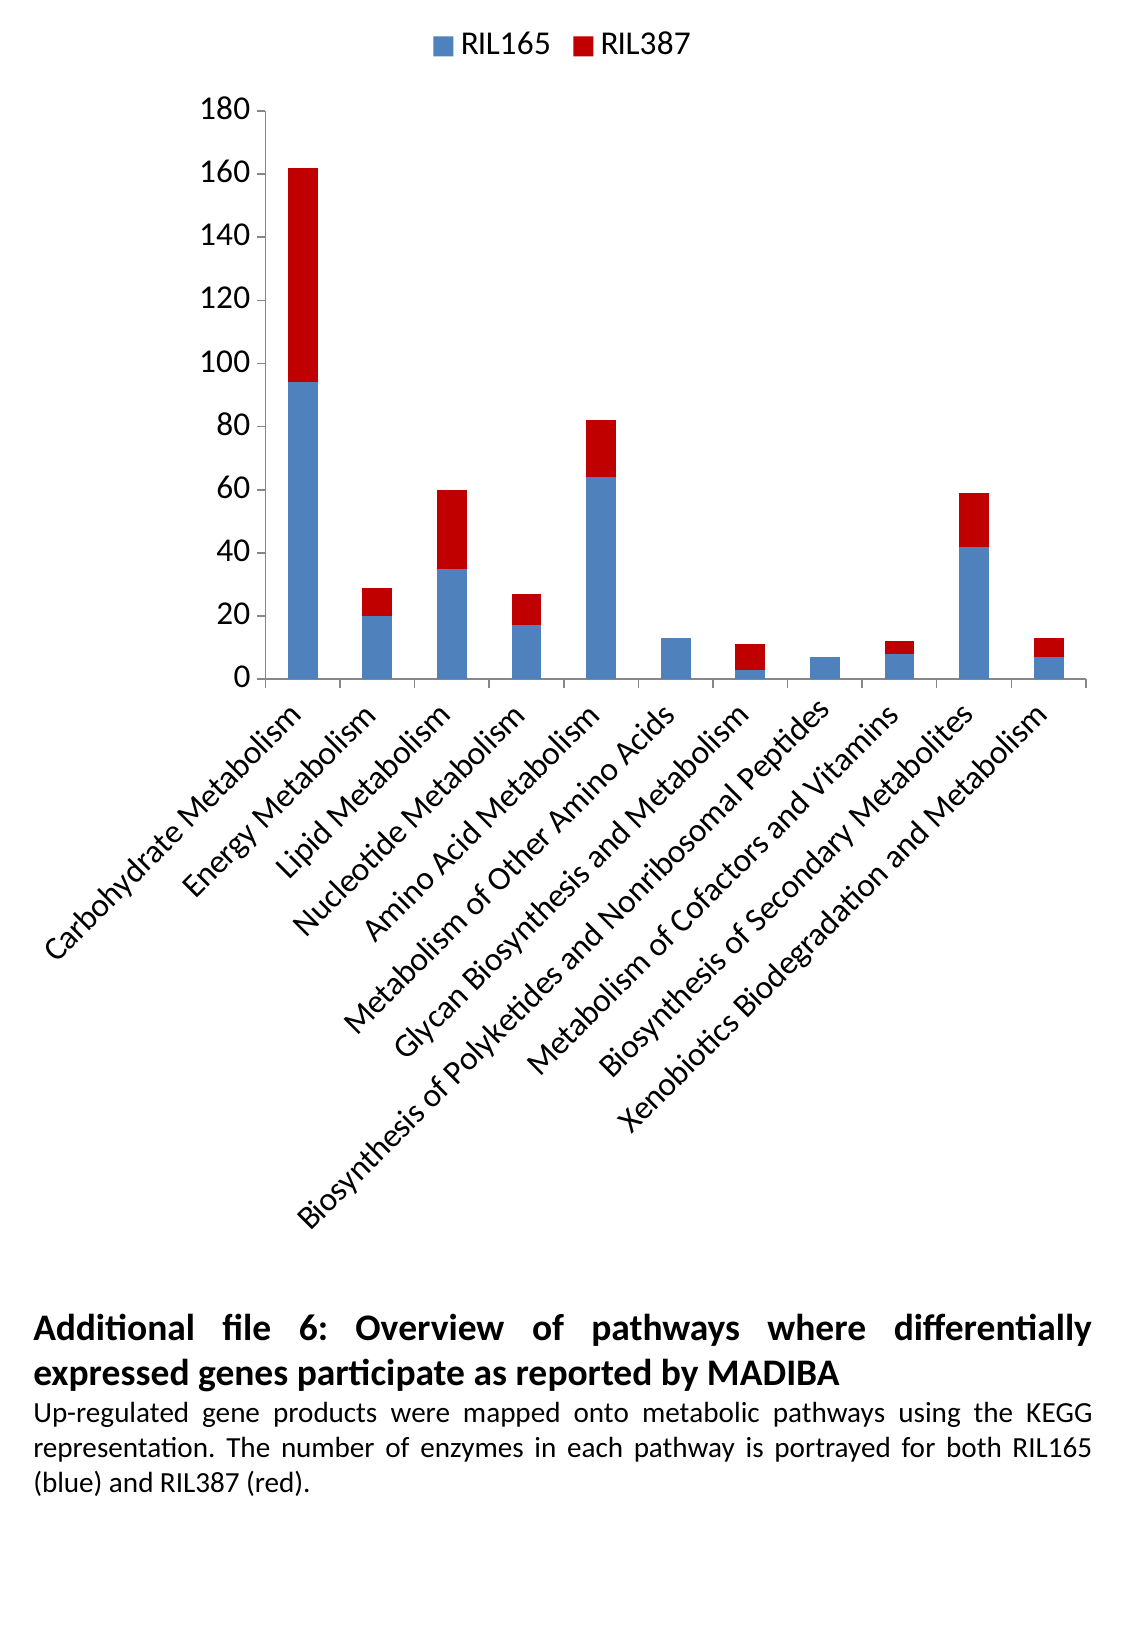

### Chart
| Category | RIL165 | RIL387 |
|---|---|---|
| Carbohydrate Metabolism  | 94.0 | 68.0 |
| Energy Metabolism  | 20.0 | 9.0 |
| Lipid Metabolism  | 35.0 | 25.0 |
| Nucleotide Metabolism  | 17.0 | 10.0 |
| Amino Acid Metabolism  | 64.0 | 18.0 |
| Metabolism of Other Amino Acids  | 13.0 | 0.0 |
| Glycan Biosynthesis and Metabolism  | 3.0 | 8.0 |
| Biosynthesis of Polyketides and Nonribosomal Peptides | 7.0 | 0.0 |
| Metabolism of Cofactors and Vitamins  | 8.0 | 4.0 |
| Biosynthesis of Secondary Metabolites  | 42.0 | 17.0 |
| Xenobiotics Biodegradation and Metabolism  | 7.0 | 6.0 |Additional file 6: Overview of pathways where differentially expressed genes participate as reported by MADIBA
Up-regulated gene products were mapped onto metabolic pathways using the KEGG representation. The number of enzymes in each pathway is portrayed for both RIL165 (blue) and RIL387 (red).

# Supplementary material for: RNA-Seq analysis of resistant and susceptible sub-tropical maize lines reveals a role for kauralexins in resistance to grey leaf spot disease, caused by Cercospora zeina
**Source:** BMC Plant Biol. 2017 Nov 13;17:197. doi: 10.1186/s12870-017-1137-9
**Supplement:** Supplementary file 7 — Photographs depicting GLS disease progression in RIL165 and RIL387 greenhouse material inoculated with C. zeina. Material was harvested at three time points based on development of GLS disease symptoms: immediately after inoculation (0dpi, control), development of chlorotic spots (14 dpi) and development of grey leaf spot lesions (24 dpi for RIL165 and 28 dpi for RIL387)

## Slide 1
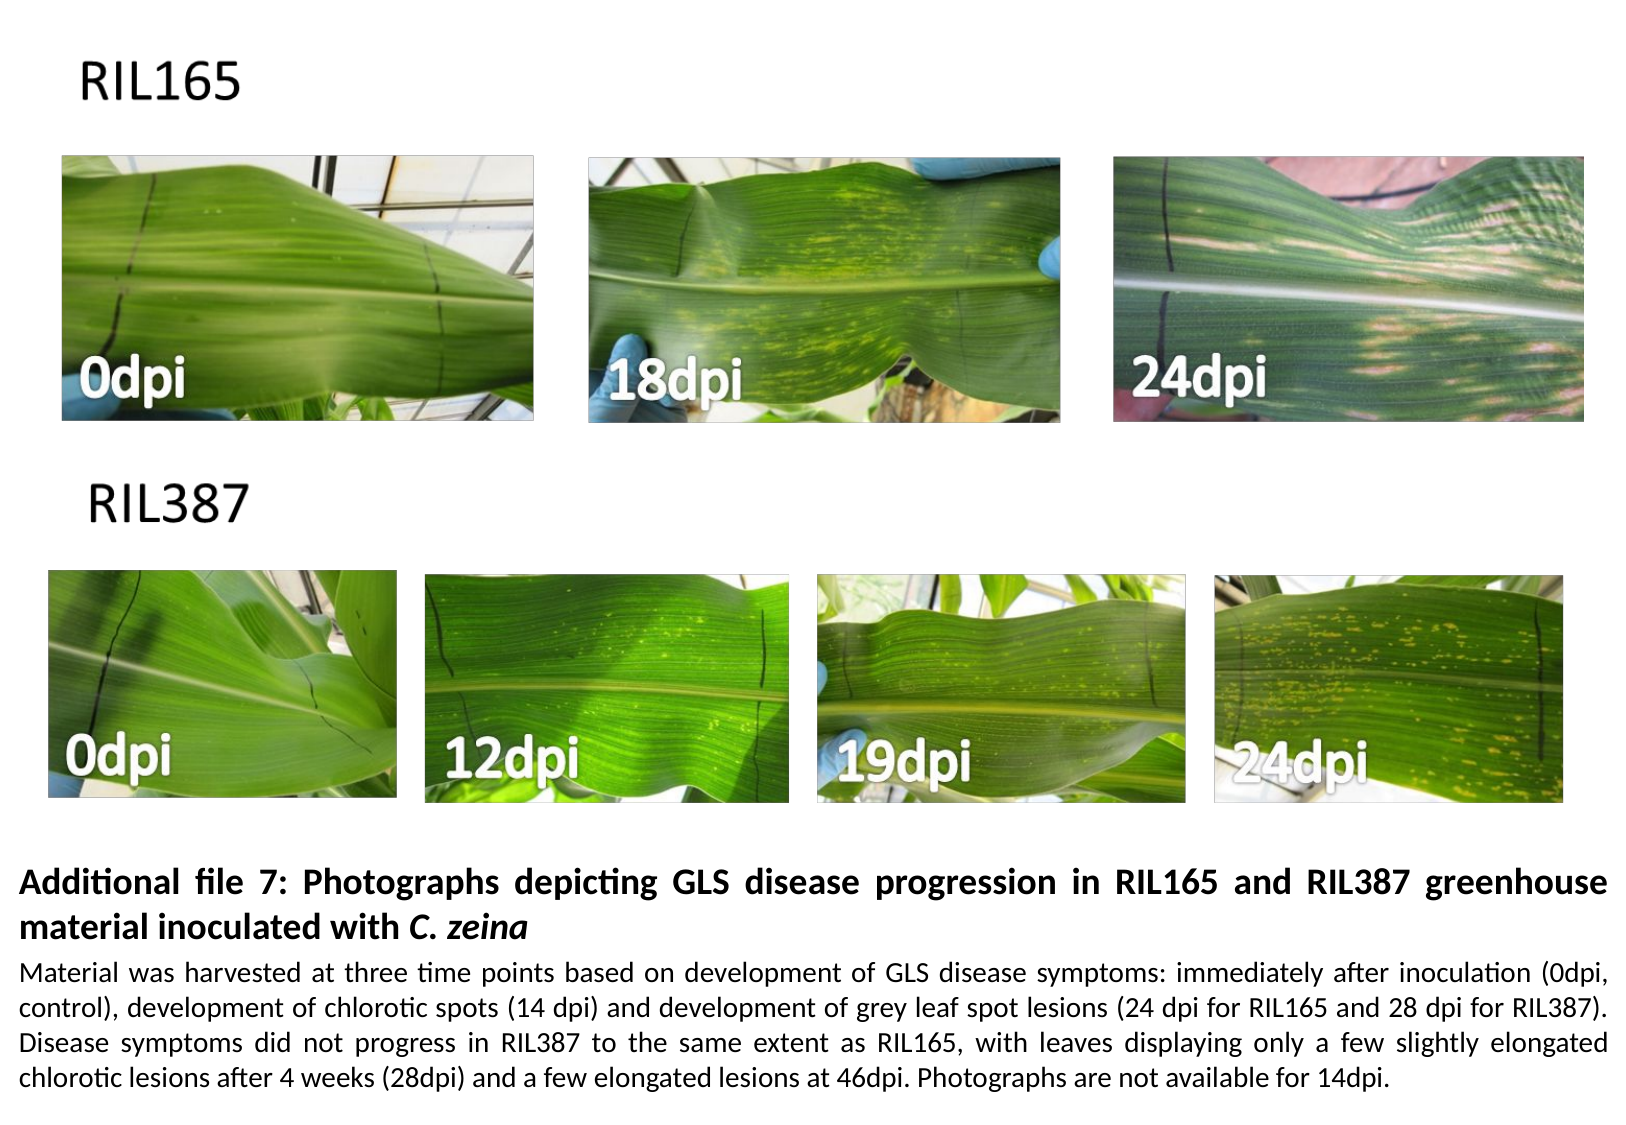

Additional file 7: Photographs depicting GLS disease progression in RIL165 and RIL387 greenhouse material inoculated with C. zeina
Material was harvested at three time points based on development of GLS disease symptoms: immediately after inoculation (0dpi, control), development of chlorotic spots (14 dpi) and development of grey leaf spot lesions (24 dpi for RIL165 and 28 dpi for RIL387). Disease symptoms did not progress in RIL387 to the same extent as RIL165, with leaves displaying only a few slightly elongated chlorotic lesions after 4 weeks (28dpi) and a few elongated lesions at 46dpi. Photographs are not available for 14dpi.

# Supplementary material for: RNA-Seq analysis of resistant and susceptible sub-tropical maize lines reveals a role for kauralexins in resistance to grey leaf spot disease, caused by Cercospora zeina
**Source:** BMC Plant Biol. 2017 Nov 13;17:197. doi: 10.1186/s12870-017-1137-9
**Supplement:** Supplementary file 8 — Zealexin defences are induced in response to C. zeina. Leaves were treated with a spore solution (3 × 105 conidia/ml) and harvested at 0 days post inoculation (dpi), 14dpi and 24 or 28dpi (RIL165 and RIL387 respectively). The metabolite content of each sample was analysed using gas chromatography/chemical ionization – mass spectrometry. Zealexins were quantified based on the internal standard 13C18-linolenic acid and presented in ng/μg FW. Average levels of total zealexin metabolites depicted for RIL165 and RIL387 (n = 3–5; ±SEM)

## Slide 1
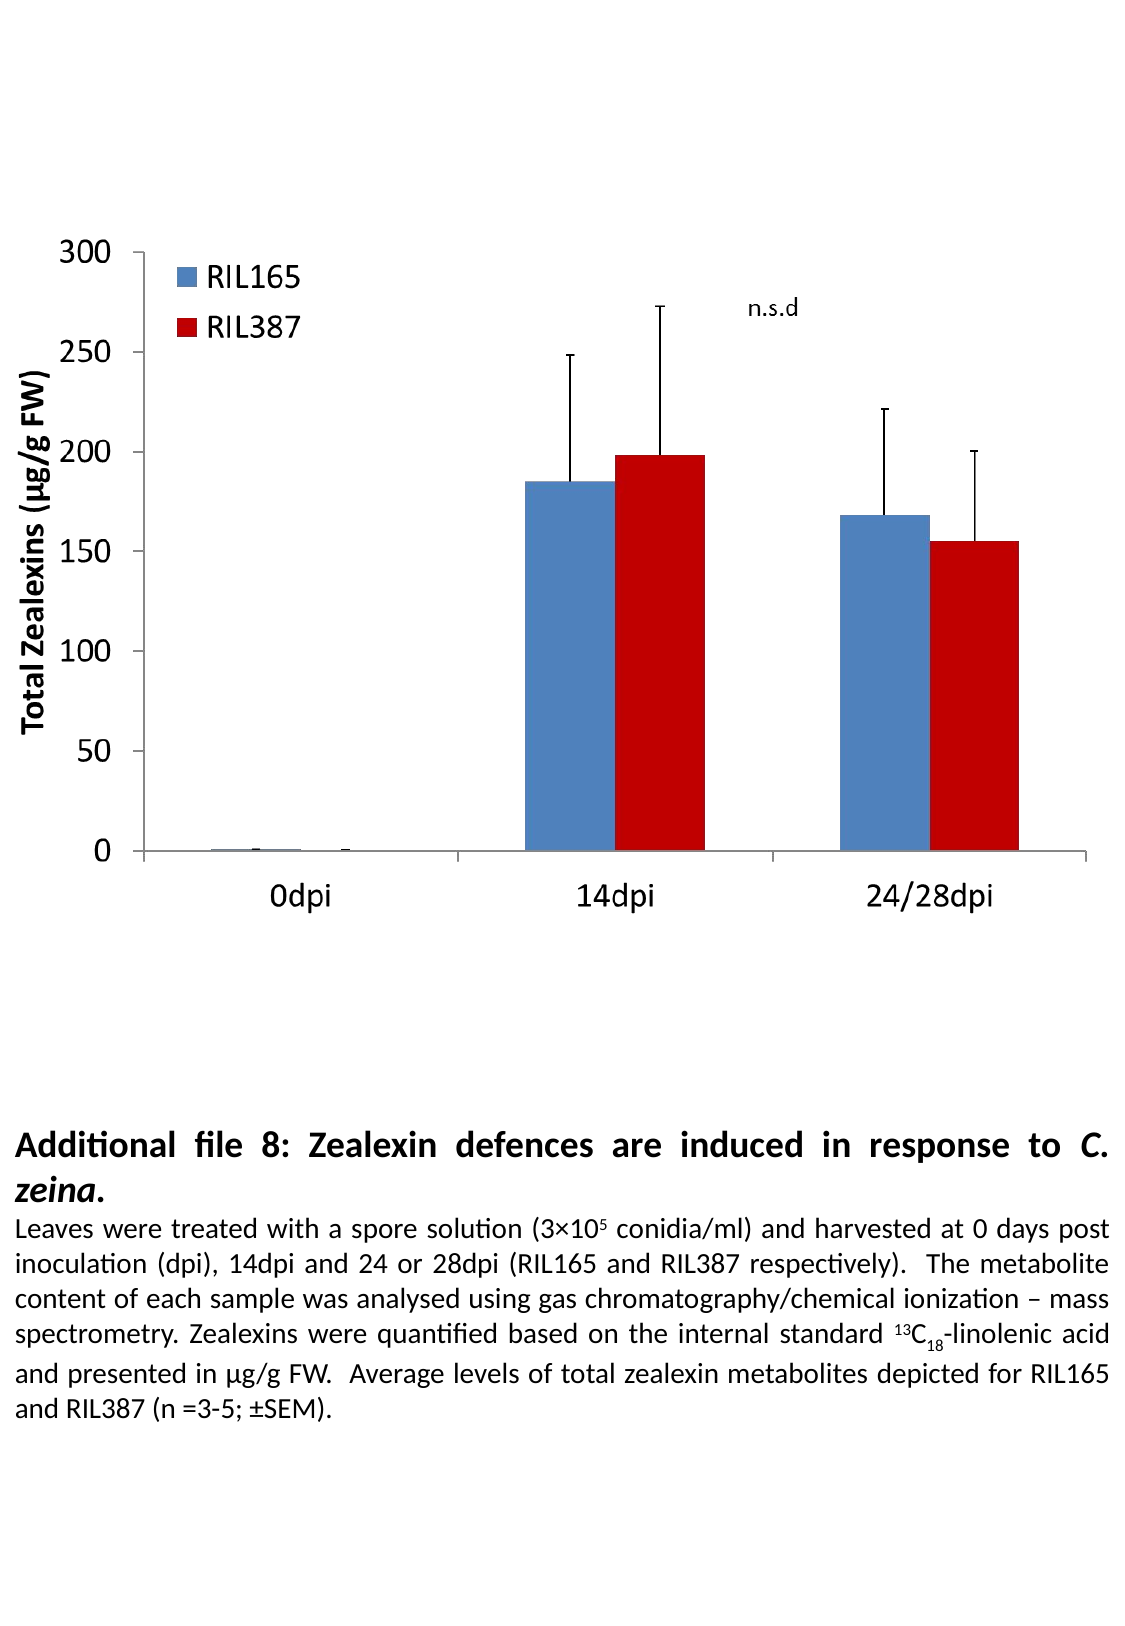

Additional file 8: Zealexin defences are induced in response to C. zeina.
Leaves were treated with a spore solution (3×105 conidia/ml) and harvested at 0 days post inoculation (dpi), 14dpi and 24 or 28dpi (RIL165 and RIL387 respectively). The metabolite content of each sample was analysed using gas chromatography/chemical ionization – mass spectrometry. Zealexins were quantified based on the internal standard 13C18-linolenic acid and presented in µg/g FW. Average levels of total zealexin metabolites depicted for RIL165 and RIL387 (n =3-5; ±SEM).

# Supplementary material for: RNA-Seq analysis of resistant and susceptible sub-tropical maize lines reveals a role for kauralexins in resistance to grey leaf spot disease, caused by Cercospora zeina
**Source:** BMC Plant Biol. 2017 Nov 13;17:197. doi: 10.1186/s12870-017-1137-9
**Supplement:** Supplementary file 9 — Biosynthesis of benzoxazinoids in maize. The biosynthetic pathway of DIMBOA is depicted as per [112]. The expression profiles of DIMBOA biosynthetic genes in glass house leaf material is presented

**
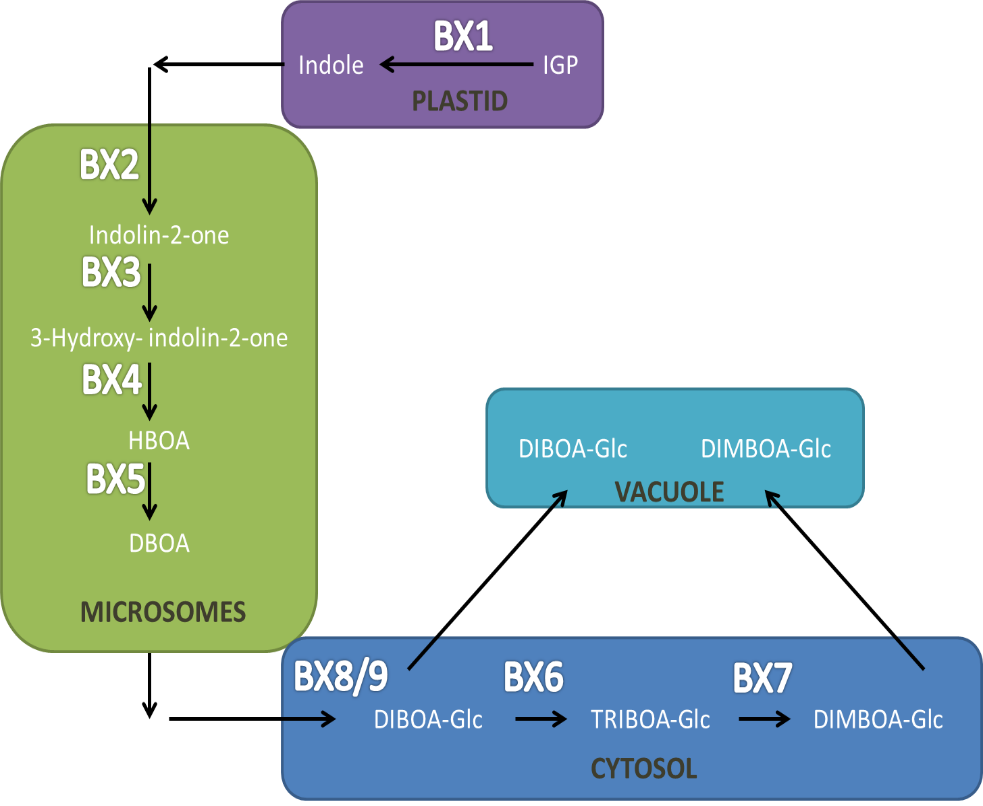
**

|  |  | 0dpi | | 14dpi | | 24/28dpi | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | **Ave** | ***SEM*** | **Ave** | ***SEM*** | **Ave** | ***SEM*** |
| BX1 | **RIL165** | 5,48 | *1,39* | 4,59 | *2,75* | 1,68 | *0,37* |
|  | **RIL387** | 6,78 | *2,30* | 0,67 | *0,05* | 0,33 | *0,08* |
| BX3 | **RIL165** | 0,94 | *0,09* | 0,33 | *0,04* | 0,17 | *0,01* |
|  | **RIL387** | **11.17 *** | *0,82* | **4.13 *** | *1,02* | **2.51 *** | *0,47* |
| BX4 | **RIL165** | 1,81 | *0,82* | 0,6 | *0,10* | 2,19 | *0,64* |
|  | **RIL387** | 1,43 | *0,32* | 1,41 | *0,24* | 0,89 | *0,16* |
| BX5 | **RIL165** | 1,92 | *1,03* | 0,15 | *0,03* | 1,71 | *0,88* |
|  | **RIL387** | 6,25 | *1,09* | **2.45 *** | *0,39* | 1,66 | *0,42* |
| BX9 | **RIL165** | 1,78 | *0,02* | 1,1 | *0,03* | 0,58 | *0,14* |
|  | **RIL387** | 1,83 | *0,14* | 0,94 | *0,07* | **1.04 *** | *0,04* |

**Additional file 9: Biosynthesis of benzoxazinoids in maize**

**Figure:** The first committed step in the BX pathway is defined by the conversion of indole-3-glycerole phosphate (IGP) to indole by BX1 in the plastid (Frey et al., 1997). Thereafter, four successive oxygen atoms are introduced into the indole moiety within the microsomes by four distinct members of the CYP71 family of cytochrome P450 dependent monooxygenases (P450s); BX2 to BX5 (Frey et al., 1995). BX2 first catalyses the conversion of indole to indolin-2-one. Thereafter indolin-2-one is transformed to 3-hydroxy-indolin-2-one by BX3. Subsequently 2-hydroxy-2-1,4-benzoxazin-3-one (HBOA) is produced by BX4 and finally HBOA is converted to DIBOA after N-hydroxylation effected by BX5. At this point, DIBOA is glucosidated by two serial UDP-glucosyltransferases (UGTs) BX8 and BX9 into DIBOA-glucoside within the cytosol (von Rad et al., 2001). The conversion of DIBOA-glc to inactive DIMBOA-glc is mediated by the cytosolic dioxygenase, BX6 (Frey et al., 2003) and a methyltransferase, BX7 (Jonczyk et al., 2008). DIMBOA-glc accumulates in the vacuole as an inactive, but stable, glucoside to prevent auto-toxicity (Frey et al., 2009).

**Table:** Expression profiles of *Bx1*, (GRMZM2G085381), *Bx3* (GRMZM2G167549), *Bx4* (GRMZM2G172491), *Bx5* (GRMZM2G063756), and *Bx9* (GRMZM2G161335) in RIL165 compared to RIL387. Primer sequences obtained from Ahmad et al., 2011. Relative expression analysis was performed in qBase+ v2.6 (BioGazelle, Zwijnaarde, Belgium) and normalised to four reference genes *viz. DNA directed RNA polymerase* (GRMZM2G034326); *sr-like RNA binding protein* gene (GRMZM2G127729), *dag protein* gene (GRMZM2G451729), and *eukaryotic translation initiation factor* *4e-2* gene (GRMZM2G445905). Gene expression that was significantly different between the lines are indicated in **bold** font. Average quantity, n =3 ±SEM; unpaired T-test, *P<0.05. *Figure adapted from Frey M, Schullehner K, Dick R, Fiesselmann A, Gierl A: Benzoxazinoid biosynthesis, a model for evolution of secondary metabolic pathways in plants. Phytochemistry 2009,* ***70****:1645–1651.*

# Supplementary material for: RNA-Seq analysis of resistant and susceptible sub-tropical maize lines reveals a role for kauralexins in resistance to grey leaf spot disease, caused by Cercospora zeina
**Source:** BMC Plant Biol. 2017 Nov 13;17:197. doi: 10.1186/s12870-017-1137-9
**Supplement:** Supplementary file 10 — Primer sequences and descriptive information of genes studied

**Additional file 10: Primer sequences and descriptive information of genes studied**

| **Reference or Target Gene**  **Name (in this study)** | **Reference** | **Reference**  **Gene ID** | **CornCyc/Uniprot** | **RefSeq** | **Chr** | **Gene Product** | **Primer Sequences (5'-3')** | **Product**  **size** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| *DAG* | Bridget Crampton, pers comm | GRMZM2G451729 |  |  | 2 | dag protein | F: CAACCATCAGCACCTGGAT | 120 |
|  |  |  |  |  |  |  | R: TGGGCTAGGATACTGACCAGA |  |
| *ETIF* | Bridget Crampton, pers comm | GRMZM2G445905 |  |  | 1 | eukaryotic translation  initiation factor 4e-2 | F: AGAAGGGATAAGCCAAGCAG | 104 |
|  |  |  |  |  |  |  | R: CCGATCTCAGCACAAAACTC |  |
| *RPOL* | [2] | GRMZM2G034326 |  |  | 5 | DNA directed RNA polymerase I, II, III | F: AGCCAAAACGCTAAAGTGGA | 175 |
|  |  |  |  |  |  |  | R: TAAGTGACGAGCAAGGCAAA |  |
| *SRL* | Bridget Crampton, pers comm | GRMZM2G127729 |  |  | 2 | nuclear sr-like RNA binding protein | F: ACACGCCATTGTTCGAGA | 117 |
|  |  |  |  |  |  |  | R: CAGGTTCGGGTGAACTTTG |  |
| *Tps6* | [3] | GRMZM2G127087_T03 | G-12279/ K7TGS7 | NM_001112480/ NP_001105950 | 10 | terpene synthase 6 | F: GAAATGCGACAAAGGGCTG | 398 |
|  |  |  |  |  |  |  | R: TCTTGAAGGCATCTCGTAGTA |  |
| *An2* | [4] | GRMZM2G044481 | G-14667/ Q672R4 | NM_001111787.1 | 1 | *ent*-copalyl diphosphate synthase 2 | F: TGTTCTTGTGAAGGCAGTTC | 236 |
|  |  |  |  |  |  |  | R: TCATTCGAGCTAAAAGCAGA |  |
| *CPS3* | This study | GRMZM2G068808 | GDQC-104441  /K7THR6 | XM_008664609.1 | 10 | copalyl diphosphate synthase | F: AGCCTTAGATGGATCGTTGAG | 159 |
|  |  |  |  |  |  |  | R: GAATGACAAACCTTTCTCGCAC |  |
| *KSL2* | This study | AC214360.3_FG001 | GDQC-5387/ B7ZYQ8 | DAA54948 | 3 | kaurene syntase-like 2 | F: ACTCATCTCCGCTCACGAAT | 88 |
|  |  |  |  |  |  |  | R: ACCGGGGAGTTGATCTTCTT |  |

How the deposited data were processed for this re-analysis (not part of the article)

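RNA-Seq had been done on leaves of field-grown maize, with 3 samples of the susceptible line RIL165 and 3 of the resistant line RIL387 at 103 dap. Each sample pooled 3 plants of a field block. The growth stage is VT/R1 in the paper and early dent in the sample labels, and the paper's is used beside its claims. The authors sequenced the libraries on an Illumina HiSeq system, mapped the reads to B73 version 2 with annotation 5b.60 by TopHat v2.0.9 and Bowtie2, and ran Cufflinks v2.0.2 with bias correction and quartile normalization. The deposited values are FPKM per gene, with lower and upper 95% confidence bounds and a status, for 39636 genes in each of the 6 samples. The bounds were used for the definition of an expressed gene and for an added alternative, since the FPKM lay outside its own bounds at 34.9% to 37.5% of genes above 1 FPKM.

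FPKM keep no count of reads, and the reads per sample are those of Table 1. At the genes of lowest FPKM the worth of 1 fragment, relative to RIL387 replicate 2, was between 0.949 and 1.15. A value listed at 0 does not show that a transcript was absent. Of the gene IDs, 18774 were matched by locus tag to a maize RefSeq gene, 98 of the named genes among them.

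Genes were tested when the lower bound was above 0 in at least 3 of the 6 samples and the status was OK in all 6. FPKM of the same gene ID were summed. The lines were compared on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend and without the robust option, two-sided, with Benjamini-Hochberg adjustment), as RIL387 minus RIL165, without covariates. A gene was called differentially expressed at an adjusted p-value under 0.05 and shortlisted when its Log2FC was also at least 1 in size. The QTL intervals are the 2-LOD intervals of Additional file 1, with an overlap of at least 1 base. Gene tables, counts and permutations were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9. The exact two-sided permutation test of 3 samples against 3 cannot go below p = 0.10.

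The named genes are not all described singly. They are all those that the paper's text or Additional file 4 names by identifier, and the 4 reference genes of the RT-qPCR. Added in each direction are the 5 genes with the largest Log2FC past the threshold whose samples do not overlap between the lines. This rule, the tests, the thresholds and 21 alternatives were set before the data were examined. The alternatives were log2(FPKM + 0.1), a minimum of 1 FPKM in 3 samples, no filter, median-ratio rescaling, quantile normalization, limma without the intensity trend or with the robust option, the replicate number as a block with and without median-ratio rescaling, genes with a status other than OK kept, duplicate gene IDs left out, the log2 ratio of mean FPKM as the fold change, each of the 6 samples left out in turn, and for the QTL the 1-LOD interval, genes wholly inside the interval, and any Log2FC. The midpoint of the confidence bounds in place of FPKM was added after the values were seen.

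The procedure was tested on simulated data made from the FPKM of the files. With true shifts of 1, 2 and 3 on the log2 scale in 200 genes, 63, 166 and 183 genes were called, with 8, 10 and 8 false calls, and without any shift no gene was called. The shifted genes were drawn from those with a mean log2(FPKM + 1) over 3, and the noise was normal and independent between genes and samples. Shifts in genes of lower expression, an effect of the field block and a single deviating sample were not simulated, so these numbers do not cover them. The tests of gene order along the chromosomes were also checked on simulated orders.

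Cuffdiff, the GO enrichment and the MapMan display were not repeated, since they start from reads or from annotation not used here. Expression was looked up for the genes that the printed part of Additional file 5 lists. The pathogen DNA, the RT-qPCR and the metabolite measurements were not analysed here.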

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

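All tests in this part were chosen after the result was seen. The paper discusses genes by their annotation and their Log2FC, and the genes read in only 1 of the lines were looked up separately. With an FPKM over 2 in all 3 samples of a line and under 0.05 in all 3 of the other, 57 genes were read only in RIL387 and 74 only in RIL165. At a limit of 5 FPKM in place of 2 the numbers were 28 and 37. None of the 131 genes is named in the paper's text. Of the 38 on chromosomes 1 to 3, the part of Additional file 3 that was read, 30 are listed there as differentially expressed, and 2 of the 131 appear in the printed part of Additional file 5. They drew attention because the text does not discuss them, and because a gene without reads in a whole line can be the result of sequence as well as of regulation.

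Depth was not tested for these genes. In the line without reads, 110 of the 131 were listed at 0 in all 3 samples. A failed estimate listed at 0 is a candidate explanation. It was tested by counting genes over 2 FPKM in 5 samples and listed at 0 in the sixth, of which there were 36, with 6, 8 and 8 in RIL165 replicates 1, 2 and 3 and 6, 7 and 1 in RIL387. Of the 131 genes read in only 1 line, 0 had a status other than OK. If single zeros fell independently in each sample at these rates, 1.97e-06 genes would be expected at 0 in all 3 samples of a line, against 110. Independent failures therefore do not account for these genes. Failures that recur in the same gene in each sample of a line were not tested.

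Another candidate explanation is a sequence variant against the B73 reference. Such variants would sit in the segments where the lines carry different parental alleles, so the genes would bunch along the chromosomes. In bins of 50 consecutive tested genes the variance of their number over its mean was 1.2 (permutation p = 0.00330). With neighbouring genes counted once, 126 remained, and the ratio was 1.12 (permutation p = 0.0339). The differentially expressed genes read in both lines were bunched as well, with a ratio of 1.81 over 3313 genes (permutation p = 1e-04, the smallest that the draws can give). Some bunching was therefore also found in genes whose expression differs in degree. The ratio depends on the number of genes per bin, so 1.2 and 1.81 do not show which set is bunched more. The test thus cannot tell a variant against the reference from expression that parental alleles set. Reads shared between paralogues could not be tested in FPKM.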

How the results depend on the processing

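The alternatives were set before the data were examined, except the midpoint of the confidence bounds, which was chosen after seeing the data. The counts over other groupings of the samples are a test that was written down after the result was seen.

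The number of differentially expressed genes was 4117, and across the alternatives that kept all 6 samples it ran from 3566 with a minimum of 1 FPKM to 5171 with the replicate block and median-ratio rescaling. All of these were within 1.5 times the first number. Leaving out single samples moved it further, from 1858 to 6970 genes across the 6 fits that each left out 1 sample, the highest without RIL165 replicate 1 and the lowest without RIL387 replicate 3. By direction these fits gave 867 to 2950 genes higher in RIL387 and 991 to 4020 higher in RIL165. More genes were higher in RIL165 than in RIL387 under each alternative but quantile normalization, where 2446 were higher in RIL387 and 2177 in RIL165.

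Of the 10 splits of the 6 samples into 3 and 3, 4 part all 3 same-numbered pairs, and 1 of the 4 gave as many differentially expressed genes as the lines did, namely the split by line itself. The same held for the shortlist, the shortlisted genes in the 8 QTL intervals and in the 4 QTL intervals with different alleles, and the genes that the paper lists as higher in RIL165 and as higher in RIL387 (value 1 for each). The other 9 splits gave at most 2 genes at an adjusted p-value under 0.05. At an unadjusted p under 0.05 they gave 149 to 2871 genes, and those that part all pairs at most 337, against 7731 for the lines. The 6 other splits part 1 pair only. The split by line is always counted, so 1 of the 4 is the smallest share that these splits can give, and this count alone cannot exclude a grouping by another difference between the samples.

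The shortlist held 2346 genes. It held 3300 with log2(FPKM + 0.1) and 3197 with the log2 ratio of mean FPKM, and 1456 to 3481 across the fits that left out a sample. Shortlisted genes higher in RIL387 numbered 833, and rose to 1332 with log2(FPKM + 0.1) and to 1333 with the ratio of mean FPKM, against 622 to 1145 when a sample was left out. Shortlisted genes higher in RIL165 numbered 1513, and 834 to 2336 when a sample was left out. The added 1 shrinks the fold change of low genes, and both of the settings that lower or remove it put more genes past a Log2FC of 1. The genes gained were not split by their expression.

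In the 8 QTL intervals, 174 shortlisted genes became 110 with the 1-LOD interval and 295 with any Log2FC, and 95 to 283 when a sample was left out. In the 4 intervals with different alleles, 87 became 151 with any Log2FC and 52 to 130 when a sample was left out. Requiring the whole gene inside the interval changed neither number. Single intervals changed by more than a factor of 1.5 under these settings. With log2(FPKM + 0.1), QTL3a went from 14 to 24, QTL5 went from 9 to 14 and QTL10 went from 8 to 13. With the log2 ratio of mean FPKM, QTL5 went from 9 to 16. With the 1-LOD interval, QTL3a went from 14 to 5, QTL4 went from 33 to 7 and QTL9b went from 8 to 5. With any Log2FC, QTL3a went from 14 to 28, QTL3b went from 31 to 49, QTL5 went from 9 to 20, QTL9a went from 53 to 99 and QTL10 went from 8 to 16. When a sample was left out, the counts ran from 5 to 26 in QTL3a (14 with all samples), from 15 to 50 in QTL3b (31 with all samples), from 19 to 60 in QTL4 (33 with all samples), from 4 to 17 in QTL5 (9 with all samples), from 9 to 24 in QTL6 (18 with all samples), from 33 to 84 in QTL9a (53 with all samples), from 3 to 9 in QTL9b (8 with all samples) and from 6 to 13 in QTL10 (8 with all samples).

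Of the genes that the paper lists as higher in RIL165, 41 passed the threshold. The number was 31 without a filter on low values and 61 with the replicate block and median-ratio rescaling, which takes the pairing of the samples from the labels, and 20 to 71 when a sample was left out. Of those listed as higher in RIL387, 29 passed, and 20 to 33 when a sample was left out. No gene of either list changed direction under any alternative.

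With the replicate number as a block, 5142 genes were differentially expressed and 2725 shortlisted, against 4117 and 2346 without the block. The pairing is taken from the labels. Same-numbered samples deviated from their line means with a mean correlation across genes of 0.315, between 0.166 and 0.484 over the 3 pairs. The 6 pairs with different numbers had -0.426 to 0.274, with a mean of -0.158. The 2 ranges overlap, and deviations from a line mean sum to 0 within the line, so that the 2 means are not independent.

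Among the 136 named genes that were tested, 82 passed the threshold, and 61 kept their direction and their side of the threshold under every alternative. Not every alternative covered all 136 genes. The minimum of 1 FPKM covered 124 of them and the log2 ratio of mean FPKM 132. The replicate block brought 23 more past the threshold and lost 2, and no filter on low values lost 10. Without RIL165 replicate 1, 34 more passed and none was lost. Leaving out any other sample lost between 18 and 32. Of 59 counts of genes per family or GO term, 47 moved by more than a factor of 1.5 under at least 1 alternative, which for families of few genes can be the call of 1 gene.

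The direction of 4 named genes changed, all with small differences that did not pass the threshold. COI-1 (GRMZM2G151536) had a Log2FC of 0.019, and -0.050 to 0.078 when a sample was left out, with -0.050 without RIL165 replicate 1, -0.011 without RIL387 replicate 2 and -0.0040 without RIL387 replicate 3. Its paralogue GRMZM2G079112 had -0.017, 0.061 with quantile normalization, and -0.053 to 0.039 when a sample was left out. Reference gene GRMZM2G127729 had 0.11, and -0.059 to 0.26 when a sample was left out. Reference gene GRMZM2G445905 had -0.092, 0.021 with quantile normalization, and -0.19 to 0.020 when a sample was left out. The cause of the changes in this part was not tested.

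The number of expressed genes depended on the definition, with 22553 to 22890 per sample by the lower bound, 19070 to 19807 at 1 FPKM or more and 25508 to 25984 above 0 FPKM. Without counts, the depth limits what can be said of genes under 1 FPKM, where a fragment more or less changes the Log2FC.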

Differences from the paper's values

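No test in this part was chosen after the result was seen, and each comparison is with the alternatives set before the data were examined. The paper's numbers of genes come from Cuffdiff, which starts from reads. The number of shortlisted genes higher in RIL387 was 833 against the paper's 1517, and 1332 with log2(FPKM + 0.1), 1145 without RIL165 replicate 1 and 1333 with the log2 ratio of mean FPKM came within a factor of 1.5 of it. The number of shortlisted genes higher in RIL165 was 1513 against the paper's 2577, and 1968 with log2(FPKM + 0.1), 1788 with the replicate block, 1811 with the replicate block with median-ratio rescaling, 2336 without RIL165 replicate 1 and 1864 with the log2 ratio of mean FPKM came within a factor of 1.5 of it. The number of shortlisted genes in QTL intervals, over all 8 was 174 against the paper's 328, and 244 with log2(FPKM + 0.1), 283 without RIL165 replicate 1, 233 with the log2 ratio of mean FPKM and 295 with any Log2FC came within a factor of 1.5 of it. The number of shortlisted genes in QTL intervals, over the 4 with different alleles was 87 against the paper's 151, and 117 with log2(FPKM + 0.1), 130 without RIL165 replicate 1, 113 with the log2 ratio of mean FPKM and 151 with any Log2FC came within a factor of 1.5 of it.

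In QTL9a the number of shortlisted genes was 53 against the paper's 99, and 72 with log2(FPKM + 0.1), 84 without RIL165 replicate 1, 71 with the log2 ratio of mean FPKM and 99 with any Log2FC came within a factor of 1.5 of it. In QTL9b the number of shortlisted genes was 8 against the paper's 13, and 10 with log2(FPKM + 0.1), 9 with the replicate block with median-ratio rescaling, 9 without RIL165 replicate 1, 10 with the log2 ratio of mean FPKM and 11 with any Log2FC came within a factor of 1.5 of it. In QTL10 the number of shortlisted genes was 8 against the paper's 16, and 13 with log2(FPKM + 0.1), 13 without RIL165 replicate 1, 11 with the log2 ratio of mean FPKM and 16 with any Log2FC came within a factor of 1.5 of it. No other alternative set before the data were examined closed these gaps. With any Log2FC at the adjusted p threshold, the values for the 4 QTL intervals together, QTL9a and QTL10 were equal to the paper's. Under this setting QTL6 had 25 against the paper's 23 and QTL9b 11 against 13. The equal total thus includes differences in opposite directions. The paper's numbers were counted after its Log2FC cut, so equal numbers under this looser setting need not be the same genes. At a Log2FC of at least 1 in size, Additional file 3 lists 29 genes in QTL3a and 60 in QTL3b. The shortlist held 14 and 31 there.

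For 14 genes the Log2FC differed from the paper's by more than the SD of the replicates, and both log2(FPKM + 0.1) and the log2 ratio of mean FPKM closed the gap. The values with these settings are given in this order. GRMZM2G068808 had 1.19 against the paper's 1.5, with 1.46 and 1.44. GRMZM2G342033 had -0.71 against the paper's -1.54, with -1.45 and -1.64. GRMZM2G112524 had -2.25 against the paper's -2.97, with -2.85 and -2.93. GRMZM2G376661 had -1.52 against the paper's -2.26, with -2.14 and -2.26. GRMZM2G077316 had -0.82 against the paper's -1.13, with -1.19 and -1.24. GRMZM2G151227 had -1.25 against the paper's -2.79, with -2.34 and -2.79. GRMZM2G050234 had -4.15 against the paper's -5.60, with -5.23 and -5.56. GRMZM2G111642 had 1.29 against the paper's 1.46, with 1.51 and 1.54. GRMZM2G028353 had 1.27 against the paper's 1.97, with 1.88 and 2.00. GRMZM2G475263 had 0.46 against the paper's 1.05, with 1.02 and 1.08. GRMZM2G078274 had 0.91 against the paper's 1.61, with 1.21 and 1.34. GRMZM2G079956 had 1.49 against the paper's 2.63, with 2.55 and 2.54. GRMZM2G074496 had 1.71 against the paper's 2.73, with 2.69 and 2.87. GRMZM2G181135 had -6.56 against the paper's -7.51, with -7.19 and -7.50. For GRMZM2G068808 the settings quantile normalization (1.26) and without RIL165 replicate 2 (1.35) also closed the gap. For GRMZM2G112524 the settings without RIL165 replicate 1 (-2.66) and without RIL387 replicate 3 (-2.47) also closed the gap. For GRMZM2G376661 the settings without RIL165 replicate 1 (-1.94) and without RIL387 replicate 3 (-1.69) also closed the gap. For GRMZM2G077316 the settings without RIL165 replicate 1 (-0.91), without RIL165 replicate 2 (-0.91), without RIL387 replicate 2 (-0.86) and without RIL387 replicate 3 (-0.92) also closed the gap. For GRMZM2G050234 the setting without RIL165 replicate 1 (-4.78) also closed the gap. For GRMZM2G111642 the setting quantile normalization (1.36) also closed the gap. For GRMZM2G078274 the setting without RIL387 replicate 1 (1.10) also closed the gap. For GRMZM2G181135 the settings without RIL165 replicate 1 (-7.26) and without RIL387 replicate 2 (-6.75) also closed the gap. The other alternatives did not close these gaps.

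For 5 genes the log2 ratio of mean FPKM closed the gap and no other alternative did. GRMZM2G087059 had -0.91 against the paper's -2.32, with -2.23. GRMZM2G129674 had -0.74 against the paper's -1.92, with -1.89. GRMZM2G018241 had 0.52 against the paper's 1.24, with 1.30. GRMZM2G079082 had 2.19 against the paper's 7.11, with 7.11. GRMZM2G087207 had 0.96 against the paper's 2.29, with 2.33.

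GRMZM2G428905 had 5.25 against the paper's 7.98. None of the alternatives brought the value within the SD of the replicates, and the log2 ratio of mean FPKM was 8.16 for this gene.

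Some statements of the paper also differ from the values. The maximum FPKM of Table 1 stand beside other replicate numbers of the same line than in the files, where RIL165 replicates 1, 2 and 3 had 6883, 4868 and 5761 and RIL387 replicates 1, 2 and 3 had 8659.5, 6349 and 6755. The Bowman-Birk inhibitor gene GRMZM2G007928 is listed in the paper's text as higher in RIL165. Its Log2FC was 2.08 (adjusted p = 0.0202), with higher FPKM in all 3 samples of RIL387. Additional file 3 also gives this gene a positive Log2FC (2.26), so only the paper's text differs. The paper places only transcripts higher in RIL387 in the light reactions bin. Of the 8 genes of this bin on chromosomes 1 to 3, 2 were higher in RIL165 at an adjusted p-value under 0.05, with a Log2FC down to -2.16. Additional file 3 also gives 2 of these 8 genes a Log2FC of at most -1. Additional file 4 reports a significant RNA-Seq difference for every gene it shows. Of those, beta-glucosidase 1, Bx5 and Bx8 did not pass in limma's test (adjusted p = 0.135, 0.131 and 0.20).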

Other observations

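Apart from the test of the QTL intervals, which was set out before its result was seen, all tests in this part were chosen after the result was seen.

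RIL165 replicate 1 lay between the lines on the first principal component and apart from both on the second. Its correlation with RIL165 replicates 2 and 3 across genes was 0.943 and 0.936, while those 2 samples had 0.984 with each other. For each sample, genes were chosen from the other 5 samples, and the shift is the distance of the sample from the mean of its own line, as a fraction of the distance to the mean of the other line on the log2 scale. The median shift was 0.460 in RIL165 replicate 1 and between -0.0313 and 0.025 in the other 5 samples. Without this sample, the median SD of a gene within RIL165 was 0.116 in place of 0.232.

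The scaling of the sample's FPKM was tested by median-ratio rescaling, after which the median shift was 0.444, so that most of the shift remains. RNA of RIL387 mixed into the sample would raise the genes read only in RIL387. Of 70 such genes, chosen without this sample, 5 (7.14%) reached 0.25 of the RIL387 level in it, and the median share was 0, against 0 to 4.55% in the other samples. At a limit of 5 FPKM, 3 of 37 did. A mixture near the size of the shift is not seen. Segregation of parental alleles between the plants of RIL165 was tested by the order along the chromosomes of the genes read in only 1 line by the other 5 samples. Of 188 such genes, 17 had the RIL387 state in this sample, 12 of them among the 118 read only in RIL165. In the other 5 samples, 0 to 3 of the 62 to 85 genes read only in the own line were switched off. Of the 17, 3 stood next to another, against a mean of 1.41 in random draws (permutation p = 0.158). These values leave segregation at some loci open.

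A weaker defence response in the plants of this sample may also give the pattern. The median shift was 0.553 in 66 genes that the paper lists as higher in RIL165, 64 of them towards RIL387, and 0 in the 70 genes read only in RIL387, a difference of 0.553. The genes read only in RIL387 were chosen for values near 0 in the other samples of RIL165, so that this difference depends on that choice. Among genes listed as higher in RIL387 it was 0.0911, with 16 of 23 genes towards RIL387. Over all chosen genes the shift was 0.515 in genes higher in RIL165, close to that of the listed genes, and 0.184 in genes higher in RIL387. The shift is thus not particular to the listed defence genes. The listed genes were named by the authors from a comparison that includes this sample. RIL387 replicate 1 has the same number and, by the labels, the same field block. Its median shift was 0.0145, but the shift is a distance towards the other line, and an effect of the block that lowers the same genes in both lines need not appear in it. In Tps6, ZmAn2, ZmKSL2 and CYP71Z18 replicate 1 was lowest in both lines, and on the second principal component only the 2 replicates 1 had negative scores (-64.8 and -16.6). The correlation of RIL387 replicate 1 with RIL165 replicate 1 across genes was 0.921, against 0.900 and 0.916 for RIL387 replicates 2 and 3. The pattern cannot be told apart from segregation, from an effect of the field block, or from another difference in the leaves sampled.

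The 4 QTL intervals with different alleles held 151 differentially expressed genes among 866 tested genes (17.4%), and the 4 with the same allele 144 among 1067 (13.5%), a difference of 3.94 percentage points. Rotating the gene order along the chromosomes, a permutation test, gave a difference as large with p = 0.396. Over all chromosomes 17.7% of tested genes were differentially expressed. A higher share where the alleles differ was not detectable with 8 intervals.

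Between 2 genes read in only 1 line, the widest gap lay on chromosome 9 from 25522378 to 145588217. It held 1054 tested genes, where 5.85 genes read in only 1 line would lie at the mean rate. A stretch wider in bases and in tested genes ran on chromosome 2 from the last such gene, at 57109918, to the last tested gene, at 235854324. The gap on chromosome 9 covers QTL9a, which had 0 against 3.38 at the mean rate. The same parental segment in both lines would also lower the share of differentially expressed genes. That share was 16.3% in QTL9a, and 0.424 of the rotations of the gene order gave a share as low, which is not unusual. The paper's table of alleles gives QTL9a as S in RIL387 and R in RIL165, with R for the resistance allele, which speaks against a segment shared over the whole interval. Since the intervals with the same allele did not have a detectably lower share either, the share of differentially expressed genes adds nothing for or against it. No other explanation of the gap was tested.

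Single genes were read in only 1 of the 6 samples. GRMZM5G883969, AC205250.3_FG006 and GRMZM2G127361 had 41.3, 41.9 and 18.2 FPKM in RIL165 replicate 1 and were listed at 0 in the other 5 samples. GRMZM2G428410 was listed at 0 in RIL165 replicate 1 and had 12.8 to 17.7 FPKM in the others. Above 5 FPKM, the genes read in a single sample numbered 3, 5 and 2 in RIL165 replicates 1, 2 and 3 and 1, 2 and 2 in RIL387 replicates 1, 2 and 3, so that RIL165 replicate 1 does not stand out in this count.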
